# Regulating the cell differentiation trajectory of progenitor cells in adipose tissue fibrosis

**DOI:** 10.1016/j.molmet.2025.102231

**Published:** 2025-08-06

**Authors:** Li Zhang, Xinjiang Cai, Xiuju Wu, Zheng Jing, Yan Zhao, Yucheng Yao, Kristina I. Boström

**Keywords:** White adipose tissue, Matrix Gla protein, Dipeptidyl peptidase-4, Adipose progenitor cell differentiation, Adipose fibrosis, Transforming growth factor β signaling, Bone morphogenetic protein, Single-cell RNA sequencing

## Abstract

**Objective:**

Adipose fibrosis signifies pathological remodeling of white adipose tissue (WAT) associated with insulin resistance, diabetes, and cardiovascular disease. Matrix Gla protein (MGP) balances bone morphogenetic protein (BMP) and transforming growth factor β (TGFβ) signaling but has an unclear role in WAT.

**Methods:**

To study the role of MGP in WAT, we used mice with global or platelet-derived growth factor receptor α (*Pdgfra*)-Cre-mediated *Mgp* deletion in adipose progenitor cells (APCs) together with single cell RNA sequencing (scRNA-seq), characterization on adipose and fibrotic phenotypes, and BMP and TGFβ signaling studies.

**Results:**

Our results showed that Mgp deletion promotes fibrosis and impairs adipogenesis in mice with global or *Pdgfra*-Cre-mediated *Mgp* deletion in APCs. ScRNA-seq showed two new adipose-derived stem cells (ASC) populations, ASC1 and ASC4, emerging after *Mgp* deletion. Trajectory analysis found that ASC1 and ASC4 were derived from ASC2, which normally undergo adipogenesis but instead had diverted to fibrogenic differentiation. All three ASCs expressed *Pdgfra* and dipeptidyl peptidase-4 (*Dpp4*). Inhibition of TGFβ signaling or DPP4 activity in mice with *Pdgfra*-Cre-mediated *Mgp* deletion reduced the size of the PDGFRα+; DPP4+ cell population and rescued the WAT from unwanted fibrosis.

**Conclusions:**

MGP is essential for appropriate balance between adipogenic differentiation and fibroblast activation. Dysregulation of PDGFRα+; DPP4+ cells may signal early adipose fibrosis.

## Highlights

• *Mgp* gene deletion promotes adipose fibrosis and impairs white adipogenesis in mice.
• Two new PDGFRα+; DPP4+ cell clusters emerge after *Mgp* deletion.
• The PDGFRα+; DPP4+ cell clusters are limited in size by inhibition of DPP4 or ALK5.
• Adipose fibrosis due to *Mgp* deletion is rescued by inhibition of DPP4 or ALK5, but worsens with high fat feeding.

## 1 Introduction

Fibrosis is defined as the scarring of tissue when pathological repair, metabolic changes or disease trigger a maladaptive fibrogenic process [1]. Adipose fibrosis refers to the excessive tissue deposition of extracellular matrix (ECM) components, such as collagens, elastin and fibronectin, and may be driven by chronic inflammation, adipocyte dysfunction, fibroblast activation and ECM remodeling [[2], [3], [4], [5], [6]]. Fibrosis impairs the expandability and function of adipose tissue, leading to ectopic fat deposition and systemic insulin resistance [7].

Adipose progenitor cells (APCs) are found in adipose tissue, where they undergo commitment to preadipocytes and have the potential to ultimately differentiate into mature adipocytes. Although the APCs are critical for growth and maintenance of adipose tissue, they may also contribute to the development of adipose fibrosis under pathological conditions. The APCs are heterogenous and exist as distinct cell populations in the stromal vascular fraction (SVF). Platelet-derived growth factor receptor α (PDGFRα) is a cell surface receptor tyrosine kinase that has a role in both adipogenic and fibrogenic differentiation in adipose tissue. Berry & Rodeheffer [8] showed that a PDGFRα trace labeled all the white adipocytes, and specifically identified Lin-: CD29+, CD34+, Sca-1+, CD24+ (CD24+) cells and Lin+: CD29+, CD34+, Sca1+, CD24- (CD24-) cells, as adipocyte precursors. Shin et al. [9] showed that PDGFRα+ cells are adipogenic during development, and that *Pdgfra* gene deletion disrupts white adipose tissue (WAT) formation and cause embryonic APCs to shift to fibrogenic lineage. *Pdgfra* is also highly expressed in fibroblasts and its activation leads to transition into myofibroblasts, which are key drivers of ECM production and fibrosis [10]. Marcelin et al. [11] showed that CD9 expression distinguished two subsets of adipose PDGFRα+ APCs, where high CD9 expression is pro-fibrogenic and drives adipose fibrosis.

Recently, single-cell RNA sequencing (scRNA-seq) identified a new, highly proliferative adipose progenitor population that express dipeptidyl peptidase-4 (DPP4+), a serine protease implicated in both adipogenesis and fibrosis. In healthy adipose tissue, DPP4+ cells differentiate to preadipocytes (ICAM1+) [12], which subsequently give rise to adipocytes. In addition, DPP4 is highly expressed on the surface of fibroblasts where it promotes the transition to myofibroblasts, and is considered one of the markers of activated fibroblasts in systemic sclerosis [13]. Several studies have shown elevated *Dpp4* expression in fibrosis organs such as liver, kidneys, lungs, and heart [[14], [15], [16], [17], [18], [19]].

Matrix Gla protein (MGP) is a small, secreted protein, which serves as a regulator of bone morphogenetic protein (BMP) activity and subsequent transforming growth factor β (TGFβ) signaling [[20], [21], [22]]. MGP plays an important role in the regulation of ectopic osteogenesis, vascular morphogenesis, and arterial calcification [[23], [24], [25], [26]]. In addition, it mediates control of intermediate steps involving BMP4 and BMP7 in brown adipose tissue (BAT) differentiation [27]. Considering that BMPs are also important in WAT [[28], [29], [30]] and TGFβ signaling promotes fibrosis [[31], [32], [33]] while obstructing adipogenesis [34], we hypothesized that MGP regulates the fate of APCs by balancing BMP and TGFβ signaling.

In this study, we investigated the role of MGP in white adipogenesis and adipose fibrosis. We found that both global (*Mgp*-KO) and *Pdgfrα Cre*-mediated *Mgp* deletion (*Pd*–KO) in mice increased the PDGFRα+; DPP4+ cell population, inhibited adipogenesis and promoted fibrosis. ScRNA-seq revealed a new APC trajectory, which diverted adipogenic to fibrogenic differentiation with increased PDGFRα+; DPP4+ cell populations and TGFβ components.

Reduction of TGFβ signaling, DPP4 activity or the PDGFRα+; DPP4+ cell population rescued the adipose tissue from unwanted fibrosis. Thus, MGP is essential for the balance between adipogenic differentiation and fibroblast activation.

## 2 Results

### 2.1 Increased fibrosis and decreased adipogenesis in WAT of global matrix Gla protein (Mgp) knockout (KO) mice

Our previous studies showed that *Mgp*-KO mice have a reduction in body weight and percent fat, starting at two weeks of age in both male and female mice [27]. We also showed that lack of MGP disrupts BMP-regulated steps in brown adipogenesis [27]. However, the effect on development and progenitor cells in white adipose tissue (WAT), the main adipose component, has not been clarified. Therefore, we examined subcutaneous and visceral adipose tissue, represented by inguinal and gonadal fat pads, respectively. We found that the fat pads were smaller in both male and female *Mgp*-KO mice, with significant reductions in mass when normalized to body weight (Figure 1A,B). The lipid accumulation in the adipocyte was outlined by immunofluorescence for Perilipin-1 and the area was quantified by Image J. The results revealed a reduction in lipid droplet size in inguinal and gonadal fat pads of both genders compared to wild-type (WT) (Figure 1C). Together, the findings suggested that lack of MGP also disrupted the WAT development, potentially involving fibrogenic activation. Since the male and female phenotypes were similar, the genders were subsequently analyzed together.

**Figure 1:**
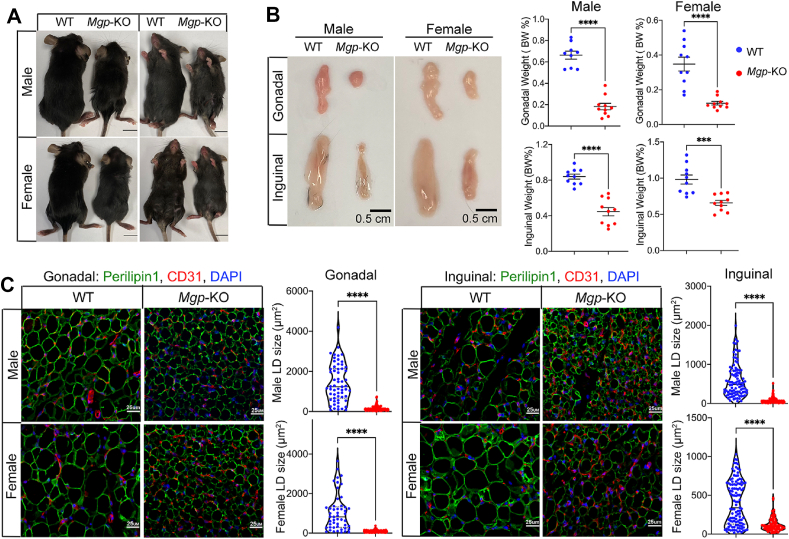
Global matrix Gla protein (Mgp) deletion in C57BL/6 mice causes a reduction in white adipose development. (A) Wild-type (WT) and *Mgp*-knockout (*Mgp-*KO) male and female mice at 4 weeks of age. Scale bars, 1 cm. (B) Gonadal and inguinal fat pads from WT and *Mgp-*KO male and female mice at 4 weeks of age, normalized to body weight (right), *n* = 10. Scale bars 0.5 cm. (C) Immunofluorescence for Perilipin-1 (green, for lipid droplet (LD) size) and CD31 (red) in gonadal (left) and inguinal (right) white adipose tissue from WT and *Mgp-*KO mice at 4 weeks of age. DAPI (blue) was used to visualize nuclei. Scale bars, 25 μm. The LD size was determined by ImageJ (*n* = 5 mice, 3–4 fields of view per replicate). Data are shown as mean ± SEM; One way ANOVA with Tukey’s post hoc tests; ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

Adipose fibrosis represents a pathological remodeling of adipose tissue characterized by excessive deposition of collagen fibers and ECM. Indeed, Masson’s trichrome (MT) staining revealed dramatic increases in areas stained blue for collagen in all the fat pads of the *Mgp*-KO mice, including inguinal, gonadal, and brown adipose tissue (Figure 2A, Supplemental Fig. S1). The largest increase in collagen-rich area was observed in the inguinal fat pads (Figure 2A,B). Therefore, we focused on the inguinal adipose tissue in subsequent analyses. The lack of *Mgp* expression in the inguinal fat was confirmed by qPCR (Figure 2C). Total collagen significantly increased in *Mgp*-KO mice compared to wild-type controls, as determined by the release of free hydroxyproline by alkaline hydrolysis (Figure 2D). Furthermore, the expression of collagen type 1 alpha 1 (Col1A1) and fibronectin was increased as determined by immunoblotting with densitometry (Figure 2E). Immunofluorescence also showed a striking increase in fibronectin in *Mgp*-KO adipose tissue in combination with a decrease in lipid droplet size by Perilipin-1 staining (Figure 2F,G). Thus, the results suggested that global loss of *Mgp* promotes fibrosis at the expense of adipogenesis.

**Figure 2:**
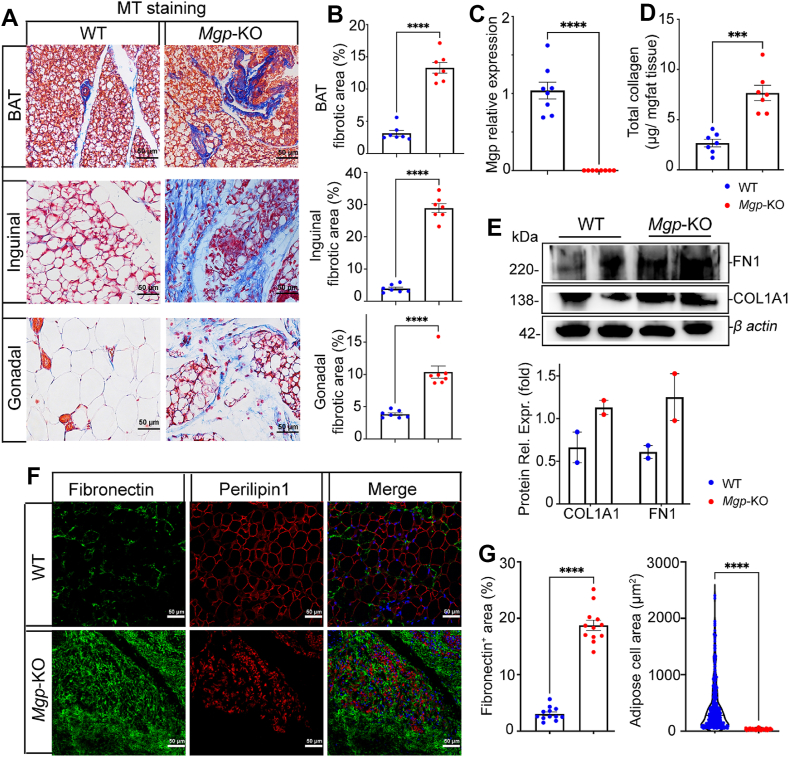
Global Mgp deletion in mice enhances adipose fibrosis. (A) Masson’s trichrome (MT) staining of adipose tissue from wild-type (WT) and *Mgp*-knockout (*Mgp-*KO) mice at 4 weeks. Scale bars, 50 μm. (B) Quantification of fibrotic (blue) MT staining in WT and *Mgp-*KO mice at 4 weeks of age demonstrating increased fibrosis after *Mgp* deletion, as determined by ImageJ (*n* = 3 mice, 7–8 fields of view per replicate). (C) *Mgp* expression in inguinal adipose tissue from WT and *Mgp-*KO mice at 4 weeks, as determined by qPCR (*n* = 8). (D) Total collagen in inguinal adipose tissue from WT and *Mgp-*KO mice at 4 weeks, as determined by the free hydroxyproline method (*n* = 7). (E) Expression of Fibronectin (FN1) and collagen type I alpha-1 chain (COL1A1) as determined by immunoblotting with densitometry (representative of 3 independent experiments, mean of 2 lanes per replicate); β-actin was used as control. (F) Immunofluorescence for Fibronectin (green) and Perilipin-1 (red) in inguinal adipose tissue from WT and *Mgp-*KO mice at 4 weeks. DAPI was used to visualize the nuclei. Scale bars, 50 μm (*n* = 3). (G) Quantification of area stained for Fibronectin in WT and *Mgp-*KO mice at 4 weeks, as determined by ImageJ (*n* = 3, 10–15 fields of view per replicate). Data are shown as mean ± SEM; One way ANOVA with Tukey’s post hoc tests; ∗∗∗∗*p* < 0.0001.

### 2.2 Single-cell RNA sequencing (scRNA-seq) revealed two new subclusters of progenitor cells in the SVF from Mgp-KO mice

To investigate potential changes in the cellular composition of the SVF after loss of *Mgp*, we obtained inguinal fat pads from 12 wild-type mice (5 female, 7 male) and 13 global *Mgp*-KO mice (6 female, 7 male). Following SVF isolation, lipid-loaded adipocytes and CD45+ immune cells were removed through centrifugation and FACS. Samples were subjected to scRNA-seq using 10x Genomics (Figure 3A). 

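Inguinal SVF cells of 4-week-old mice were sequenced in 1 library per genotype, with the cells of 12 wild-type mice pooled in one library and those of 13 *Mgp*-KO mice in the other. There were no replicates, so every interval given for these data is a 95% interval that covers counting error only, and no p-value was computed. The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in every barcode, without normalization and before cells were called. A total of 184102026 UMIs was listed for the wild-type library and 93212243 for the *Mgp*-KO library. The paper states a depth in reads, which the count files do not hold, so all values rest on UMIs. The headers of the count files name Cell Ranger 4 for the wild-type library and a later version, 7.1.0, for the *Mgp*-KO library, whereas the methods name 1 version for all libraries. The headers do not state whether reads of introns were counted. Barcodes were called as cells with the defaults of Cell Ranger, and cells with more than 10% mitochondrial UMIs were removed. The wild-type, *Mgp*-KO and *Pd*-KO cells were clustered together on 30 principal components of 2000 variable genes after Harmony integration, at a resolution of 0.5 as in the methods. *Mgp*, *Xist* and Y-linked genes were kept out of the variable genes. Clusters were named by marker genes that did not include *Mgp* or *Sox5*. Expression was summed over the cells of a type and divided by their total UMIs, with exact Poisson intervals for sums, exact conditional binomial intervals for log2 ratios and exact binomial (Clopper-Pearson) intervals for shares of cells.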

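*Mgp* (ENSMUSG00000030218) lies on chromosome 6 of GRCm38 from 136872435 to 136875823 on the minus strand. Over all cells, its level was 451 CPM in the wild-type library (95% interval 448 to 454) and 1.75 CPM in the *Mgp*-KO library, from 157 UMIs. The log2 ratio of *Mgp*-KO over wild-type cells was -8.01 (-8.25 to -7.79). With each cell weighted equally or with another scaling of the libraries, it lay between -8.24 and -7.99. In barcodes of 10 to 100 UMIs, which hold free RNA, *Mgp* was at 359 CPM in the wild-type library (326 to 396) and at 1.27 CPM in the *Mgp*-KO library.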

After stringent quality filtering, we obtained transcriptomes of 23,342 cells (10,442 wild-type and 12,900 *Mgp*-KO cells). 

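In the deposited counts, 12535 wild-type and 13012 *Mgp*-KO barcodes were called as cells. Of these, 881 wild-type and 85 *Mgp*-KO cells had more than 10% mitochondrial UMIs, which left 11654 wild-type and 12927 *Mgp*-KO cells. The median number of UMIs per cell was 11836 in the wild-type library (quartiles 6056 and 17044) and 6341 in the *Mgp*-KO library (quartiles 4456 and 8678), with medians of 3096 and 2352 genes. The cell call mattered most in the wild-type library, where 35992 barcodes had at least 500 UMIs. When all of these were taken in place of the called cells, 34876 wild-type cells passed the mitochondrial filter. In the *Mgp*-KO library, 13309 barcodes had at least 500 UMIs. Doublets were kept, because the paper states no doublet step; simulated doublets scored by nearest neighbors called 2.69% of the wild-type and 1.67% of the *Mgp*-KO cells.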

Unbiased clustering resulted in 17 clusters (Supplemental Fig. S2a). Based on established lineage-specific markers, we assigned these clusters to 10 cell types (Figure 3B). These included adipose progenitor cells (APCs; identified by *Pdgfra* and *Dcn*) [35], early adipocytes (*Adipoq* and *Cebpa*) [36], endothelial cells (ECs, *Cdh5* and *Pecam1*) [37], smooth muscle cells (SMCs; *Acta2* and *Myh11*) [38], myoepithelial cells (MECs; *Cnn1* and *Krt17*) [39], epithelial cells (*Epcam* and *Wfdc2*) [40], neural crest-derived cells (*Mbp and Plp1*), and neurons (*Nefl* and *Stmn2*) [12], together representing the main components of the SVF (Figure 3C).

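Joint clustering gave 25 clusters. By the mean expression of these and further markers, endothelial-like cells accounted for 9.48% of wild-type cells (95% binomial interval 8.96 to 10.0) and 3.50% of *Mgp*-KO cells (3.19 to 3.84). The shares of smooth muscle-like cells were 9.70% (9.17 to 10.3) and 2.02% (1.78 to 2.28), and those of adipocyte-like cells 1.54% (1.33 to 1.79) and 0.379% (0.281 to 0.501). Epithelial-like cells made up 2.71% of wild-type and 3.69% of *Mgp*-KO cells, mammary epithelial-like cells 0.695% and 1.01%, and myoepithelial-like cells 0.378% and 1.26%. Neural crest-like cells made up 1.72% and 0.278%, neuron-like cells 2.60% and 0.217%, and cycling cells 3.35% and 1.14%. A cluster with immune markers held 0.515% and 0.201%, and 3 clusters that no marker list named held 3.28% and 0.596%. The adipocyte-like share depended on the cell call: over all barcodes of at least 500 UMIs, it was 0.139 percentage points lower in *Mgp*-KO than in wild-type cells (a difference of -0.139), against -1.17 points among called cells.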

**Figure 3:**
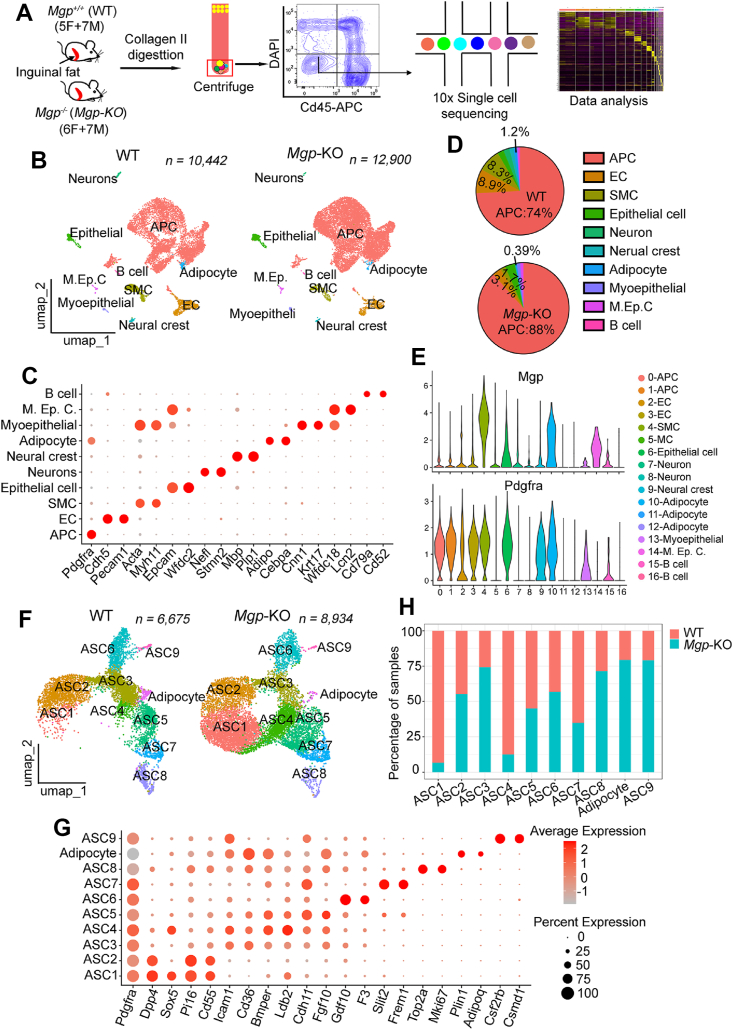
Single cell RNA-seq analysis (scRNA-seq) reveals the altered composition of the stromal vascular fraction (SVF) from inguinal adipose tissue from wild-type (WT) versus *Mgp*-knockout (*Mgp*-KO) mice. A. Schematic outline of the experimental pipeline. The SVF from white inguinal adipose tissue was collected from 4-week-old WT mice (5 female and 7 male) and *Mgp-*KO mice (6 female and 7 male). CD45 negative stromal vascular fraction (SVF) were isolated, subjected to scRNA-seq and clustered using Seurat. B. Uniform Manifold Approximation and Projection (UMAP) plot of 23,342 SVF cells from WT and *Mgp-*KO mice separated into 17 distinct clusters and 10 cell types. C. DotPlot showing the marker genes for each cluster. D. Percent of each cell type in SVF from WT and *Mgp*-KO adipose tissue. E. VlnPlot showing *Pdgfrα* and *Mgp* expression in each cluster. The results show *Mgp* expression mainly in *Pdgfrα*-positive cell clusters. F. Re-clustering of 15,609 *Pdgfrα*-positive adipose progenitor cells and adipocytes. Ten cell clusters were identified, with almost complete absence of ASC1 and ASC4 in *WT* adipose tissue. G. Marker genes of each cell type (DotPlot). H. Percent of each cell type in adipose tissue from WT (blue) and *Mgp*-KO (red) mice (ggplot).

The APCs were the predominant cell population, and were found in clusters 0–4, 6, and 8–9 (Supplemental Fig. S2b). These clusters accounted for 74% and 88% of the cells in the wild-type and *Mgp*-KO SVFs, respectively (Figure 3D). 

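In the joint clustering, APC-like clusters, named by a score over a list of APC markers, held 7461 of 11654 wild-type cells, or 64.0% (95% binomial interval 63.1 to 64.9), and 11079 of 12927 *Mgp*-KO cells, or 85.7% (85.1 to 86.3). The difference was 21.7 percentage points (20.6 to 22.7). With every barcode of at least 500 UMIs taken as a cell, it was -1.15 points (-1.85 to -0.471). Within each library, cells were also assigned a sex from *Xist* and Y-linked UMIs. The APC-like share was 65.6% of female and 72.1% of male wild-type cells, and 85.4% of female and 90.6% of male *Mgp*-KO cells.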

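In the wild-type library, 7830 cells had a normalized *Pdgfra* value above 0.1 and 3824 did not. *Cd34* was at 421 CPM in the *Pdgfra*-positive cells (95% Poisson interval 418 to 425) and at 213 in the other cells (208 to 218). *Ly6a* was at 1801 and 972 CPM, respectively. *Itgb1*, which encodes CD29, was at 279 CPM in the *Pdgfra*-positive cells and at 408 in the other cells. *Cd24a* was lower in the *Pdgfra*-positive cells, at 18.0 against 140 CPM. *Dpp4* was at 104 CPM in the *Pdgfra*-positive cells against 38.9 in the other cells, *Icam1* at 112 against 72.0, and *F3* at 61.2 against 56.3.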

*Pdgfra*-expressing cells included all of the previously identified APCs, such as the experimentally tested APCs with the surface markers CD29+, CD34+, LY6A+, and CD24- [8], as well as more recently identified interstitial progenitor cells (DPP4+), committed preadipocytes (ICAM1+) and adipogenesis regulatory cells (Aregs, F3+) [12] (Supplemental Fig. S2b). To further analyze the transition from APCs to adipocytes, we studied the *Pdgfra*-expressing cells in the wild-type scRNA-seq data, where *Mgp* was highly expressed (Figure 3E). 

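*Mgp* was at 474 CPM in the *Pdgfra*-positive wild-type cells (95% Poisson interval 470 to 478) and at 353 CPM in the other wild-type cells (346 to 360). Among the clusters of the wild-type cells named by their markers, the level was highest in cells with the markers of Aregs (*F3*, *Gdf10* and *Vit*), at 3943 CPM (3905 to 3982), and lower in cells with markers of interstitial progenitors, at 90.9, of preadipocytes, at 104, and of early adipocytes, at 21.2. Endothelial-like cells had 637 CPM (619 to 655) and smooth muscle-like cells 310 (299 to 322), whereas neural crest-like cells had 86.8. In the *Mgp*-KO library, 48 *Mgp* UMIs were counted in *Pdgfra*-positive cells, or 0.699 CPM.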

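Cells with a normalized *Pdgfra* value above 0.1 and the cells of the adipocyte-like cluster were taken from the deposited counts and clustered again by the same steps. The subset held 7892 wild-type and 9144 *Mgp*-KO cells. A value above 0.1 amounts to at least 1 *Pdgfra* UMI in a cell of these libraries, and such UMIs are also found in other types: 18.7% of wild-type endothelial-like cells had a *Pdgfra* UMI, at a median of 5255 UMIs per cell, against 88.5% of APC-like cells, at a median of 13584.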

*Pdgfra-*expressing cells (with normalized gene expression >0.1) and the adipocyte fraction were subsetted; a total of 15,609 cells contained 6,675 wild-type and 8,934 *Mgp*-KO cells. Re-clustering of these cells separated them into 10 clusters, 9 of which were referred to as ASC1-9 with *Pdgfra*-expression, whereas the remaining cluster contained early adipocytes (Figure 3F,G). 

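The subset separated into 17 clusters. By markers, 4 of them formed a class with *Dpp4*, *Pi16* and *Cd55* (the genes the paper gives for ASC1 and ASC2), 2 formed a preadipocyte class with *Icam1*, *Bmper*, *Cd36* and *Apoe* (ASC3 and ASC4), and 2 formed a class with *Col18a1*, *Sdc1* and *Nxn* (ASC5 and ASC7). Single clusters had the markers of Aregs (ASC6), of ASC9, of early adipocytes and of cycling cells. The remaining clusters had markers of endothelial, smooth muscle, epithelial and neural crest cells, and 1 cluster, with 0.456% of wild-type and 0.284% of *Mgp*-KO cells, matched no list. Called doublets made up 35.3% of the endothelial-like, 44.2% of the smooth muscle-like and 37.8% of the epithelial-like cells in the subset. In the *Dpp4* class, one of the clusters was led by *Ptgs2*, *Creb5*, *Gas7*, *Gfpt2* and *Ptx3*, of which *Ptgs2* is a stress and inflammation gene. In the preadipocyte class, a cluster was led by *Col4a1*, *Thsd7a*, *Cxcl1* and *Icam1* and also by the stress and immune genes *Fosb* and *Irf1*. After scaling for library size, the adipocyte-like cluster took 72.0% of its cells from the wild-type library, the ASC9-like cluster 72.3%, and the cycling cluster 62.1%.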

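The *Dpp4* class, which joins ASC1 and ASC2, held 2306 of 7892 wild-type cells, or 29.2% (95% binomial interval 28.2 to 30.2), and 4519 of 9144 *Mgp*-KO cells, or 49.4% (48.4 to 50.5). The preadipocyte class, which joins ASC3 and ASC4, held 28.3% of wild-type (27.4 to 29.4) and 23.3% of *Mgp*-KO cells (22.5 to 24.2). Early adipocytes made up 2.62% of wild-type cells (2.28 to 3.00; 207 cells) and 0.416% of *Mgp*-KO cells (0.294 to 0.570; 38 cells). Among cells called female, the difference in the *Dpp4* class lay between 19.4 and 22.8 percentage points under the alternatives. Among cells called male, it lay between 21.0 and 24.4 points. Cells without a called sex are left out of these ranges. Over all cells of the subset, the difference in the *Dpp4* class, 20.2 percentage points, was smallest with every barcode of at least 500 UMIs taken as a cell, at 3.99 points. The difference in the preadipocyte class, -5.03 points (-6.36 to -3.70), changed its direction under that alternative, to 0.531 points, and without Harmony integration, to 22.1 points.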

Interestingly, the ASC1 and ASC4 clusters were noted predominantly in the *Mgp*-KO mice, where the adipocyte population was reduced (Figure 3H). Thus, the scRNA-seq analysis supported that *Mgp* deletion limited APCs undergoing adipogenic differentiation and thereby increased the availability of APCs for fibrogenesis. It is possible that adipocytes and fibrogenic cells originate from the same *Pdgfra-*expressing progenitor cells, in line with previous proposals that MGP is an important factor in determining adipogenic versus fibrogenic differentiation.

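The fall in early adipocytes was also computed within each sex over all SVF cells. Early adipocytes made up 1.84% of female wild-type cells (95% binomial interval 1.44 to 2.32) and 0.155% of female *Mgp*-KO cells. Among male cells, the shares were 1.82% (1.42 to 2.30) and 1.23% (0.783 to 1.84), and these intervals overlap. Female cells made up 32.6% of the wild-type and 60.0% of the *Mgp*-KO library, and male cells 32.4% and 14.4%. The paper bases its reading, that fewer APCs became adipocytes and more were available for fibrogenesis, on ASC1 and ASC4 being found mainly in *Mgp*-KO mice, where adipocytes were fewer.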

### 2.3 Pdgfrα Cre-mediated Mgp-deletion decreased adipogenesis and increased fibrosis

To test the hypothesis that *Mgp* deletion in *Pdgfrα*-expressing APCs enhanced fibrosis, we took advantage of the observation that more than 85% of the *Mgp-*expressing cells expressed *Pdgfrα* (Figure 3E). 

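In the wild-type library, 4937 cells had at least 1 *Mgp* UMI, and 3780 of them, or 76.6%, also had a *Pdgfra* UMI (95% binomial interval 75.4 to 77.7). Among all wild-type cells, 67.2% had a *Pdgfra* UMI (66.3 to 68.0). Requiring at least 2 *Mgp* UMIs raised the share to 80.4% (78.8 to 81.9), and requiring at least 5 raised it to 82.4% (80.4 to 84.3). The alternative that moved it most took every barcode of at least 500 UMIs as a cell and gave 47.3% (46.3 to 48.4). Of the *Mgp*-positive cells, 71.4% lay in APC-like clusters. *Pdgfra* UMIs outside the APCs limit these shares, and free RNA and doublets as their source were not separated: a *Pdgfra* UMI was found in 21.5% of wild-type smooth muscle-like cells, at a median of 6570 UMIs per cell. At least 5 *Mgp* UMIs were found in 8.51% of endothelial-like cells (6.93 to 10.3), 10.2% of smooth muscle-like cells (8.47 to 12.1) and 0.995% of neural crest-like cells, at a median of 4753 UMIs per cell in the last of these.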

We deleted *Mgp* specifically in *Pdgfra+* cells using the *Mgp*-floxed (*Mgp*^*flox/flox*^, F/F) mice crossbred with the *Pdgfra-Cre* transgenic mice to generate *Mgp*^*flox/flox*^;*Pdgfrα*^*Cre*^ (*Pd*–KO) mice (Figure 4A), using the F/F mice as controls. Lack of *Mgp* expression was confirmed in the sorted PDGFRα+ cells from the *Pd*–KO mice (Figure 4C,D). NMR assessment showed a significant reduction in body weight and percent fat in both male and female *Pd*–KO mice at 4 weeks of age (Figure 4B). In addition, the fat pad weight and lipid droplet size decreased whereas the vascular density, as determined by immunostaining for CD31, increased in both inguinal and gonadal adipose tissue in the *Pd*–KO mice compared to F/F controls (Supplemental Fig. S3a–c).

**Figure 4:**
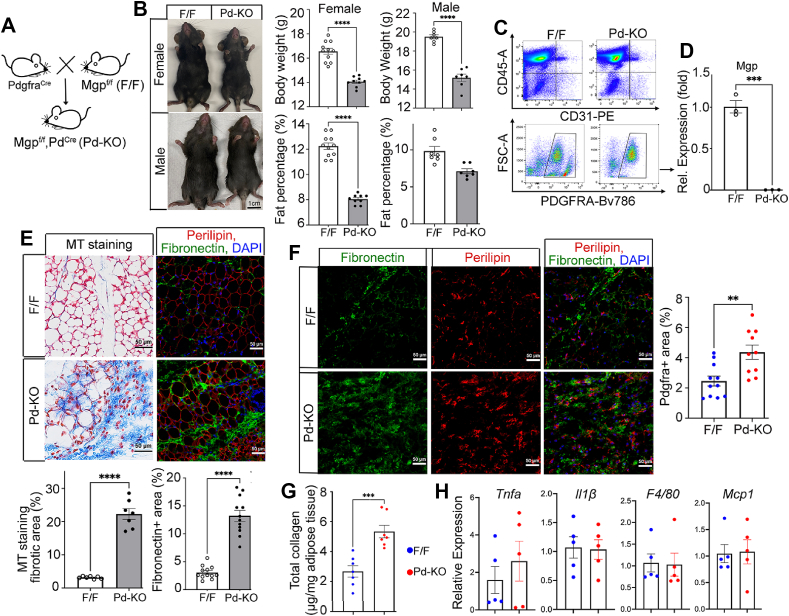
Pdgfrα Cre-guided Mgp deletion enhance adipose fibrosis. A. Schematic outline of breeding strategy for *Mgp*^f/f^;*Pd*^Cre^ (*Pd*–KO) mice. B. Body weight and percent fat of male and female *Mgp*^f/f^ (F/F), and *Pd*–KO mice at 4 weeks (*n* = 7–11). Scale bar, 1 cm. C. FACS analysis of PDGFRα+ cells from CD45-, CD31-live cells from F/F and *Pd*–KO mice (*n* = 5 mice per group). D. *Mgp* expression in *Pdgfrα*-expressing cells isolated from F/F and *Pd*–KO mice at 4 weeks (*n* = 3–5 mice per group, 3 replicates). E. (Top) Masson’s trichrome (MT) staining and immunofluorescence for Perilipin-1 (red), Fibronectin (green) and DAPI (blue) in inguinal adipose tissue from F/F and *Pd*–KO mice at 4 weeks. (Bottom) Quantification of fibrotic (blue) MT staining and Fibronectin immunostaining from F/F and *Pd*–KO mice at 4 weeks demonstrating increased fibrosis in the *Pd*–KO mice (*n* = 3 mice, 3–4 fields of view per replicate). F. (Right) Immunofluorescence for Fibronectin (green) and PDGFRα (red) in inguinal adipose tissue from F/F and *Pd*–KO mice at 4 weeks. DAPI (blue) was used to visualize the nuclei. Bars, 50 μm (*n* = 3). (Left) Percent area stained for PDGFRα in F/F and *Pd*–KO mice at 4 weeks, as determined by ImageJ (*n* = 3 mice, 3–4 fields of view per replicate). G. Total collagen normalized to adipose tissue in inguinal adipose tissue from F/F and *Pd*–KO mice at 4 weeks, as determined by the free hydroxyproline method (*n* = 7 independent samples). H. Gene expression of *Tnfa* (Tumor Necrosis Factor), *Il1β* (Interleukin 1β)*,* F4/80 (also known as *Adgre1,* a macrophage marker), and *Mcp1* (Monocyte chemoattractant protein-1, also known as *Ccl2*) in inguinal adipose tissue from F/F and *Pd*–KO mice at 4 weeks as determined by qPCR (*n* = 5 mice per group). Data are shown as mean ± SEM; One way ANOVA with Tukey’s post hoc tests; ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

We examined the adipose tissue for fibrosis, and found significantly larger areas of collagen in the *Pd*–KO mice compared to controls, based on MT staining (Figure 4E). The *Pd*–KO mice also had larger areas of positive fibronectin-staining, especially around the adipocytes (Figure 4E). These positive areas showed enhanced expression of *Pdgfra* in the *Pd*–KO mice compared to controls (Figure 4F). In addition, the total collagen content was significantly increased in the *Pd*–KO mice (Figure 4G), suggesting that the ECM deposition was enhanced in the *Pd*–KO mice. To assess if the fibrosis was associated with inflammation, we examined several markers in inguinal adipose tissue from 4-week-old *Pd*–KO and F/F mice by qPCR. The results showed that expression of *Il-1* and *Il-6* was undetermined, and expression of *Tnf, Il1β, Mcp1* and the macrophage marker *F4/80* did not differ between *Pd*–KO and controls (Figure 4H). It suggested that the fibrosis was not caused by inflammation, but that deletion of *Mgp* in progenitor cells diverted differentiation toward fibrogenesis in the *Pd*–KO mice at a young age. It is possible that inflammation in adults take advantage of this pathway to trigger fibrosis.

### 2.4 Pdgfra-Cre guided Mgp deletion enhanced adipose fibrosis in HFD

To examine if deletion of *Mgp* in *Pdgfra*-expressing progenitors affects diet-induced obesity in adult mice, we treated male and female *Pd*–KO and F/F control mice for 20 weeks with chow diet (CD) or high-fat diet (HFD; 45 kcal% fat) starting at 8 weeks of age (Figure 5A for timeline). At 8 weeks of age, prior to HFD, there was no significant difference in body weight between *Pd*–KO and control mice of both genders (Figure 5B). After 20 weeks on HFD, body weight and size of fat pads normalized to body weight increased compared to CD, but there was no significant difference between the *Pd*–KO mice and controls on either diet, with the exception of larger inguinal fat pads in females on HFD (Figure 5B,C).

**Figure 5:**
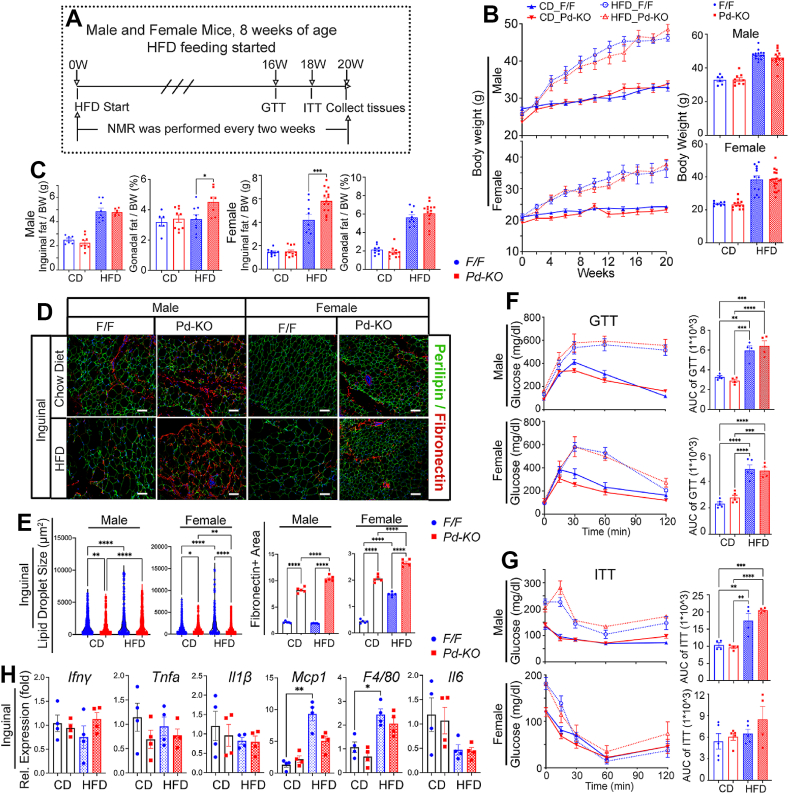
Pdgfra-Cre-guided Mgp deletion enhances adipose fibrosis after high fat feeding. A. Experimental timeline for feeding of *Mgp*^f/f^ (F/F) and *Mgp*^f/f^,*Pd*^Cre^ (*Pd*–KO) mice with chow diet (CD) or 40% high fat diet (HFD), starting at 8 weeks of age. W, weeks. B. Left panels: comparison of body weights between F/F and *Pd*–KO mice on either CD or HFD (*n* = 8–21 per group) every two weeks. Right panels: final body weights of female and male F/F and *Pd*–KO mice after 20 weeks of CD and HFD, as determined by NMR. C. Percent inguinal and gonadal fat of male and female F/F and *Pd*–KO mice at 28 weeks (*n* = 8–21). D. Immunofluorescence for Perilipin-1 (green), Fibronectin (red) in inguinal adipose tissue from F/F and *Pd*–KO mice at 28 weeks. DAPI (blue) was used to visualize the nuclei. Bars, 50 μm (*n* = 5, representative of 3–4 fields of view per replicate). E. Quantification of Fibronectin positive area and lipid droplet size in Panel d from F/F and *Pd*–KO mice at 28 weeks (*n* = 5, 3–4 fields of view per replicate). F. Glucose tolerance test (GTT) at 16 weeks in F/F and *Pd*–KO mice after CD and HFD. (Right) AUC, GTT area under the curve, (*n* = 4–5). G. Insulin tolerance test (ITT) at 18 weeks in F/F and *Pd*–KO mice after CD and HFD. (Right) AUC, ITT area under the curve, (*n* = 4–5). H. Gene expression of *Ifnγ* (Interferon γ), *Tnfa* (Tumor Necrosis Factor), *Il1β* (Interleukin 1β)*, Mcp1* (Monocyte chemoattractant protein-1, also known as *Ccl2*)*, F4/80* (also known as *Adgre1,* a macrophage marker), and *Il6* (Interleukin 6) in inguinal adipose tissue from F/F and *Pd*–KO mice at 28 weeks as determined by qPCR (*n* = 4 per group). Data are shown as mean ± SEM; One way ANOVA with Tukey’s post hoc tests; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

In the inguinal fat, the size of the lipid droplets was reduced in *Pd*–KO mice on both diets and in both genders, as outlined by Perilipin-1 staining (Figure 5D,E). In addition, *Pd*–KO mice of both genders exhibited increased serum non-esterified fatty acid (NEFA) levels compared to F/F controls on CD, but not on HFD (Supplemental Fig. S4a). Serum triglycerides (L-TG) were similar in *Pd*–KO and F/F mice on the same diet (Supplemental Fig. S4a). To further investigate whether *Mgp* deletion in the adipose progenitors would affect the metabolic phenotype, we performed glucose tolerance tests (GTT) and insulin tolerance test (ITT) in *Pd*–KO and F/F mice of both genders on HFD or CD. No significant difference was detected in the AUC of the GTT or the ITT between the *Pd*–KO and F/F control mice on the same diet (Figure 5F,G).

However, the fibronectin-positive areas increased significantly in the fat pads of both *Pd*–KO mice and controls after HFD, especially in the inguinal fat pads of male *Pd*–KO mice (Figure 5D,E). To test if increased inflammation contributed to the fibrosis, we checked several inflammatory markers. Inguinal expression of *Ifnγ*, *Tnfα*, *Il1β* and *Il6* did not differ between *Pd*–KO and F/F mice on the same diet (Figure 5H). However, expression of *Mcp1* and *Adgre1* (F4/80) was increased in *Pd*–KO and F/F mice on HFD (Figure 5H), and may promote the development of fibrosis. Together, the results suggest that the HFD and resulting obesity enhanced fibrosis in *Pd*–KO mice.

The gonadal fat had similar, but less pronounced, changes compared to the inguinal fat (Supplemental Fig. S4b–d) with the exception that the inflammatory markers *Ifnγ, Tnf*, and *Il1β* were lower in *Pd*–KO mice on HFD compared to F/F controls (Supplemental Fig. S4d).

### 2.5 A new trajectory emerged after deletion of Mgp in Pdgfra-expressing cells

Since deletion of *Mgp* in the *Pdgfra*-expressing progenitor cells affected cell differentiation, we examined the APC-populations. We used the same approach as above to perform scRNA-seq on inguinal fat pads from 11 *Pd*–KO mice (5 female, 6 male). 

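For the *Pd*-KO mice, 1 library was made from the pooled inguinal SVF cells of 11 mice at 4 weeks of age, and the wild-type library served as its control here, since no library of F/F mice was used. The authors deposited UMI counts of the same genes, without normalization and before cells were called, with a total of 83942865 UMIs. The header of the count file names the same version of Cell Ranger as that of the *Mgp*-KO library and a later one than that of the wild-type library. Of 9958 barcodes called as cells, 622 had more than 10% mitochondrial UMIs, which left 9336 cells with a median of 7949.5 UMIs (quartiles 4640 and 11000) and 2743 genes. Doublets were called in 2.82% of the cells. The cells were clustered jointly with the wild-type and *Mgp*-KO cells. Scaling by total UMIs left the median log2 ratio of *Pd*-KO over wild-type cells at 0.18 over all tested genes in *Pdgfra*-positive cells and at 0.20 in the *Dpp4* class. For *Mgp*-KO over wild-type cells, these medians were 0.13 and 0.16. Ratios of single genes are to be read relative to these shifts.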

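In the *Pd*-KO library, *Mgp* was at 18.5 CPM over all cells, a log2 ratio over wild-type cells of -4.61 (95% interval -4.69 to -4.53). The ratio lay between -4.78 with median-ratio scaling and -4.15 with each cell weighted equally. In *Pdgfra*-positive cells it was at 1.95 CPM, a log2 ratio of -7.92, and in all other cells at 89.0. In smooth muscle-like cells, *Mgp* was at 348 CPM in the *Pd*-KO library, a log2 ratio of 0.16 (0.06 to 0.26). This pools a cluster in which *Mgp* fell from 208 to 45.6 CPM with a cluster that stayed at 546 and 547 CPM and made up 348 of 1131 wild-type and 350 of 619 *Pd*-KO smooth muscle-like cells. The 208 CPM lies below the 359 CPM of free RNA in the wild-type library, so free RNA is not ruled out for that fall. In endothelial-like cells, *Mgp* was at 39.1 CPM (33.6 to 45.2), a log2 ratio of -4.03 (-4.25 to -3.81). In the *Mgp*-KO library, no *Mgp* UMI was found in endothelial-like cells, which allows up to 2.30 CPM.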

The scRNA-seq results showed that the *Pd*–KO mice had similar cell categories (such as APCs, ECs and SMCs) as the *Mgp*-KO and wild-type mice. 

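APC-like clusters held 7131 of 9336 *Pd*-KO cells, or 76.4% (95% binomial interval 75.5 to 77.2). Endothelial-like cells made up 10.7% (10.1 to 11.3), smooth muscle-like cells 6.63% (6.13 to 7.15) and adipocyte-like cells 0.461% (0.334 to 0.620) of the *Pd*-KO cells. Epithelial-like cells made up 1.12%, mammary epithelial-like cells 0.268%, myoepithelial-like cells 0.278%, neural crest-like cells 0.793%, neuron-like cells 0.246%, cycling cells 1.11%, cells with immune markers 1.09%, and cells of unnamed clusters 0.921%. With every barcode of at least 500 UMIs taken as a cell, the APC-like share was lower in *Pd*-KO than in wild-type cells, by -10.3 percentage points, against 12.4 points higher among called cells.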

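The subset of *Pdgfra*-positive cells and adipocyte-like cells held 6455 *Pd*-KO cells in the deposited counts. It was clustered once for all genotypes, and each of its 17 clusters held cells of the wild-type, *Mgp*-KO and *Pd*-KO libraries. In the *Pd*-KO subset, 2.45% of cells were endothelial-like, 1.21% smooth muscle-like, 0.434% epithelial-like and 0.108% neural crest-like, and 0.620% lay in the unnamed cluster.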

We captured 5,812 high quality progenitor cells (*Pdgfra*+) and early adipocytes (*Adipoq+*); re-clustering showed that they also separated into nine ASC clusters and one adipocyte cluster (Figure 6A).

**Figure 6:**
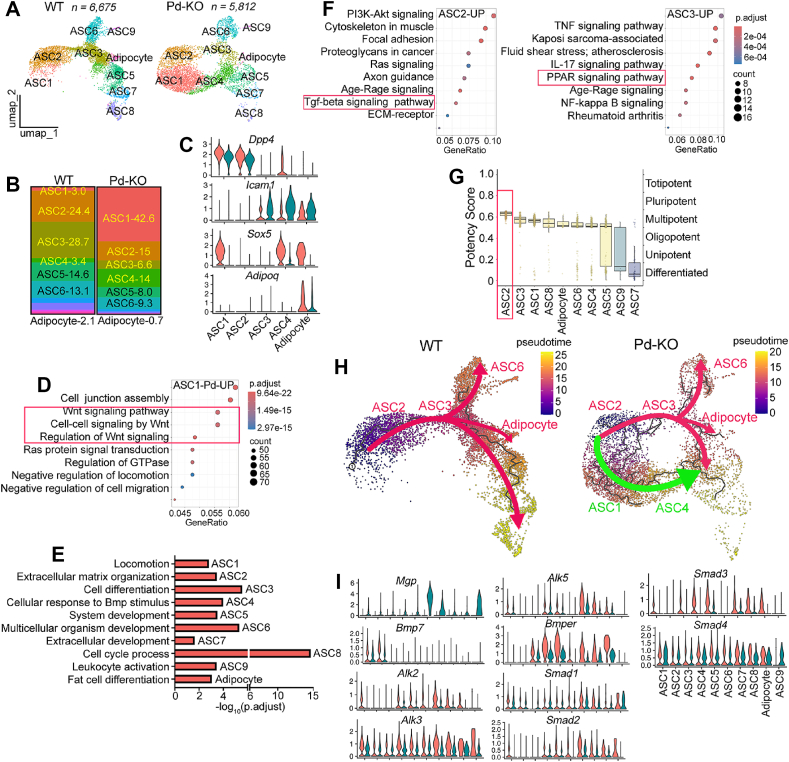
Pseudotime and CytoTRACE analyses identify a new cell trajectory after *Mgp* deletion in Pdgfrα-expressing cells and early adipocytes. A. Uniform Manifold Approximation and Projection (UMAP) plot of 12,487 cells of adipose progenitor cells (APCs) and early adipocytes from wild-type (WT) and *Pd*–KO mice. B. Boxplots showing the proportion of APCs and adipocytes from WT, and *Pd*–KO mice. C. VlnPlot of *Dpp4, Icam1, Sox5,* and *Adipoq* in clusters ASC1-4, and adipocytes from WT and *Pd*–KO adipose tissues. D. DotPlot of up-regulated KEGG pathway in the ASC1 cluster of the *Pd*–KO mice, as compared to the ASC2 cluster in WT mice. E. Gene Ontology Biological process analysis using the top50 genes in each cell type, as determined by g:Profiler. F. Comparison of the ASC2 and ASC3 clusters in WT adipose tissue; DotPlots of the up-regulated KEGG pathways in ASC2 (left) and in ASC3 (right). G. Potency scores for different cell clusters from the *Pd*–KO mice, as predicted by CytoTRACE2. The result suggests that the ASC2 cluster represents the earliest APCs. H. Trajectory analysis of the APCs (*Pdgfrα*+) and adipocyte clusters using Monocle3. UMAP visualization of APCs and adipocyte trajectories from *Pd*–KO and WT adipose tissue. I. VlnPlot of TGFβ pathway-related gene expression in WT and *Pd*–KO adipose tissues, including *Mgp, Bmp7, Alk2, Alk3, Alk5, Bmper, Smad1, Smad2, Smad3,* and *Smad4*.

The ASC1 and ASC2 clusters showed high expression of *Dpp4*, *Cd55*, and *Pi16*. 

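With Harmony integration, no single cluster of the deposited counts set the *Pd*-KO library apart within the *Dpp4* class. The largest cluster of the class, led by *Ccn5*, *Cilp*, *Sfrp2* and *Plac8*, held 6.25% of wild-type, 16.6% of *Mgp*-KO and 20.9% of *Pd*-KO cells of the subset, and 47.8% of it came from the *Pd*-KO library after scaling for library size. A cluster led by *Pi16*, *Ly6c1* and *Mfap5* held 11.8%, 14.5% and 13.7% of these cells, and a cluster led by *Krtdap*, *Sbsn* and *Sema3c* held 6.58%, 11.4% and 15.4%. The remaining cluster, led by *Ptgs2* and *Creb5*, held 4.57%, 6.98% and 8.74%. *Sox5* was among the 10 leading genes of none of these clusters. These genes were ranked by their level over other cells of the same library, so a rise across a whole library cannot show there. Without integration, the class split by library: a cluster with 91.0% of its cells from the *Pd*-KO library after scaling held 41.2% of the *Pd*-KO, 4.07% of the *Mgp*-KO and 0.0128% of the wild-type cells, and a cluster with 97.1% of its cells from the wild-type library held 26.4% of the wild-type cells.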

The ASC1 cluster represented 42.6% of the APCs in *Pd*–KO mice versus only 3% in the control mice (Figure 6B). ASC1 was a subpopulation mainly associated with *Mgp* deletion that also had high expression of *Sox5* (Figure 6C). 

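*Sox5* (ENSMUSG00000041540) lies on chromosome 6 of GRCm38 from 143828425 to 144781977 on the minus strand and spans 953.6 kb. To compare libraries of unequal depth, each cell of the *Dpp4* class was thinned to 3000 UMIs. At least 1 *Sox5* UMI remained in 2.72% of wild-type cells (95% binomial interval 2.08 to 3.49), 39.8% of *Mgp*-KO cells (38.3 to 41.3) and 46.0% of *Pd*-KO cells (44.3 to 47.6). Without thinning, the shares were 11.9%, 59.5% and 70.5%, at medians of 14126.5, 6969 and 10078 UMIs per cell. The alternative that moved the differences most, thinning to 500 UMIs, gave 0.694%, 9.98% and 13.2%. In the preadipocyte class, the thinned shares were 3.40%, 37.1% and 36.3%. In smooth muscle-like cells, they were 15.8%, 64.1% and 77.5%. In endothelial-like cells, which serve as a background, they were 1.02%, 10.6% and 8.19%, at medians of 5255, 2565 and 3448.5 UMIs per cell before thinning. Cells under 3000 UMIs were left out, which were 318 of 1105, 274 of 453 and 412 of 998 endothelial-like cells and 142 of 1131, 119 of 261 and 134 of 619 smooth muscle-like cells, so these shares rest on the deeper cells. Within the *Dpp4* class of the *Pd*-KO library, 44.2% of female and 53.4% of male cells were *Sox5*-positive, against 2.16% and 3.61% in the wild-type library.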

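Summed over the *Dpp4* class, *Sox5* was at 9.90 CPM in wild-type, 247.5 in *Mgp*-KO and 322.9 in *Pd*-KO cells. The log2 ratio over wild-type cells was 4.64 in *Mgp*-KO (95% interval 4.48 to 4.81) and 5.03 in *Pd*-KO cells (4.87 to 5.19). In smooth muscle-like cells, the ratios were 2.89 and 4.15, and in endothelial-like cells 5.18 and 4.75. In barcodes of 10 to 100 UMIs, they were 3.44 and 4.69. Relative to smooth muscle-like cells, the rise in the *Dpp4* class was larger by 1.76 (1.51 to 2.01) in *Mgp*-KO and by 0.88 (0.66 to 1.09) in *Pd*-KO, whereas relative to endothelial-like cells the difference included 0 (-0.54 with an interval of -1.30 to 0.15, and 0.27 with an interval of -0.47 to 0.93). Among the 200 genes nearest to *Sox5* in genomic span, the median log2 ratio in the *Dpp4* class was 2.77 for *Mgp*-KO and 3.11 for *Pd*-KO, and *Sox5* stood at percentiles 88 and 90.5 of these genes. Across 12719 genes of the *Dpp4* class, the log2 ratio rose with genomic span, with Spearman's rho of 0.544 for *Mgp*-KO and 0.626 for *Pd*-KO; genes are not independent replicates. The alternative that moved the latter most, genes with at least 500 UMIs, gave 0.708. In the 10% of genes with the longest spans, the median log2 ratio of *Pd*-KO over wild-type was 1.91 in the *Dpp4* class, 1.59 in endothelial-like cells and 1.60 in smooth muscle-like cells.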

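Genes changed the same way in both knockouts were ranked in the *Dpp4* class by the smaller of their log2 ratios, among 3348 genes with at least 50 CPM in a library. Among the 10 highest were *March3*, *B3galt1*, *Pde7b*, *Prkg1*, *Sox5*, *Magi2*, *Naaladl2*, *Lrmda* and *Pcdh9*. All 10 span more than 100 kb, with a median of 995 kb, whereas 768 of the 3348 genes do and their median is 30.2 kb. *Pcdh9*, the last of the 10, had log2 ratios over wild-type cells of 4.48 in *Mgp*-KO and 4.27 in *Pd*-KO. The 10 lowest were *Mgp*, *Glycam1*, *AY036118*, *Gm26771*, *Gm42418*, *Fabp4*, *Lars2*, *Nrep*, *Apoc1* and *Apoe*, with a median span of 3.28 kb. *Fabp4* had log2 ratios of -2.08 and -2.77, and *Apoe* of -1.23 and -4.75. *Gm42418*, which made up 27760 CPM of the wild-type *Dpp4* class, fell by 4.19 on the log2 scale in *Mgp*-KO and by 2.64 in *Pd*-KO cells.

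**Figure D1:**
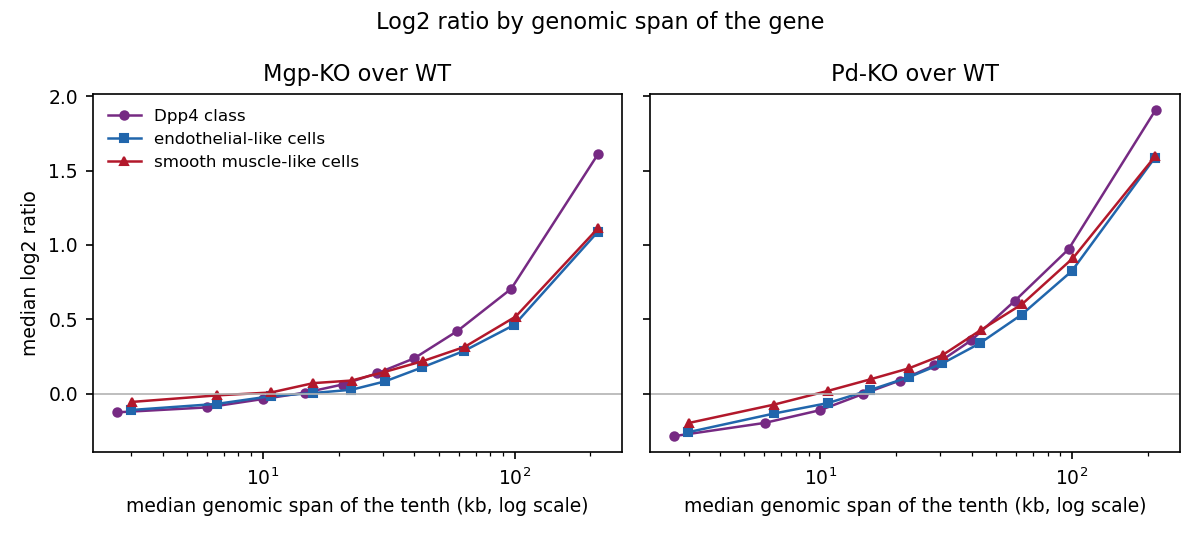
Median log2 ratio of *Mgp*-KO over wild-type (one panel) and *Pd*-KO over wild-type cells (the other panel) for genes in 10 groups by genomic span, against the median span of each group in kb on a log axis, with lines for the *Dpp4* class, endothelial-like cells and smooth muscle-like cells. In the panel for *Pd*-KO, the medians of the group with the longest spans are 1.91, 1.59 and 1.60.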

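A list of 107 Wnt pathway genes was compared between *Pd*-KO and wild-type cells in the whole *Dpp4* class, which joins ASC1 and ASC2. Of the 88 genes with at least 100 UMIs, 71 were higher in *Pd*-KO cells, with a median log2 ratio of 0.73 (95% interval over the genes 0.51 to 1.01). This was above all of 10000 random lists matched on mean expression, whose medians centered on 0.16. In *Mgp*-KO cells, the median was 0.49, again above all random lists. In the *Pd*-KO library, the list had a median of 0.63 in endothelial-like cells (percentile 100) and 0.57 in smooth muscle-like cells (percentile 99.97). All 88 genes had an annotated length. The alternative that moved the result most took off the running median of the log2 ratio by genomic span first, and left a median of 0.08 (-0.07 to 0.34) at percentile 98.8 for *Pd*-KO, and a percentile of 89.79 for *Mgp*-KO.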

Analysis of the differentially expressed genes (DEGs) in the ASC1 cluster from the *Pd*–KO mice and in the ASC2 cluster from controls revealed enrichment of genes associated with the Wnt signaling pathway and its regulation in *Pd*–KO mice (Figure 6D).

The ASC3 and ASC4 clusters showed similar expression of *Icam1*, *Bmper*, *Cd36*, *Apoe*, and *Plin2*, but only the ASC4 cluster expressed *Dpp4*. 

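ASC4 was not a cluster of its own in the deposited counts, so a list of genes of the response to BMP was compared in the preadipocyte class, which joins ASC3 and ASC4. In *Pd*-KO over wild-type cells, the median log2 ratio of 46 genes was 0.55, at percentile 99.01 of random lists matched on expression, and at percentile 82.57 after the trend with genomic span had been taken off. In *Mgp*-KO over wild-type cells, it was 0.33, at percentile 96.82, and at percentile 68.01 without the trend. Within the *Pd*-KO library, the preadipocyte class was also set against the other *Pdgfra*-positive cells and adipocytes. The median of the list was -0.37, below all random lists. The same comparison gave -0.44 in the wild-type and -0.35 in the *Mgp*-KO library.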

Gene Ontology (GO) analysis of the top50 genes in the ASC4 cluster from the *Pd*–KO mice revealed enrichment of genes associated with the cellular response to BMP and regulation of supramolecular fiber organization (Figure 6E). 

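In the wild-type library, the *Dpp4* class, which includes ASC2, was compared with the preadipocyte class, which includes ASC3. For 63 genes of the TGFβ pathway, the median log2 ratio of the *Dpp4* class over the preadipocyte class was 0.12 (95% interval over the genes -0.12 to 0.29), and 36 of the genes were higher in the *Dpp4* class. This stood at percentile 99.46 of 10000 random lists matched on mean expression, and between percentiles 98.56 and 99.98 under the alternatives. For 45 genes of the PPAR pathway, the median was -0.49 (-1.01 to -0.24), with 13 genes higher in the *Dpp4* class, below all of the random lists under each alternative. The percentile stayed at 0 when the genes used to name the classes were left out.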

KEGG pathway analysis of DEGs in the ASC2 and ASC3 clusters from 4-week-old wild-type mice scRNA-seq data found a strong enrichment of TGFβ pathway genes in ASC2, whereas the PPAR signaling pathway, essential for adipogenesis, was enriched in ASC3 (Figure 6F). There was only 6.6% ASC3 cells in the *Pd*–KO mice, compared to 28.7% in controls (Figure 6B). It suggested that deletion of *Mgp* in the *Pdgfrα*+ cells diverted these cells away from differentiation into preadipocytes, resulting in smaller inguinal fat pads in the *Pd*–KO mice.

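The preadipocyte class, which joins ASC3 and ASC4, held 1188 of 6455 *Pd*-KO cells, or 18.4% (95% binomial interval 17.5 to 19.4). Its difference from the wild-type share was -9.94 percentage points (-11.3 to -8.55). With the genes of the dissociation stress response left out of the variable genes, an alternative chosen after the data had been seen, the difference was -8.08 points. Without integration it changed its direction, to 16.5 points. Within the sexes, the shares were 27.9% of female and 30.1% of male wild-type cells against 19.2% of female and 16.1% of male *Pd*-KO cells. Early adipocytes made up 0.604% of the *Pd*-KO subset (0.430 to 0.825; 39 cells). *Icam1*, which leads a cluster of this class, fell by 2.13 on the log2 scale in *Pdgfra*-positive *Pd*-KO over wild-type cells, in a library where all of the 20 dissociation stress genes were lower in the *Dpp4* class.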

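Among wild-type mice, only the 4-week library is analysed here. In its subset of *Pdgfra*-positive cells and adipocytes, thinned to 3000 UMIs per cell, *Dpp4* and *Sox5* UMIs were found together in 44 of 7661 cells, or 0.574% (95% binomial interval 0.418 to 0.770), and in 5.39% of cells without thinning. In the *Mgp*-KO and *Pd*-KO libraries, the thinned shares were 16.6% and 25.2%, and the unthinned shares 33.0% and 47.3%. The thinned shares in smooth muscle-like cells given above for *Sox5* alone limit what such a share tells of progenitors.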

The ASC1 and ASC4 clusters are rare cell populations in normal development, as shown by examining scRNA-seq data from wild-type mice of different ages including postnatal day 12 (p12, GSM3717977) [12], 4 weeks (GSM:8973244) and 10 weeks (10W, GSM3717978) [12] (Supplemental Fig. S5a–c). As the *Mgp* expression increased and peaked during this time period, the expression of TGFβ superfamily related genes such as *Bmp2*, *Bmp4*, and *Bmp7* gradually decreased (Supplemental Fig. S5d).

Separate Cytotrace2 analysis of *Pd*–KO and wild-type data found that the ASC2 cells have a high potency score, indicating that the ASC2 cluster represents earlier adipose progenitors (Figure 6G). It was therefore selected as the root for the Pseudotime trajectory analysis. The analysis revealed that under normal conditions, *Dpp4*+;*Sox5*-progenitor cells (ASC2) would differentiate to *Icam1*+;*Cd36*+ preadipocytes (ASC3) and later to adipocytes (Figure 6H).

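Pseudotime was not computed again here. As a simpler measure, links between nearest neighbors in the integrated space were counted between classes of the wild-type subset and divided by the number that the sizes of the classes would give by chance. The ratio was 0.0534 between the *Dpp4* class and the preadipocyte class and 0.204 between the preadipocyte class and early adipocytes. It was higher between early adipocytes and cycling cells, at 0.540. No link joined the *Dpp4* class to early adipocytes, where 4050 would be given by chance.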

Importantly, after *Mgp*-depletion, a new and predominant trajectory emerged in the *Pd–KO* data, where *Dpp4*+;*Sox5*-cells (ASC2) would differentiate to *Dpp4*+;*Sox5*+ cells (ASC1), and later transition to ASC4 (Figure 6H). 

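In the *Pd*-KO library, the ratio of observed links to those given by chance was 0.0698 between the *Dpp4* class and the preadipocyte class and 1.73 between the preadipocyte class and early adipocytes, of which there were few. In the *Mgp*-KO library, these ratios were 0.0904 and 0.943. Between early adipocytes and cycling cells, the ratio was 1.75 in the *Pd*-KO and 5.91 in the *Mgp*-KO library. *Sox5*-positive and *Sox5*-negative cells were partly apart within the *Dpp4* class of the *Pd*-KO library: among the nearest neighbors of a positive cell, 58.8% were *Sox5*-positive on average, and among those of a negative cell, 34.2%, where full mixing would give the share of the class for both. In the wild-type library, with few positive cells, these were 2.25% and 2.38%. *Sox5* and other long genes were not kept out of the variable genes, so positive cells may lie close together because of these genes themselves. Among *Pd*-KO cells of at least 3000 UMIs, the positive cells had a median of 10826 UMIs and the negative cells of 9668, with 1.91% and 1.85% mitochondrial UMIs. The nuclear transcript *Malat1* differed more, with medians of 1.26% and 0.413% of their UMIs.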

The ASC4 cluster showed enrichment of genes related to the cellular response to BMP stimulus and regulation of supramolecular fiber organization (Figure 6C). The ASC4 also has *Dpp4*+ expression but less than in ASC1 and ASC2 (Figure 6C).

To further examine the *Pdgfra*+;*Dpp4*+ cells, we isolated these cells from inguinal fat from *Pd–*KO and control mice by FACS. The *Pd*–KO mice had a larger population of the *Pdgfra*+;*Dpp4*+ cells, which expressed higher levels of *Col1a1, Col3a1, Col6a1, and Pdgfra*, whereas *Adipoq* was decreased compared to controls (Supplemental Fig. S6a and b)*.* We induced adipogenesis in the wild-type *Pdgfra*^+^;*Dpp4*^+^ cells and treated with TGFβ1 (0–20 ng/ml). The results showed increased expression of *Col1a1* and *Tgfb1*, but reduced expression of *Adipoq,* and *Pdgfra* as the TGFβ1 concentration increased, resembling the *Pd*–KO cells (Supplemental Fig. S6c). Furthermore, the scRNA-seq result showed a strong enrichment of TGFβ-related components such as *Bmp7*, *Alk2*, *Alk3*, *Alk5*, *Bmper*, *Smad2* and *Smad3* in the *Pd*–KO fat pads compare to F/F controls (Figure 6I) suggesting activation of TGFβ signaling. 

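In *Pdgfra*-positive cells, all 7 of these genes were higher in the *Pd*-KO than in the wild-type library, with *Alk2*, *Alk3* and *Alk5* listed as *Acvr1*, *Bmpr1a* and *Tgfbr1*. Their median log2 ratio was 1.58 (95% interval over the genes 1.05 to 1.91), at percentile 99.73 of 10000 random lists matched on mean expression. The log2 ratio was 1.86 for *Bmp7* (95% counting interval 1.77 to 1.95), 1.68 for *Acvr1*, 1.06 for *Bmpr1a*, 1.14 for *Tgfbr1*, 1.58 for *Bmper*, 1.05 for *Smad2* and 1.91 for *Smad3* (1.83 to 1.98). *Smad1* and *Smad4*, shown in the same panel, had 0.85 and 0.49. Among the 200 genes nearest in genomic span to each, the median was 0.71 for *Bmp7*, 1.55 for *Acvr1*, 0.92 for *Bmpr1a*, 0.65 for *Tgfbr1*, 0.67 for *Smad2* and 1.12 for *Smad3*, and *Bmper* stood at percentile 34 of its 200. In *Mgp*-KO over wild-type cells, the median of the 7 genes was 1.08, at percentile 97.93. In the *Pd*-KO library, their median was also above 0 in endothelial-like cells, at 0.99 (percentile 98.37), and in smooth muscle-like cells, at 1.25 (percentile 99.22). The alternative that moved the result most took off the trend with genomic span, which left a median of 0.37 (-0.39 to 1.12) at percentile 97.89 for *Pd*-KO, and a percentile of 81.2 for *Mgp*-KO. From the higher levels of these components, the paper proposes that TGFβ signaling was activated in the *Pd*-KO fat pads.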

Altogether, the data suggested that MGP has a coordinating role in BMP/TGFβ signaling, allowing BMP signaling to contribute to adipogenic differentiation in the APCs, while limiting TGFβ signaling that would accelerate fibrosis and suppress adipogenesis [32,34,41].

The remaining clusters were part of the normal trajectory and continued to be present in the trajectory after *Mgp*-deletion although in diminished amounts. 

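Cells with Areg markers made up 11.5% of the wild-type subset (95% binomial interval 10.8 to 12.3), 7.37% of the *Mgp*-KO subset (6.84 to 7.93) and 8.58% of the *Pd*-KO subset (7.91 to 9.29). The class of ASC5 and ASC7 made up 14.0% (13.2 to 14.7), 15.4% (14.6 to 16.1) and 7.23% (6.61 to 7.89). Its difference between *Mgp*-KO and wild-type cells, 1.41 percentage points, was -1.81 points without integration. Cells with ASC9 markers made up 1.52%, 0.241% and 0.341%, and cycling cells 4.27%, 1.45% and 1.15%.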

The ASC6 cluster showed high expression of *F3/Cd142*, *Mgp*, *Gdf10*, *C2*, and *Vit* and corresponded to the previously described adipogenesis regulatory cells (Aregs, F3) [12]. The ASC5 and ASC7 clusters showed similarities in gene expression, including *Clo18a1*, *Sdc1*, and *Nxn*. However, the respective clusters also had distinct gene expression, such as *Cdh11*, *Fgf10* in the ASC5 cluster, and *Slit2*, *Frem1* in the ASC7 cluster (Figure 3G, Supplemental Fig. S5c).

### 2.6 ALK5 inhibition limits adipose fibrosis caused by Mgp deletion

Our scRNA-seq results suggested two possibilities of modulating the fibrogenic response. The first would be to suppress the TGFβ signaling, which is known to enhance fibrogenesis, and the second would be to inhibit the enzymatic activity of DPP4.

To better assess when to inhibit TGFβ signaling, we compared the expression time course of *Mgp* and the TGFβ receptor *Alk5* in inguinal fat tissue from *Mgp*-KO and wild-type mice. *Mgp* peaked on postnatal day (P)7 in wild-type, followed by a gradual decline to P21 (Figure 7A). *Alk5* expression increased from P3 and peaked on P9 in wild-type, and on P10 in *Mgp*-KO inguinal fat tissue (Figure 7A). Thus, *Mgp* peaked before *Alk5*, suggesting that inhibition of TGFβ signaling should start around P7.

**Figure 7:**
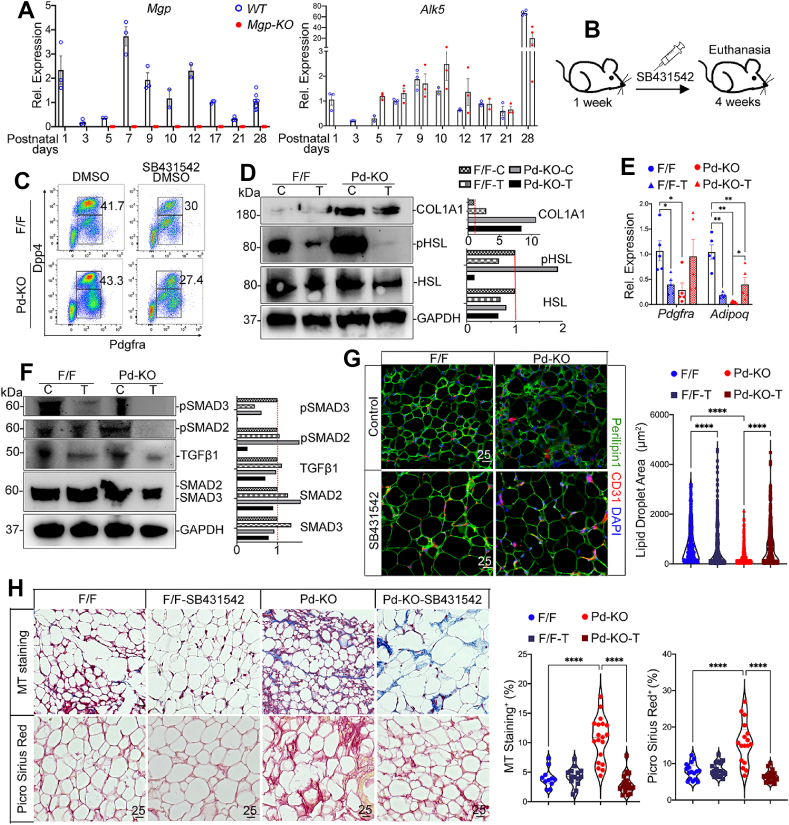
ALK5 inhibition limits adipose fibrosis caused by Pdgfrα Cre-mediated Mgp deletion. A. Time course expression of *Mgp* and *Alk5* in inguinal adipose tissue from wild-type (WT) and global *Mgp* knockout mice (*Mgp-*KO). *Mgp* expression peaked around postnatal day (P)7; *Alk5* expression peaked around P9-10. B. Schematic diagram of treatment with the ALK5 inhibitor SB431542 (10 mg/kg) in 10% DMSO or control 10% DMSO. *Mgp*^f/f^ (F/F) and *Mgp*^f/f^,*Pd*^Cre^ (*Pd*–KO) mice were injected daily from P7 to P28. The experiments in panels C-H were performed using inguinal adipose tissue from F/F and Pd–KO mice after SB431542 or control treatment. Each group has the same number of mice. C. FACS analysis of the stromal vascular fraction (SVF) for detection of early adipose progenitor cells (PDGFRα+; DPP4+), after removal of immune and endothelial cells, from F/F and *Pd*–KO mice (*n* = 4 mice per group). Percent (%) cells, representative of 3 experiments. D. Protein expression of hormone-sensitive lipase (HSL), phospho(p)-HSL, and COL1A1, as determined by immunoblotting with densitometry (protein from *n* = 5; representative of 3 experiments). E. Gene expression of *Pdgfrα,* and *Adipoq,* as determined by qPCR (*n* = 5). F. Protein expression of SMAD2, SMAD3, pSMAD2, pSMAD3, and TGFβ1 (*n* = 5), as determined by immunoblotting with densitometry (protein from *n* = 5; representative of 3 experiments). G. Immunofluorescence for Perilipin-1 (green) for lipid droplet (LD) size), and CD31 (red). DAPI (blue) was used to visualize nuclei. The LD size was quantified by ImageJ (*n* = 3). H. Masson’s trichrome (MT) and Picrosirius Red staining, quantified by ImageJ (*n* = 3). Data are shown as mean ± SEM; One way ANOVA, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. Scale bars, 25 μm.

To determine the effect of ALK5 inhibition *in vivo*, we treated *Pd–*KO and F/F control mice with the ALK5-inhibitor SB431542 or DMSO control through daily I.P. injections for 3 weeks, starting at one week of age (Figure 7B). The treatments were stopped one day before euthanasia. Without treatment, the *Pd*–KO inguinal fat had a larger population of PDGFRα+; DPP4+ cells than controls, which is consistent with our scRNA-seq results. After SB431542 treatment, the PDGFRα+; DPP4+ cell population decreased significantly in both *Pd*–KO and F/F mice, from 43.3% to 27.4 % and 41.7%–30%, respectively (Figure 7C). Prior to treatment, COL1A1 and the phosphorylated form of hormone-sensitive lipase (pHSL), a crucial enzyme in lipolysis, were elevated in the *Pd*–KO mice compared to controls, as determined by immunoblotting (Figure 7D). However, SB431542 reduced COLA1A, HSL and pHSL in both *Pd*–KO and F/F control mice (Figure 7D). Furthermore, SB431542 enhanced the expression of *Pdgfra* and *Adipoq* in the *Pd*–KO mice, as determined by qPCR (Figure 7E). We also determined the effect of SB431542 on TGFβ canonical SMAD2/3 activation in inguinal fat tissue. The results showed suppression of pSMAD2 and pSMAD3 in both mice after treatment, as determined by immunoblotting (Figure 7F). The level of TGFβ1 was also suppressed. The lipid accumulation, as visualized by Perilipin-1 staining, was initially smaller in the *Pd*–KO mice than the controls but increased in size after treatment (Figure 7G). MT staining, Picrosirius Red-stained collagens, and immunofluorescence for fibronectin all decreased in the *Pd*–KO mice after the SB431542 treatment compared to controls (Figure 7H, Supplemental Fig. S7). Together, the results showed that suppression of TGFβ signaling limited fibrosis caused by *Pdgfra*-targeted *Mgp* deletion.

### 2.7 MGP modulated TGFβ signaling in mesenchymal stem cells *in vitro*, affecting adipogenesis and fibrosis

To further examine whether MGP balanced adipogenesis and fibrosis in progenitor cells through the TGFβ pathway, we used the mesenchymal stem cells C3H10T1/2. We suppressed *Mgp* with lentiviral vectors containing *Shmgp* or scrambled *Scr* control, achieving a knockdown efficiency of over 70% with *Shmgp* (Figure 8A–B). In response to the *Mgp* reduction, the expression of the *Col1a1*, *Alk5*, and *Tgfb1* increased compared to controls, as shown by qPCR time course expression, whereas *Adipoq* expression decreased (Figure 8C). It suggested that MGP suppressed adipogenesis while enhancing fibrosis in the C3H10T1/2 cells.

**Figure 8:**
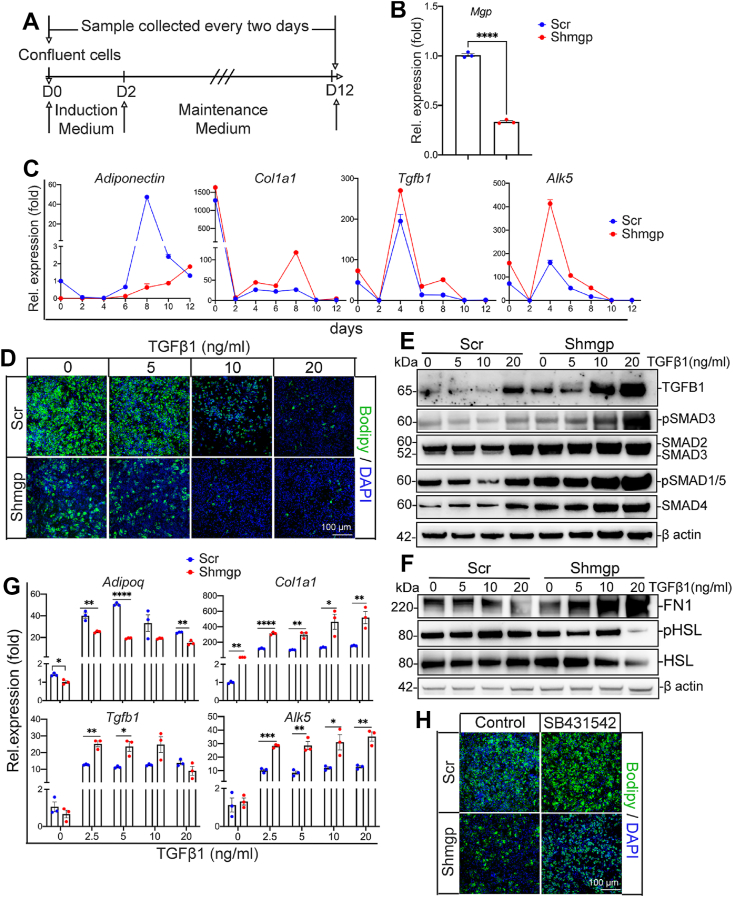
MGP modulates the TGFβ pathway in C3H10T1/2 mesenchymal progenitor cells affecting adipogenesis and fibrosis *in vitro*. C3H10T1/2 cells transfected with lentiviral vectors were used to generate stable cell lines labeled *Shmgp* for *Mgp* knockdown or scrambled (*Scr*) control. The experiments were replicated 3 times. A. Schematic diagram of adipogenic induction, maintenance and sample collection in C3H10T1/2 cells. B. Expression of *Mgp* in *Shmgp* or *Scr* transfected cells. *Shmgp* suppressed expression of *Mgp* about 70% compared to *Scr* control on day 0. C. Time course expression of *Adipoq, Col1a1, Tgfβ1,* and *Alk5* in *Shmgp* or *Scr* transfected cells, as determined by qPCR. D. Bodipy staining of *Shmgp* or *Scr* transfected cells after 12 days of treatment with different concentration of TGFβ1 (0–20 ng/ml). E, F. Expression of (E) SMAD4, SMAD2/3, pSMAD3, TGFβ1, and pSMAD1/5, and (F) Fibronectin (FN1), hormone-sensitive lipase (HSL), phospho(p)-HSL in *Shmgp* or *Scr* transfected cells, after 12 days of treatment with different concentrations of TGFβ1 (0–20 ng/ml), as determined by immunoblotting with densitometry (representative of 3 experiments). G. Expression of *Adipoq, Col1a1, Tgfb1,* and *Alk5* after 12 days of treatment with different concentration of TGFβ1 (0–20 ng/ml), as determined by qPCR. H. Bodipy staining of *Shmgp* or *Scr* transfected cells after 12 days of treatment with 5 μM SB431542. Data are shown as mean ± SEM; One way ANOVA, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

We then treated the *Shmgp*- and *Scr*-transfected cells with TGFβ1 (0–20 ng/ml) for 12 days and stained with Bodipy and DAPI to visualize lipids and nuclei, respectively. After 12 days of TGFβ1 treatment, the results showed a reduction in lipid accumulation as the TGFβ1 concentration increased in both *Shmgp* and *Scr* cells (Figure 8D). The same TGFβ1 dose resulted in less lipid accumulation in the Shmgp cells. In addition, the protein levels of TGFβ1, SMAD2, SMAD3, SMAD4, pSMAD3 and pSMAD1/5 increased with TGFβ1 dose, and were higher in the *Shmgp* cells under the same dose (Figure 8E). The expression of *Col1a1*, *Tgfb1*, and *Alk5* as well as the protein level of fibronectin increased, whereas expression of *Adipoq* and the protein levels of HSL and pHSL were reduced in *Shmgp* cells compared to *Scr* controls (Figure 8F,G). Furthermore, treatment of the *Shmgp* cells with SB431542 (5 μM) for 12 days showed an increase in lipid accumulation, as shown by Bodipy staining (Figure 8H). Together, the results suggested that loss of *Mgp* activated TGFβ signaling and diverted progenitor cells toward fibrogenesis.

### 2.8 DPP4 inhibition limited adipose fibrosis caused by Mgp deletion

ScRNA-seq data showed that *Pdgfrα*+;*Dpp4*+ double positive cells (ASC1 + ASC2 + ASC4) constituted 57.6% of APCs in the *Pd*–KO inguinal fat deposits, compared to only 27.4% in controls (Figure 6B). 

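In the deposited counts, the *Dpp4* class held 3800 of 6455 *Pd*-KO cells, or 58.9% (95% binomial interval 57.7 to 60.1), 29.6 percentage points above the wild-type share (28.1 to 31.2). With every barcode of at least 500 UMIs taken as a cell, the difference was 13.8 points. Under the alternatives, it lay between 22.9 and 29.6 points among cells called female and between 30.2 and 34.8 among cells called male. It was larger in male than in female cells: the class held 35.1% of male wild-type and 67.5% of male *Pd*-KO cells, and 21.2% of female wild-type and 48.9% of female *Pd*-KO cells. In the *Mgp*-KO library, the shares were 58.8% of male and 43.3% of female cells. *Dpp4* itself, which is one of the genes that name the class, had a log2 ratio of *Pd*-KO over wild-type of 2.21 in *Pdgfra*-positive cells and 1.19 within the class. It also had a log2 ratio of 1.99 in endothelial-like cells and 1.61 in smooth muscle-like cells, and the 200 genes nearest to its span of 82.2 kb had a median of 0.79.

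**Figure D2:**
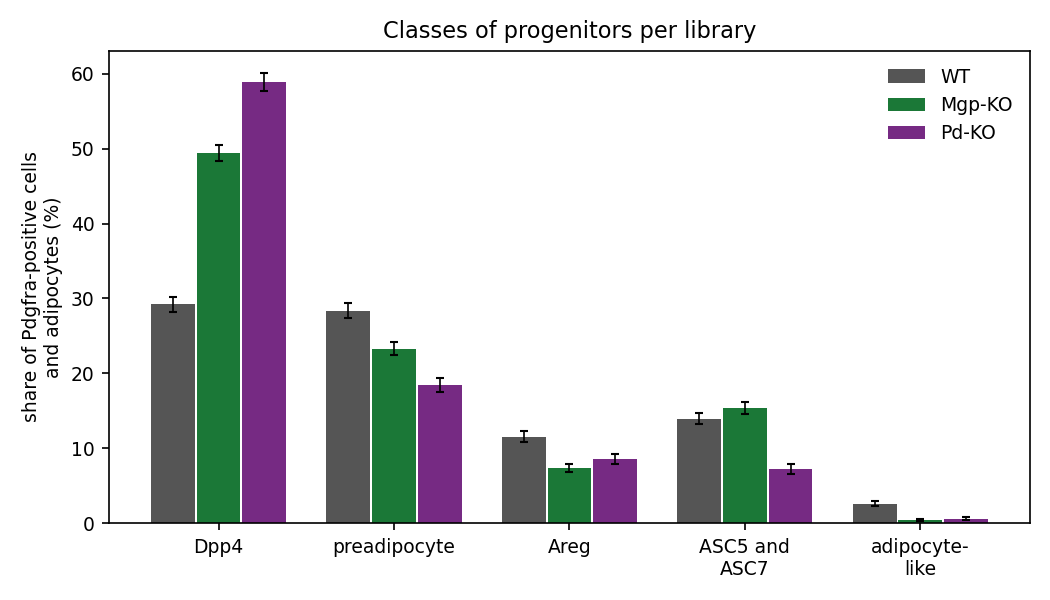
Share of *Pdgfra*-positive cells and adipocytes (%) in each class of the wild-type, *Mgp*-KO and *Pd*-KO libraries, as bars from 0 with 95% exact binomial intervals. The bars of the *Dpp4* class stand at 29.2%, 49.4% and 58.9%.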

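The list of TGFβ pathway genes was also compared between the *Dpp4* class and the other *Pdgfra*-positive cells and adipocytes of the same library. In the wild-type library, the median log2 ratio of 68 genes was -0.23 (95% interval over the genes -0.43 to 0.10), at percentile 8.28 of random lists matched on expression. It was -0.12 in the *Mgp*-KO library (percentile 70.7) and -0.18 in the *Pd*-KO library (percentile 32.86). For 6 of the components shown in Figure 6I, without *Bmper*, which helps to name another class, the medians were 0.02, -0.20 and -0.10, at percentiles 83.6, 28.99 and 70.08. Their intervals over the genes, -0.61 to 3.06, -0.85 to 2.85 and -1.06 to 2.77, are too wide to settle whether these components were enriched.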

The scRNA-seq showed that the *Dpp4*+ cells were highly enriched in components of the TGFβ pathway, also noted in previous studies by Merrick et al. [12]. We speculated that a reduction in DPP4 enzymatic activity would reduce the fibrosis caused by *Mgp* deletion.

Sitagliptin is a reversible DPP4 inhibitor often used in the treatment of type 2 diabetes. To determine the effect of modulating the DPP4 activity in the *Pd*–KO mice *in vivo*, we treated the *Pd*–KO mice and F/F controls with injections of sitagliptin or DMSO control daily for 3 weeks, starting at one week of age (Figure 9A). After sitagliptin treatment, MT staining, Picrosirius Red-stained collagens, and immunofluorescence for fibronectin decreased in the *Pd*–KO mice, (Figure 9B, Supplemental Fig. S8). The lipid droplet size in the *Pd*–KO mice was slightly increased after treatment with sitagliptin, but its size was still reduced compared with treated and untreated control mice (Figure 9C). FACS analysis showed that the PDGFRα+; DPP4+ cell population was moderately reduced in *Pd*–KO mice from 42.4% before treatment to 35.2% after treatment (Figure 9D). Perilipin-1, the adipogenic-related transcription factors PPARγ1 and PPARγ2, HSL and pHSL were enhanced by sitagliptin in both mice, with the largest increase in the *Pd*–KO mice, as determined by immunoblotting (Figure 9E). However, COL1A1 was not reduced to the same extent as fibronectin (Figure 9E), suggesting that sitagliptin may have variable effects on ECM components. Finally, we examined the effect of sitagliptin on TGFβ signaling. The results showed that sitagliptin strongly enhanced ALK5 levels in both *Pd*–KO and control mice, whereas the levels of TGFβ1 and pSMAD3 decreased (Figure 9F), supporting an overall suppression of the TGFβ signaling. In addition, BMP-activation was suggested by the increased pSMAD1/5 levels in the *Pd–KO* mice after treatment (Figure 9F). The results suggested that the DPP4 inhibitor sitagliptin may limit the fibrosis caused by the lack of MGP through modulation of the TGFβ and BMP pathways.

**Figure 9:**
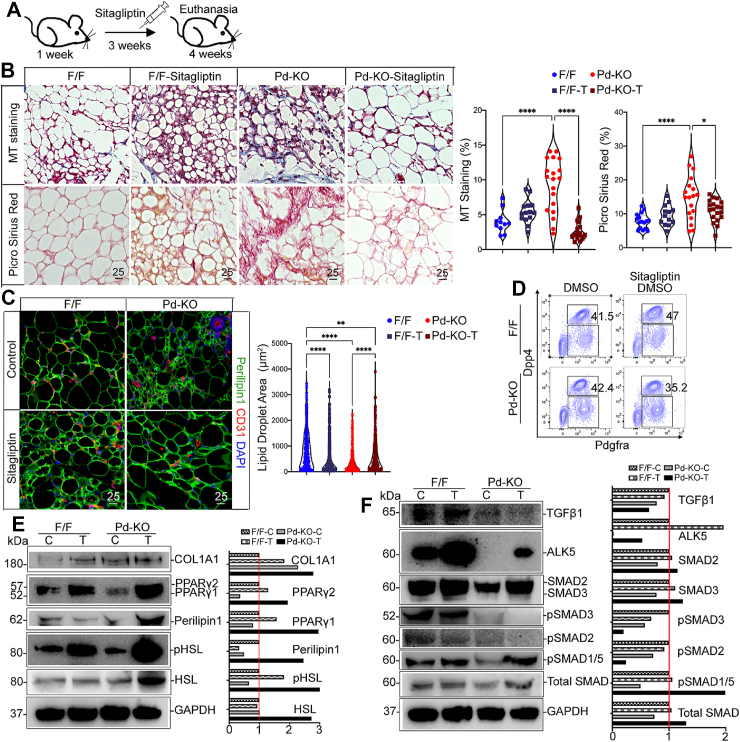
DPP4 inhibition limits adipose fibrosis caused by *Pdgfrα* Cre-mediated Mgp deletion. A. Schematic diagram of treatment for mice with sitagliptin (10 mg/kg) in 5% DMSO or control 5% DMSO. *Mgp*^f/f^ (F/F) and *Mgp*^f/f^,*Pd*^Cre^ (*Pd*–KO) mice were injected daily from P7 to P28. The experiments in panels b-f were performed using inguinal adipose tissue from F/F and Pd–KO mice after sitagliptin or control treatment. Each group has the same number of mice. B. Masson’s trichrome (MT) and Picrosirius Red staining, quantified by ImageJ (*n* = 3). C. Immunofluorescence for Perilipin-1 (green) and CD31 (red) in inguinal adipose tissue from F/F and *Pd*–KO mice at 4 weeks. DAPI (blue) was used to visualize nuclei. Bars, 25 μm. The LD size was quantified by ImageJ (*n* = 3). D. FACS analysis of the stromal vascular fraction (SVF) for detection of early adipose progenitor cells (PDGFRα+; DPP4+), after removal of immune and endothelial cells in inguinal adipose tissue from F/F and *Pd*–KO mice (*n* = 4 mice per group). Percent (%) cells is representative of 3 experiments. E. Expression of Pparγ1, Pparγ1, Perilipin-1, hormone-sensitive lipase (HSL), phospho(p)-HSL, and COL1A1, as determined by immunoblotting with densitometry (protein from *n* = 5; representative of 3 experiments). F. Expression of SMAD2, SMAD3, pSMAD3, pSMAD2, pSMAD1/5, TGFβ1, ALK5, and total SMAD, as determined by immunoblotting with densitometry (protein from *n* = 5; representative of 3 experiments). Data are shown as mean ± SEM; One way ANOVA, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001.

## 3 Discussion

Improved control of adipose fibrosis may have profound benefits in the treatment of chronic disease such as type 2 diabetes, metabolic dysfunction and cardiovascular disease. In our study, we found that global *Mgp* deletion promoted adipose fibrosis while inhibiting white adipogenesis. Furthermore, we found that targeting of the *Mgp* deletion to *Pdgfra*-expressing cells was sufficient to generate excess fibrosis. ScRNA-seq identified a population of *Pdgfrα*+;*Dpp4*+ cells closely linked to both adipogenic and fibrogenic differentiation. Inhibition of ALK5 or DPP4 with SB431542 or sitagliptin, respectively, in *Pd*–KO mice reduced TGFβ signaling, the size of the PDGFR*α*+; DPP4+ cell population and ultimately adipose fibrosis.

Merrick et al. [12] previously reported that the DPP4+ cell population transitions to ICAM1+ preadipocytes prior to differentiating into adipocytes. It is also known that the DPP4+ cell population as well as the DPP4 activity increase during the development of fibrosis in heart, lungs, liver and kidneys[[14], [15], [16], [17], [18], [19]]. DPP4 was identified as a marker for activated fibroblasts in systemic sclerosis [13], and inhibition of DPP4 limits ECM deposition and fibrosis in heart, lungs, liver and kidneys [[14], [15], [16], [17], [18], [19]], suggesting an active contribution to fibrosis. Our results suggest that both DPP4 and MGP affects the decision to undergo adipogenic differentiation versus fibroblast activation. Our scRNA-seq results point to involvement of three clusters of *Pdgfra*+;*Dpp4*+ cells, the ASC1, ASC2 and ASC4 clusters. The ASC1 and ASC4 clusters were highly responsive to *Mgp* deletion.

The ASC1 cluster is novel and was found predominantly in the MGP-deficient mice. It represents only 3% of the wild-type cells compared to 42.6% of the *Pd*–KO cells, suggesting that its emergence is part of an MGP-deficient phenotype, even though the *Mgp* expression in the cells themselves is relatively low. The ASC2 cluster, on the other hand, is present in both wild-type and MGP-deficient mice. These cells show high expression of *Dpp4*+, *Pi16*+, *Cd55*+, which is similar to both the ASC2 cells (*Dpp4*+, *Pi16*+) reported by Burl et al. [42] and the group 1 cells reported by Merrick et al. [12]. The ASC2 cells are present during several stages of normal adipose development, including postnatal day 12, and 4 and 10 weeks in the age-related analysis (Supplemental Fig. S5a–c). Our results showed that the ASC2 population represented 24.4% of wild-type cells, compared to 15% of *Pd*–KO cells (Figure 6B). The ASC3 cluster is similar to the p2 cluster reported by Schwalie et al. [43], and the group 2 cells reported by Merrick et al. [12]. The ASC3 cluster is a preadipocyte population that represents 28.7% of wild-type cells but only 6.6% of *Pd*–KO cells. It is consistent with an effect of MGP on the transition of DPP4+ cells in the ASC2 cluster to ICAM1+ preadipocytes in the ASC3 cluster.

In attempt to understand how MGP affects the transition of DPP4+ cells to ICAM1+ preadipocytes, we examined the DEGs and found enrichment of the TGFβ superfamily pathways in the ASC2 cluster. The TGFβ-receptors *Alk2*, *Alk3*, and *Alk5,* as well as the downstream transcription factors *Smad2* and *Smad3* were increased in the *Pd*–KO cells (Figure 6I). We predicted that loss of *Mgp* would activate the TGFβ pathway and divert PDGFRα+; DPP4+ cells to fibrogenic differentiation. Indeed, the ALK5 inhibitor SB431542 reduced the PDGFRα+; DPP4+ cell population and largely normalized the adipocytes in the *Pd*–KO mice (Figure 7C,G). It suggests that the reduction in TGFβ1, pSMAD2 and pSMAD3 (Figure 7H) rescued the fibrosis resulting from *Mgp* deletion. We also observed increased levels of BMP-activation, noted in previous work to be upstream of TGFβ activity [20,21].

The adipose fibrosis was accompanied by an increase in the size of the PDGFRα+; DPP4+ cell population. Both SB431542 and sitagliptin were able to suppress this cell population, which reduced the fibrosis and supported the adipocytes in the *Pd*–KO tissues. However, the reduction in PDGFRα+; DPP4+ cells was only moderate after sitagliptin treatment, from 42.4% to 35.2% (Figure 9D). Nonetheless, sitagliptin rescued the fibrosis phenotype in the *Pd*–KO mice. Although sitagliptin increased ALK5 in *Pd*–KO tissues, it was without pSMAD3 activation (Figure 9F), suggesting that ALK5 signaling was not activated through the SMAD pathway (Figure 9F). We speculate that sitagliptin may have selectively stimulated a slightly later transition already under way toward PDGFRα+; ICAM1+ cells (ASC3, preadipocytes) rather than ASC1 and ASC4.

It is known that BMP4 plays an important role in the commitment of mesenchymal stem cells to preadipocytes and differentiation to adipocytes [29,44,45]. Analysis of scRNA-seq results from different ages found that expression of *Bmp4* in early wild-type APCs diminished as *Mgp* increased (Supplemental Fig. S5d). Normal BMP and TGFβ regulation support APCs and early adipocytes during development and maintain a source of preadipocytes in adults. Without normal levels of MGP, excess BMP and TGFβ activation would be expected to persist beyond the developmental time frame and disrupt differentiation. The excess TGFβ1 would affect APCs with high *Alk5* expression and promote fibrogenesis.

Both adipose expression and serum levels of BMP4 are increased in obesity [46,47]. BMP4 may be a mediator of inflammation [48] but has also been reported as protective against inflammation [49]. BMP4 is also important for endothelial differentiation and tissue vascularization [50], which is consistent with the increase in BMP activation and vascular density as MGP is depleted (Supplemental Fig. S3b–c). Ultimately, the effect of BMP4 may depend on when it is active in adipose tissue. BMP4 may be anti-inflammatory in APCs during development, but serve as an inflammatory mediator and pro-fibrotic factor in diseased tissues.

We preferred the *Pdgfrα-Cre* transgenic mice to the *Dpp4-Cre* transgenics, since expression of *Mgp* and *Pdgfrα* overlapped in the APCs and resulted in targeted *Mgp* depletion. The lack of reliable surface markers is a limitation in this and other studies. Such markers would help isolate and characterize the different ASC clusters for use *in vitro* studies. Furthermore, there is no certain way to reliably perform lineage tracing in the different clusters.

The role of *Mgp* in liver fibrosis was not addressed here but has been previously addressed in two models of diet-induced non-alcoholic steatohepatitis (NASH) [51]. *Mgp* was primarily expressed in hepatic stellate cells and dendritic cells in mice, and heterozygosity for global *Mgp*-deletion had a protective effect on hepatic fibrosis. Additional studies will be required to clarify potential links between the effects of MGP on adipose and hepatic fibrosis.

Other pathways of potential interest for future studies include the Wnt pathway, which interacts with DPP4 and TGFβ signaling and is known to inhibit adipogenesis [52,53]. DEG analysis found enrichment of genes belonging to the Wnt pathway in the ASC1 cluster derived from the *Pd*–KO inguinal fat (Figure 6D). 

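*Zfp423* (ENSMUSG00000045333) lies on chromosome 8 of GRCm38 from 87661810 to 87959595 on the minus strand and spans 297.8 kb. In *Pdgfra*-positive cells, it was at 8.10 CPM in the wild-type, 25.9 in the *Mgp*-KO and 47.5 in the *Pd*-KO library, with log2 ratios over wild-type cells of 1.68 (95% interval 1.56 to 1.79) and 2.55 (2.45 to 2.66). The log2 ratio of *Pd*-KO over wild-type was 2.22 in the *Dpp4* class, 2.39 in the preadipocyte class, 2.85 in the class of ASC5 and ASC7 and 2.72 in early adipocytes (1.80 to 3.61). It was 3.68 in smooth muscle-like cells (3.23 to 4.17) and 2.54 in endothelial-like cells. The 200 genes nearest to it in genomic span had a median of 2.15 in *Pdgfra*-positive cells, and *Zfp423* stood at percentile 62.5 of them.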

We also found enhanced *Zpf423* expression in the ASC1, ASC4, and ASC5 clusters and early adipocytes from the *Pd*–KO mice (Supplemental Fig. S9a). Zfp423 is important for terminal differentiation of subcutaneous white adipocytes, and mice deficient in *Zpf423* show abnormal expansion of the inguinal fat [54] which did not occur in our studies. Finally, we noted that deletion of *Mgp* increased several collagens (*Col1a1, Col3a1, Col6a1)* in the PDGFRα+; DPP4+ cells (Supplemental Fig. S6b). *Col6a1* may be of special interest since it has been shown to regulate adipogenic and lipolytic phenotypes [55,56]. 

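In *Pdgfra*-positive cells, *Col6a1* was at 1185 CPM in the wild-type library, *Col6a2* at 1082 and *Col6a3* at 1215. The log2 ratio of *Pd*-KO over wild-type cells was 0.18 for *Col6a1* (0.17 to 0.19), -0.08 for *Col6a2* (-0.10 to -0.07) and 0.23 for *Col6a3* (0.21 to 0.24), beside the median shift of all genes in these cells. In *Mgp*-KO over wild-type cells, the ratios were -0.22, -0.53 and -0.49. Within the *Dpp4* class, the ratios of *Pd*-KO over wild-type were -0.03, -0.30 and 0.13, and within the preadipocyte class 0.40, 0.22 and 0.44, where the median of all genes was 0.32. *Col6a3* spans 78.0 kb, and the 200 genes nearest to it in span had a median of 0.81 in *Pdgfra*-positive *Pd*-KO cells.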

There was also variability in the expression of the subtypes *Col6a1*, *Col6a2* or *Col6a3* in the different ASC clusters in *Pd*–KO mice and controls (Supplemental Fig. S9b).

In summary, MGP is essential in regulating the fate of *Pdgfra*+;*Dpp4*+ cells by balancing adipose BMP and TGFβ signaling. Deletion of *Mgp* causes failure in APC regulation and diverts the *Pdgfra*+;*Dpp4*+ cells towards fibroblast activation and fibrosis (Supplemental Fig. S10 for schematic model). Reduction of TGFβ signaling, DPP4 activity or the PDGFRα+; DPP4+ cell population rescued the WAT from unwanted fibrosis.

## 4 Material and methods

*Key Resources* – see Supplemental Table 1.

### 4.1 Contacts for reagent and resource sharing

Requests for further information, resources, and reagents should be directed to the corresponding authors Li Zhang () and Kristina I. Boström (). Sharing of primary samples is based on availability and may be subject to Material Transfer Agreements (MTAs) and will require appropriate research ethics board certifications.

### 4.2 Animals

*Mgp*^*+/−*^ mice (B6.129S7-Mgptm1Kry/KbosJ, Stock No: 023811), *Pdgfra*^*cre*^ (C57BL/6-Tg (Pdgfra-cre)1Clc/J Stock No: 013148) were obtained from the Jackson Laboratory. *Mgp*^*flox/flox*^ (F/F) mice were generated in our laboratory as previously described [57]. *Pd*–KO mice were generated by crossbreeding of *Mgp*^*flox/flox*^ and *Pdgfra*^*cre*^ mice. All mice were exposed to a standard 12h:12h light/dark cycle and fed a standard chow diet (Diet 8604; Harlan Teklad Laboratory). The mice were weaned 21 days after birth, and male and female mice were separated. Since male and female phenotypes were similar, mixed gender groups were analyzed together. The studies were reviewed and approved by the Institutional Review Board and conducted in accordance with the animal care guidelines set by the University of California, Los Angeles. The investigation also conformed to the standards of National Research Council (NRC), *Guide of the Care and Use of Laboratory Animals, Eight Edition* (Washington, DC; The National Academies Press, 2011).

### 4.3 High fat feeding of mice

Each gender was divided into two groups with at least 5 mice per group. Both groups were initially fed a regular chow diet (CD; Teklad Laboratory: 8604) until 8 weeks of age. At 8 weeks of age, one group of F/F and *Pd–KO* mice was placed on a high-fat diet (HFD; 45 kcal% Fat, Research Diets: D12451) for 20 weeks to induce obesity, while the other same group was continued on the chow diet. Body weight was determined by NMR every two weeks. All mice were fasted for 4 h before euthanasia with isoflurane.

### 4.4 Mouse body composition determination

Mouse body weight, body fat and lean muscle mass were determined by a Bruker Optics Minispec NMR analyzer machine (Billerica, MA) according to the manufacturer’s recommendations.

### 4.5 Glucose tolerance test (GTT)

Mice were transferred into new cages with fresh bedding, and fasted for 14 h before the GTT test. The mice were fed 2.5 g/kg glucose by oral gavage. Blood samples were collected from the tail vein at 0, 15, 30, 60, 90 and 120 min post gavage. Blood glucose was measured using a glucometer and glucose test strips (AlphaTRAK 2 test strips).

### 4.6 Insulin tolerance test (ITT)

Mice were fasted for 4 h before insulin injection (0.75 U/kg) through intraperitoneal injection. Blood samples were collected from the tail at 0, 15, 30, 45, 60 and 120 min post injection, and blood glucose was measured using a glucometer and glucose test strips (AlphaTRAK 2 test strips).

### 4.7 Lipid analysis

Serum L-Type triglyceride M (L-TG) and Non-esterified fatty acids (NEFA) were measured using a colorimetric biochemical assay (Wako Chemicals USA) according to the manufacturer’s protocol. The processed samples were measured OD 600 nm for L-TG and OD 550 nm for NEFA using a SpectraMax 384 Plus Microplate Spectrophotometer (Molecular Devices).

### 4.8 Mouse treatments

*Mgp*^*flox/flox*^; *Pdgfrα*^*cre*^ (*Pd*–KO) and *Mgp*^*fl*^^*ox*^^*/fl*^^*ox*^ (F/F) control mice were equally and randomly assigned to treatment and control groups. Intraperitoneal (IP) injections were performed once daily, 5 days per week, with no treatment on weekends. The treatments were initiated at one week of age and continued until 4 weeks of age. The treatment was stopped 24 h before sacrificing the mice. For SB431542 treatment, one group each of *Pd*–KO and F/F mice were injected with 10 mg/kg SB431542 in 10% dimethyl sulfoxide (DMSO) solution, whereas the control groups were injected with 10% DMSO control. For sitagliptin treatment, one group each of *Pd*–KO and F/F mice were injected with 10 mg/kg sitagliptin in 5% DMSO, whereas the control groups were injected 5% DMSO control.

### 4.9 Transfection of C3H10T1/2 cells with shRNA lentiviral particles

MGP shRNA (*Shmgp*) and control shRNA (*Scr*) (Santa Cruz Biotechnology, #sc-44627-v and #sc-108080, respectively) were transfected into C3H10T1/2 cells (ATCC, #CCL-226) using 5 μg/ml of the Polybrene Transfection Reagent (Sigma–Aldrich, #TR-1003-G) according to the manufacturer’s instructions. Stable clones were selected using puromycin (Gibco™, #A1113803) for one week. RT-qPCR was performed to assess the efficiency of the *Mgp* suppression.

### 4.10 Adipogenic cell culture

The C3H10T1/2 cells were selected for these experiments since they may represent mesenchymal stem cells at stages prior to pre-adipocytes. C3H10T1/2 cells transfected with lentiviruses MGP shRNA (*Shmgp*), and control shRNA (*Scr*) were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 20% fetal bovine serum (FBS), 100 U/mL penicillin, and 100 mg/mL streptomycin. The protocol for adipose differentiation was carried out as previously described and started when the cells were at >95% confluency [27,58]. The near-confluent cells were treated with induction medium, which contained growth media (DMEM with 10% FBS) supplemented with 5 mg/mL insulin, 125 mM indomethacin, 1 nM 3,3′,5-Triiodo-l-thyronine (T3), 2 mg/mL dexamethasone, and 0.5 mM 3-Isobutyl-1-methylxanthine, for 48 h (day 0 to day 2). After 48 h, the cells were treated with maintenance medium containing the growth media supplemented with 5 mg/mL insulin, 1 nM T3. The medium was changed every 2 days. Samples were collected every 2 days until day 12.

*Shmgp* and *Scr* transfected C3H10T1/2 cells were treated with 0, 5, 10, and 20 ng/ml of mouse recombinant TGFβ1 (R&D Systems, #7666-MB/CF) in the induction medium for 48 h (day 0 to day 2), or control medium without TGFβ1. Samples for RT-qPCR and immunoblotting were collected on day 12. *Shmgp* and *Scr* transfected C3H10T1/2 cells were also treated with 5 μM SB431542 and staining with Bodipy™ 493/503 (below) was performed on day 12.

### 4.11 Isolation of stromal vascular fraction (SVF) cells

SVF cells from subcutaneous (inguinal) white adipose tissue were isolated, using a modification of a previously described methodology [27]. Briefly, the inguinal fat was dissected, minced, and digested in 0.1% (w/v) collagenase II solution (Sigma, #C6885) at 37 °C for 30 min with gentle agitation. DMEM supplemented with 20% FBS was used to stop the digestion. The digested adipose tissue was filtered through a 100 μm-cell strainer and centrifuged at 500 rpm for 5 min. The pelleted layer included the SVF cells, and blood cells, which were disrupted using Erythrocyte lysis buffer. The remaining SVF cells were washed twice with FACS buffer (5 mm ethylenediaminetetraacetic acid (EDTA) and 2% FBS in Dulbecco’s Phosphate-Buffered Saline (DPBS), pH 7.4).

### 4.12 Fluorescence-activated cell sorting (FACS)

FACS was performed as previously described [59]. See Supplemental Table 1 for antibody information. SVF cells from inguinal adipose tissue were collected and resuspended in FACS buffer (5 mm EDTA and 2% BSA in DPBS, pH 7.4) for staining with the following antibodies for 1 h at 4 °C in the dark: CD31-PE (1:200), CD45-APC (1:100), dipeptidyl peptidase-4 (DPP4)/CD26 Alexa Fluor 594 (1:100), and platelet-derived growth factor receptor α (PDGFRα)-BV786 (1:100). 4',6-Diamidino-2-phenylindole (DAPI, 1:5,000), which was used to identify dead cells, was added during the last 10 min. The SVF cells were washed three times using the FACS buffer to remove unbound antibodies. Flow cytometer gates were set using unstained SVF cells as controls. Cells were gated by forward scatter versus side scatter to eliminate debris. DAPI-negative live cells were used for continued analysis. A minimum of 10,000 live cells were counted for each analysis. All FACS experiments were completed on an LSR II Flow Cytometer (BD Biosciences). The FACS results were analyzed and presented using FlowJoTMv10.7 software.

### 4.13 Immunoblotting

After euthanasia, the mouse inguinal adipose tissue was immediately dissected, frozen directly in liquid nitrogen, and stored at −80 °C until use. Approximately 100 mg adipose tissue from 4-week-old mice was homogenized in 500 μl RIPA buffer with protease inhibitors (Roche, 1:100) and phosphatase inhibitors (Roche, 1:100). Immunoblotting was performed as previously described. See Supplemental Table 1 for antibody information. The following primary antibodies from Cell Signaling Technology (CST) were diluted 1:1,000: peroxisome proliferator activated receptor gamma (PPARγ), Perilipin-1, hormone-sensitive lipase (HSL), phospho(p)-HSL, TGFβ1, SMAD2/3, p-SMAD3, p-SMAD1/5, and SMAD4. Primary antibodies against glyceraldehyde-3-phosphate dehydrogenase (GAPDH) from CST were diluted 1:5,000. Primary antibodies against Fibronectin (Sigma–Aldrich) and Collagen1A1 (Abcam) were diluted 1:2,000. The following day, the nitrocellulose membranes were washed with Tris-Buffered Saline with Tween (TBST) 3 times, 10 min each time, and incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. The nitrocellulose membranes were then washed 3 times in TBST, 10 min each time, and exposed in the ChemiDoc™ MP Gel Imaging System (Bio-Rad). The protein bands were quantified by densitometry using ImageJ Software.

### 4.14 Immunofluorescence

Immediately after euthanasia using isoflurane, the mice were perfused with 25 ml of 1x phosphate-buffered saline (PBS) per mouse, and the inguinal adipose tissue was dissected and fixed in 4% paraformaldehyde overnight. After washing twice with fresh water, the tissue was dehydrated and embedded in paraffin. Sections (5 μm) were cut from the paraffin blocks, and subsequently dewaxed, rehydrated and antigens were retrieved using unmasking solution. Sections were then incubated with primary antibodies. See Supplemental Table 1 for antibody information. The following antibodies and dilutions were used: Perilipin-1 (CST, 1:500), PDGFRα (R&D Systems, 1:200), CD31 (R&D Systems, 1:200), Fibronectin (Sigma–Aldrich, 1:200), MGP (Abcam, 1:2,000), and DPP4 (Abcam, 1:200). Alexa Fluor–conjugated secondary antibodies (1:500, Invitrogen) were applied and the sections were co-stained with DAPI (Sigma–Aldrich, 1:5,000). Staining without antibodies and with non-specific lgG primary antibodies served as controls. Image acquisition was performed with an inverted Nikon Eclipse Ti–S microscope (Nikon Corporation, Tokyo, Japan) or performed as Z-stacks using a KEYENCE BZ-X810 inverted fluorescence phase contrast microscope (Itasca, IL, USA).

The immunostaining was analyzed using ImageJ software. To determine the size of the lipid droplets, sections were stained for Perilipin-1, which outlined the lipid accumulation in the adipocytes. The image was adjusted to ensure that all adipocytes of interest were visualized. The lipid areas were then selected, measured (μm^2^) and analyzed. The results were shown as Vlnplot.

### 4.15 Bodipy™ staining

After induction of *Shmgp*- and *Scr*-transfected cells to mature adipocytes, the cells were washed gently twice with PBS, fixed in 4% paraformaldehyde, and stained with Bodipy™ 493/503 (Thermo Fisher Scientific, D3922) and DAPI as previously described [24].

### 4.16 Total collagen assay

Adipose tissue samples of the same weight and from corresponding tissue locations were processed and measured using the Total Collagen Assay Kit (Abcam, #ab222942) according to the manufacturer’s protocol. The processed samples were measured at OD 560 nm using a SpectraMax 384 Plus Microplate Spectrophotometer.

### 4.17 Masson’s trichrome (MT) and Picrosirius Red histochemical staining

Sections were deparaffinized, rehydrated and stained with Picrosirius Red Stain Kit (Abcam, ab150681) and Trichrome Stain Kit (Connective Tissue Stain, Abcam, ab150686) following the manufacturer’s protocols. After washing, the sections were dehydrated in fresh absolute ethanol and cleared in xylene, then mounted with resinous mounting medium.

### 4.18 Quantitative reverse transcription polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cells or inguinal adipose tissue using RNeasy mini kits (Qiagen) and RNeasy lipid tissue Mini Kits. CDNA was obtained utilizing high-capacity cDNA reverse transcription kits (Thermo Fisher Scientific) according to the manufacturer’s instructions. RT-qPCR was measured on a 7500 Fast Real-Time PCR System (Applied Biosystems) with TaqMan Universal PCR Master Mix (Thermo Fisher Scientific). Cycle conditions included one cycle at 50 °C for 2 min, one cycle at 95 °C for 10 min, and then 40 cycles at 95 °C for 15 s and 60 °C for 1 min. Threshold cycles of specific cDNAs were normalized to the housekeeping gene *Gapdh* and translated to relative values. See Supplemental Table 2 for primers used in qPCR. Primers and probes for the mouse genes matrix Gla protein (*Mgp*), collagen 1a1 (*Col1a1*), adiponectin (*Adipoq*), fibronectin 1 (*Fn1*), *Tgfb1*, activin receptor-like kinase 5 (*Alk5*), *Pdgfra* were purchased from Thermo Fisher as part of Taqman® Gene Expression Assays.

### 4.19 Library preparation, sequencing and alignment

Single-cell RNA sequencing (scRNA-seq) cDNA libraries were generated with the Chromium Single Cell platform and 3′ v3 Reagent Kit based on manufacturer’s protocol (10x Genomics). The library was sequenced using Illumina NovaSeq SP platform to obtain 50-bp paired-end reads with a depth around 300 million reads per library. Cell Ranger (v6.1.1) was used with default parameters to align reads to the mouse genome (mm10).

### 4.20 Cell clustering and cell-type annotation

The R package Seurat (v.5.0.3) [60] was used to cluster the cells. Low-quality cells with <500 transcripts detected or >10% mitochondrial gene expression were first filtered out. We used LogNormalize with default scale factor 10,000 to normalize the feature expression for each cell divided by the total gene counts for the cell. The FindVariableFeatures function was used to select variable genes with default parameters. Later the dataset was scaled and the counts centered using the ScaleData function. Principal component analysis (PCA) was performed on the variable genes, and 30 principal components were used for cell clustering (resolution = 0.5) and Uniform manifold approximation and projection (UMAP) non-linear dimensionality reduction was used. Harmony was used for data integration [61]. The cluster markers were found using the FindAllMarkers function, and cell types were manually annotated based on the cluster markers. The sample composition was calculated relying on the number of cells for each cell type from each sample. This number was then divided by the total number of cells for each sample and scaled to 100% for each cell type [35].

### 4.21 Re-analysis of published data sets and 4 weeks wild-type scRNA-seq data

To compare our 4-week wild-type (WT) dataset with already published CD45 negative SVF cells from inguinal adipose tissue, we re-analyzed SVF cells from postnatal day 12 (GSM3717977), and 10 weeks (GSM3717978) [12] and our data from 4 weeks. The analysis followed our process (above) for cell clustering and cell-type annotation. The cells were annotated using our specifications.

### 4.22 Data analysis on Pdfgra-expressing cells

Cells with *Pdgfrα* expression level >0.1 were re-analyzed as described above with data normalization and clustering. To determine the composition of WT, *Mgp-KO* and *Pd–KO*, the cell numbers for each cluster of single cell data from WT, *Mgp-KO*, *Pd–KO* mice were counted, and percentages were calculated relative to total cell numbers.

### 4.23 Pathway analysis

We used Seurat function FindAllMarkers to identify differentially expressed genes (DEGs) in each cell cluster. The top50 or top20 genes in each cell cluster were put into g:Profiler [62] (https://biit.cs.ut.ee/gprofiler/gost) for Gene Ontology (GO) analysis. DEGs of *Pd–*KO versus wild-type in same or different clusters was carried out using Seurat function FindMarkers. The DEGs with adjusted *P* value < 0.01 were assigned as *Pd–KO* increased genes (avg_log2FC >1) or were assigned as *Pd–KO* decreased genes (avg_log2FC <-1). Those DEGs were used for GO biological process analysis with function enrichGO or KEGG pathway analysis using function enrichKEGG in the R package clusterProfiler (v4.10.1) [63]. The top10 pathways of GO biological process analysis or KEGG pathway results were visualized by Seurat DotPlot function.

### 4.24 CytoTRACE2

The normalized expression matrix for *Pdgfrα*+ and adipocyte subtypes was extracted from WT, *Mgp-KO*, and *Pd–KO* integrated data, and analyzed separately using CytoTRACE2 [64] to obtain potency score and potency category predictions. The CytoTRACE score for each cell was then plotted on boxplot. High potency score means less differentiation and earlier progenitor cells.

### 4.25 Pseudotime trajectory construction

Pseudotime trajectories for *Pdgfra*-expressing adipose progenitor cells and adipocytes from WT, *Mgp-*KO and *Pd–*KO, were individually constructed using the R package Monocle3 (v.1.3.7) [65]. The cells were processed with the functions: estimate_size_factors, cluster_cells, learn_graph, and order cells, with default parameters. The root of the trajectory was determined based on the potency score from the CytoTRACE2 result and previously published markers. The cluster with the highest potency score cluster was assigned as the root of the trajectory, and the cells were plotted along the pseudotime. The genes of interest were plotted to visualize their expression along the trajectory.

### 4.26 Data availability

The scRNA-seq data sets of CD45- SVF from inguinal adipose tissue from WT, *Mgp-*KO, *Pd–*KO mice are accessible from GEO database with accession number GSE 296596.

### 4.27 Statistics

Statistical analyses were performed using GraphPad InStat (version 9.0; Graph Pad Software Inc.). Data were analyzed by either unpaired two-tailed Student’s *t* test or one way ANOVA with Tukey’s multiple comparisons test for statistical significance. Data are represented as mean ± SEM. *P* values of less than 0.05 were considered significant, and experiments were repeated a minimum of 3 times.

## CRediT authorship contribution statement

**Li Zhang:** Conceptualization, Data curation, Formal analysis, Methodology, Writing – original draft, Writing – review & editing. **Xinjiang Cai:** Funding acquisition, Methodology, Writing – review & editing. **Xiuju Wu:** Data curation, Writing – review & editing. **Zheng Jing:** Data curation, Methodology. **Yan Zhao:** Data curation, Methodology. **Yucheng Yao:** Funding acquisition, Investigation, Resources. **Kristina I. Boström:** Conceptualization, Funding acquisition, Investigation, Supervision, Writing – original draft, Writing – review & editing.

## Funding

10.13039/100000025National Institutes of Health grant R01HL81397 (KIB), R01HL154548 (KIB), R01NS79353 (YY), R01HL139675 (YY), R01HL162643 (YY), K08HL168147 (XC).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: Regulating the cell differentiation trajectory of progenitor cells in adipose tissue fibrosis
**Source:** Mol Metab. 2025 Aug 6;100:102231. doi: 10.1016/j.molmet.2025.102231
**Supplement:** Multimedia component 1

**Supplemental Table 1: KEY RESOURCES**

| **REAGENT or RESOURCE** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| **Antibodies - Immunofluorescence** | | |
| CD31, rat polyclonal | R&D Systems | Cat# AF3628 |
| Fibronectin, rabbit polyclonal | Sigma-Aldrich | Cat# F3648 |
| DPP4, rabbit monoclonal | Abcam | Cat# Ab187048 |
| PDGFRα, goat polyclonal | R&D Systems | Cat# AF1062 |
| Perilipin-1, rabbit polyclonal | Cell Signaling Technology | Cat# 9349S |
| **Antibodies - FACS** | | |
| Icam1, rat monoclonal, Alexa Fluor™ 647 | Thermo Fisher | Cat# A15397 |
| Mouse DPPIV/CD26, rat monoclonal, Alexa Fluor® 594 | R&D Systems | Cat# FAB9541T |
| CD31, goat polyclonal, Allophycocyanin (APC) | Thermo Fisher | Cat#12-0311-82 |
| CD140a, rat monoclonal, BD Horizon™ BV786 | BD Biosciences | Cat# 740930 |
| CD45, rat monoclonal, APC | Thermo Fisher | Cat# 17-0451-82 |
| **Antibodies - Immunoblotting** | | |
| COL1A1, rabbit Monoclonal | Abcam | Cat# ab255809 |
| TGF β Receptor I, rabbit polyclonal | Sigma-Aldrich | Cat# SAB4502958 |
| Phospho-SMAD3, rabbit monoclonal | Cell Signaling Technology | Cat# 9520S |
| Phospho-SMAD2, rabbit monoclonal |  | Cat# 3108S |
| SMAD2/3 (D7G7) XP®, rabbit monoclonal |  | Cat# 8685S |
| TGF-β, rabbit polyclonal |  | Cat# 3711S |
| PPARγ, rabbit monoclonal |  | Cat# 2435 |
| Phospho-HSL, rabbit polyclonal |  | Cat# 4137 |
| HSL, rabbit polyclonal |  | Cat# 4107 |
| Phospho-SMAD1/5, rabbit monoclonal |  | Cat# 9516 |
| GAPDH, rabbit monoclonal |  | Cat# 2118 |
| SMAD4, rabbit monoclonal |  | Cat# 38454 |
| Total SMAD | Santa Cruz Biotechnology | Cat# sc-7153 |
| **Secondary Antibodies and DAPI** | | |
| 4’,6-diamidino-2-phenylindole (DAPI) | Sigma-Aldrich | Cat# D9542 |
| Chicken anti-goat secondary antibodies, Alexa Fluor® 594 | Invitrogen | Cat# A-21468 |
| Chicken anti-rabbit secondary antibodies, Alexa Fluor® 488 | Invitrogen | Cat# A-21441 |
| **Cell line, Medium, and Chemicals** |  |  |
| C3H10T1/2 cells | ATCC^TM^ | Cat# CCL-226 |

| DMEM, high glucose | Gibco | Cat# 11965118 |
| --- | --- | --- |
| 3,3′,5-Triiodo-L-thyronine sodium salt | Sigma-Aldrich | Cat# T6397 |
| 3-Isobutyl-1-methylxanthine |  | Cat# I7018 |
| Dexamethasone |  | Cat# D4902 |
| Indomethacin |  | Cat# I7378 |
| Insulin from bovine pancreas |  | Cat# I5500 |
| Sitagliptin |  | Cat# SML3205 |
| SB431542, TGF-β RI Kinase Inhibitor VI |  | Cat# 616464-5mg |
| LY294002 (DMSO solution) | Abcam | Cat# ab146593 |
| Recombinant Mouse TGF-beta 1 Protein | R&D Systems | Cat# 7666-MB/CF |
| Antibiotic-Antimycotic (100x) | Gibco | Cat# 15240062 |
| **Immunoblotting** | | |
| RIPA Lysis and Extraction Buffer | Thermo Scientific™ | Cat# 89900 |
| NuPAGE™ MES SDS Running Buffer (20X) | Invitrogen™ | Cat# NP000202 |
| NuPAGE™ LDS Sample Buffer (4X) |  | Cat# NP0007 |
| NuPAGE™ Sample Reducing Agent (10X) |  | Cat# NP0009 |
| NuPAGE™ Transfer Buffer (20X) |  | Cat# NP00061 |
| Nitrocellulose Membrane, 0.45 µm |  | Cat# 88018 |
| NuPAGE™ Bis-Tris Mini Protein Gels, 10%, 1.0–1.5 mm |  | Cat# NP0301BOX |
| PageRuler™ Prestained Protein Ladder, 10 to 180 kDa | Thermo Scientific™ | Cat# 26616 |
| PhosSTOP™, phosphatase inhibitor | Roche | Cat# 04906837001 |
| cOmplete™, Mini Protease Inhibitor Cocktail |  | Cat# 11836153001 |
| **Other Chemicals** | | |
| Antigen Unmasking Solution | Vector Laboratories | Cat# H-3300-250 |
| 2-Mercaptoethanol | Gibco | Cat# 21985023 |
| Buffer EL (Erythrocyte Lysis Buffer) | Qiagen | Cat# 79217 |
| **Virus Strains and Transfection Reagents** | | |
| Control shRNA Lentiviral particles | Santa Cruz Biotechnology | Cat# Sc108080 |
| MGP shRNA Lentiviral particles |  | Cat# sc-44627-V |
| Polybrene |  | Cat# SC-134220 |
| Puromycin | Sigma-Aldrich | Cat# P9620 |
| **Commercial Assays** | | |

| Corning® 40μm Cell Strainer, Sterile | Corning | Cat# 431750 |
| --- | --- | --- |
| Total Collagen Assay Kit | Abcam | Cat# ab222942 |
| Picro Sirius Red Stain Kit |  | Cat# ab150681 |
| Trichrome Stain Kit |  | Cat# ab150686 |
| RNeasy Mini Kit | Qiagen | Cat# 74106 |
| High-Capacity cDNA Reverse Transcription Kit | Thermo Fisher | Cat# 4374967 |
| TaqMan™ Universal Master Mix II, With UNG |  | Cat# 4440039 |
| **Deposited Data** |  |  |
|  | GEO | TBD |
| **Software and Algorithms** | | |

| GraphPad Prism | GraphPad Software Inc. | https://www.graphpad.com/scientific-software/prism/ |
| --- | --- | --- |
| Cell Ranger v6.1.1 | 10x Genomics | https://www.10xgenomics.com/support/software/cell-ranger/latest/release-notes/cr-release-notes |
| Seurat v5.0.3 |  | https://satijalab.org/seurat/ |
| Monocle3 v1.3.7 |  | https://github.com/cole-trapnell-lab/monocle3/blob/master/NEWS.md |
| g:Profiler |  | https://biit.cs.ut.ee/gprofiler/gost |

# Supplementary material for: Regulating the cell differentiation trajectory of progenitor cells in adipose tissue fibrosis
**Source:** Mol Metab. 2025 Aug 6;100:102231. doi: 10.1016/j.molmet.2025.102231
**Supplement:** Multimedia component 2

**Supplemental Table 2. Primers for qRT-PCR and genotyping (mouse)**

| **Primer** | **Oligonucleotides / Cat#** | **Experiment** |
| --- | --- | --- |
| Gapdh | Mm99999915_g1 (Thermo Fisher Scientific) | RT-qPCR |
| Mgp | Mm01615497_m1 | RT-qPCR |
| Alk5 | Mm00436964_m1 | RT-qPCR |
| Col1a1 | Mm00801666_g1 | RT-qPCR |
| Pdgfra | Mm00440701_m1 | RT-qPCR |
| Adipoq | Mm00456425_m1 | RT-qPCR |
| Tgfβ1 | Mm01178820_m1 | RT-qPCR |
| Tnfα | Mm00443258_m1 | RT-qPCR |
| Il1β | Mm00434228_m1 | RT-qPCR |
| Ccl2/Mcp-1 | Mm99999056_m1 | RT-qPCR |
| Ifnγ | Mm01168134_m1 | RT-qPCR |
| Il6 | [Mm00446190_m1](https://www.thermofisher.com/taqman-gene-expression/product/Mm00446190_m1?CID=&ICID=&subtype=) | RT-qPCR |
| *Adgre1* (F4/80) | [Mm00802529_m1](https://www.thermofisher.com/taqman-gene-expression/product/Mm00802529_m1?CID=&ICID=&subtype=) | RT-qPCR |
| Mgp_WT-F | GCCACAATTTCTGCATCCTGC | Genotyping |
| Mgp_WT-R | CGGGAAAGATGAGGAAGAAGGG | Genotyping |
| Mgp-mutant-F | TGCCTGAAGTAGCGGTTGTA | Genotyping |
| Mgp-mutant-R | TGAATGAACTGCAGGACGAGG | Genotyping |
| Mgp^flox^-F | CTTAGAAACTGCTGGGTCACGTAGC | Genotyping |
| Mgp^flox^-R | CTTATTTGTCACACGCTGTCACTGTC | Genotyping |
| Pdgfra-Cre Tg-F | TCAGCCTTAAGCTGGGACAT | Genotyping |
| Pdgfra-Cre Tg-R | ATGTTTAGCTGGCCCAAATG | Genotyping |

# Supplementary material for: Regulating the cell differentiation trajectory of progenitor cells in adipose tissue fibrosis
**Source:** Mol Metab. 2025 Aug 6;100:102231. doi: 10.1016/j.molmet.2025.102231
**Supplement:** Multimedia component 3

**SUPPLEMENTAL FIGURES**

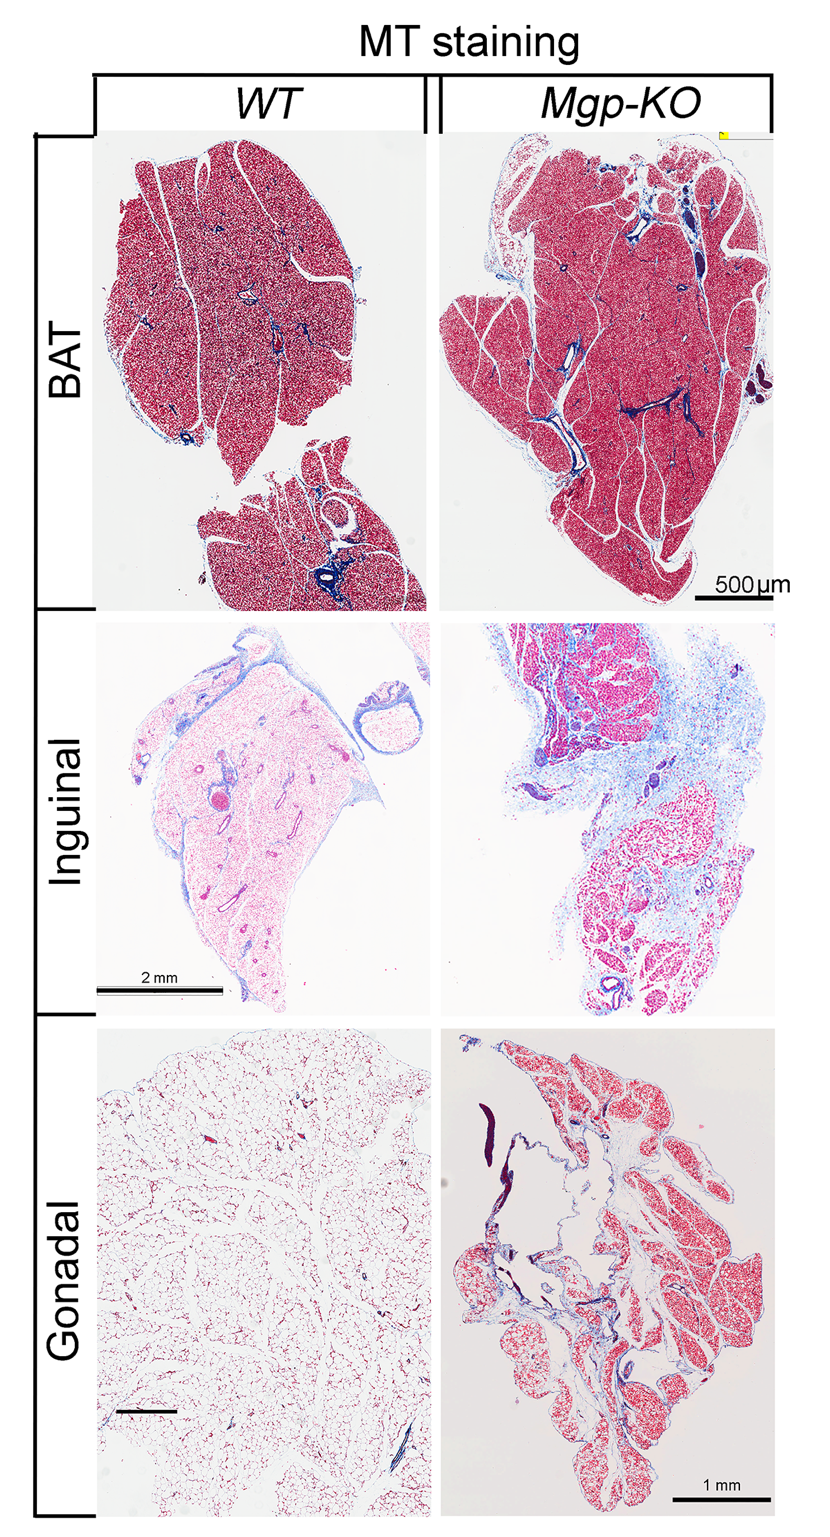

***Supplemental Figure S1***

*Global Mgp deletion in mice enhances adipose fibrosis.*

Masson’s trichrome (MT) staining of adipose tissue from different deposits from wild-type (WT) and *Mgp*-knockout (*Mgp-*KO) mice at 4 weeks of age. Based on the tissue sizes, the scale bars differ: brown adipose tissue (BAT) = 500 µm, inguinal adipose tissue = 2 mm, gonadal adipose tissue = 1 mm.

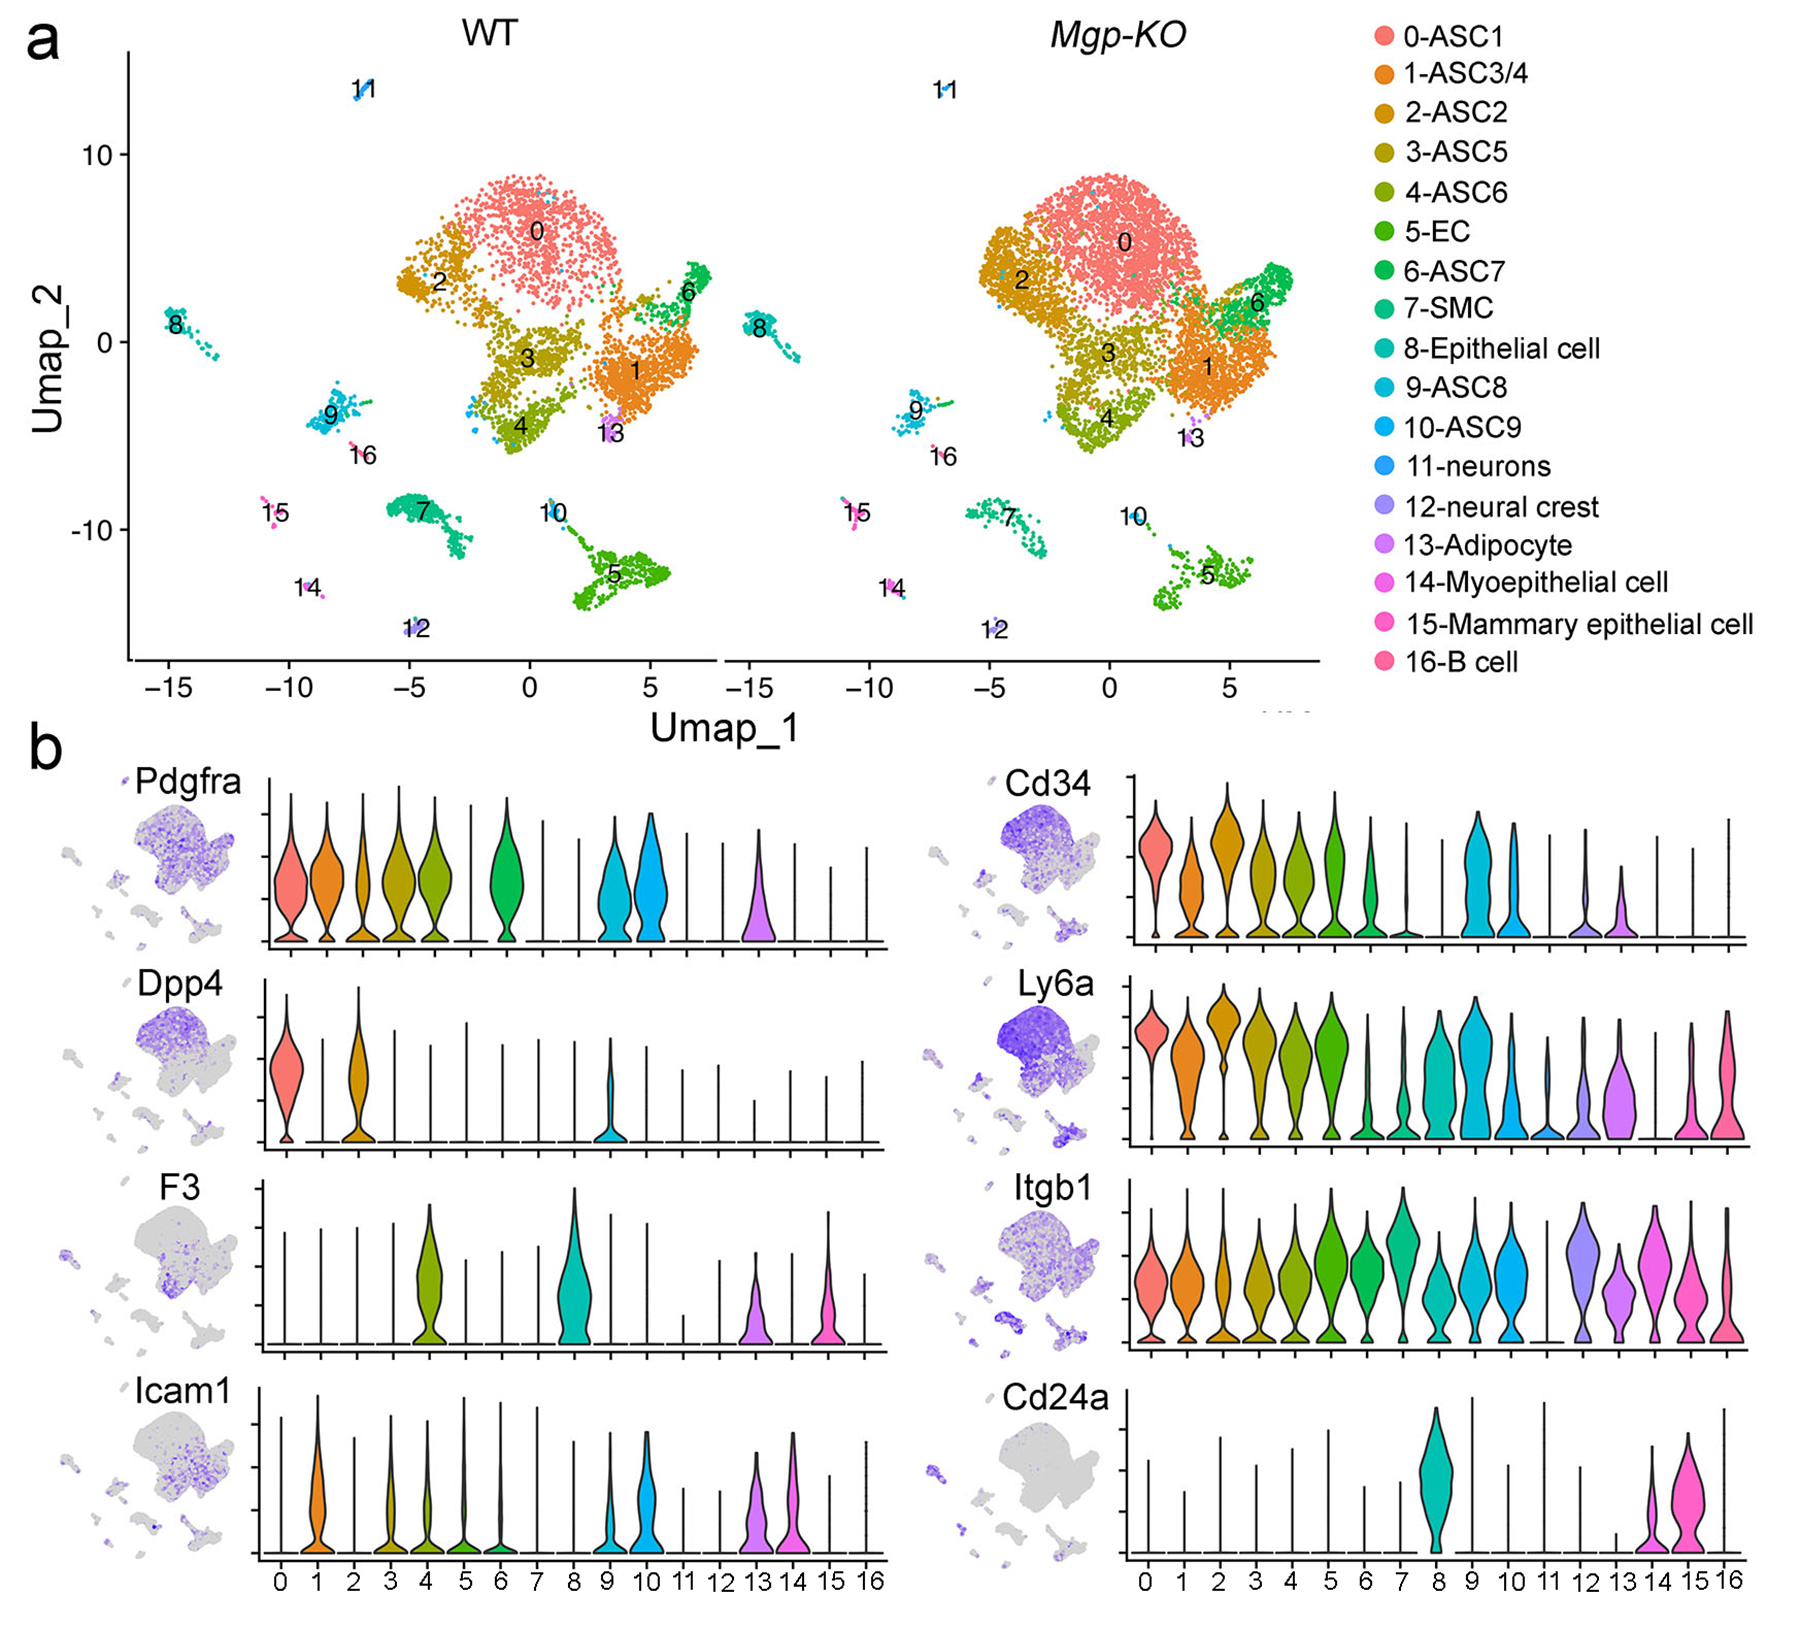

***Supplemental Figure S2***

*Pdgfra-expressing cells include all adipose progenitor cells (APCs).*

**a.** UMAP plot of different cell types of *Cd45*- stromal vascular fraction (SVF) cells from inguinal adipose tissue from wild-type (WT) and *Mgp*-knockout (*Mgp-*KO) mice.

**b.** FeaturePlot and VlnPlot show the expression of cell markers in the different APC clusters, including *Pdgfra*, *Dpp4*, *F3 / Cd142*, *Icam1*, *Ly6a*, Cd34, *Itgab1/ Cd29*, and *Cd24a*.

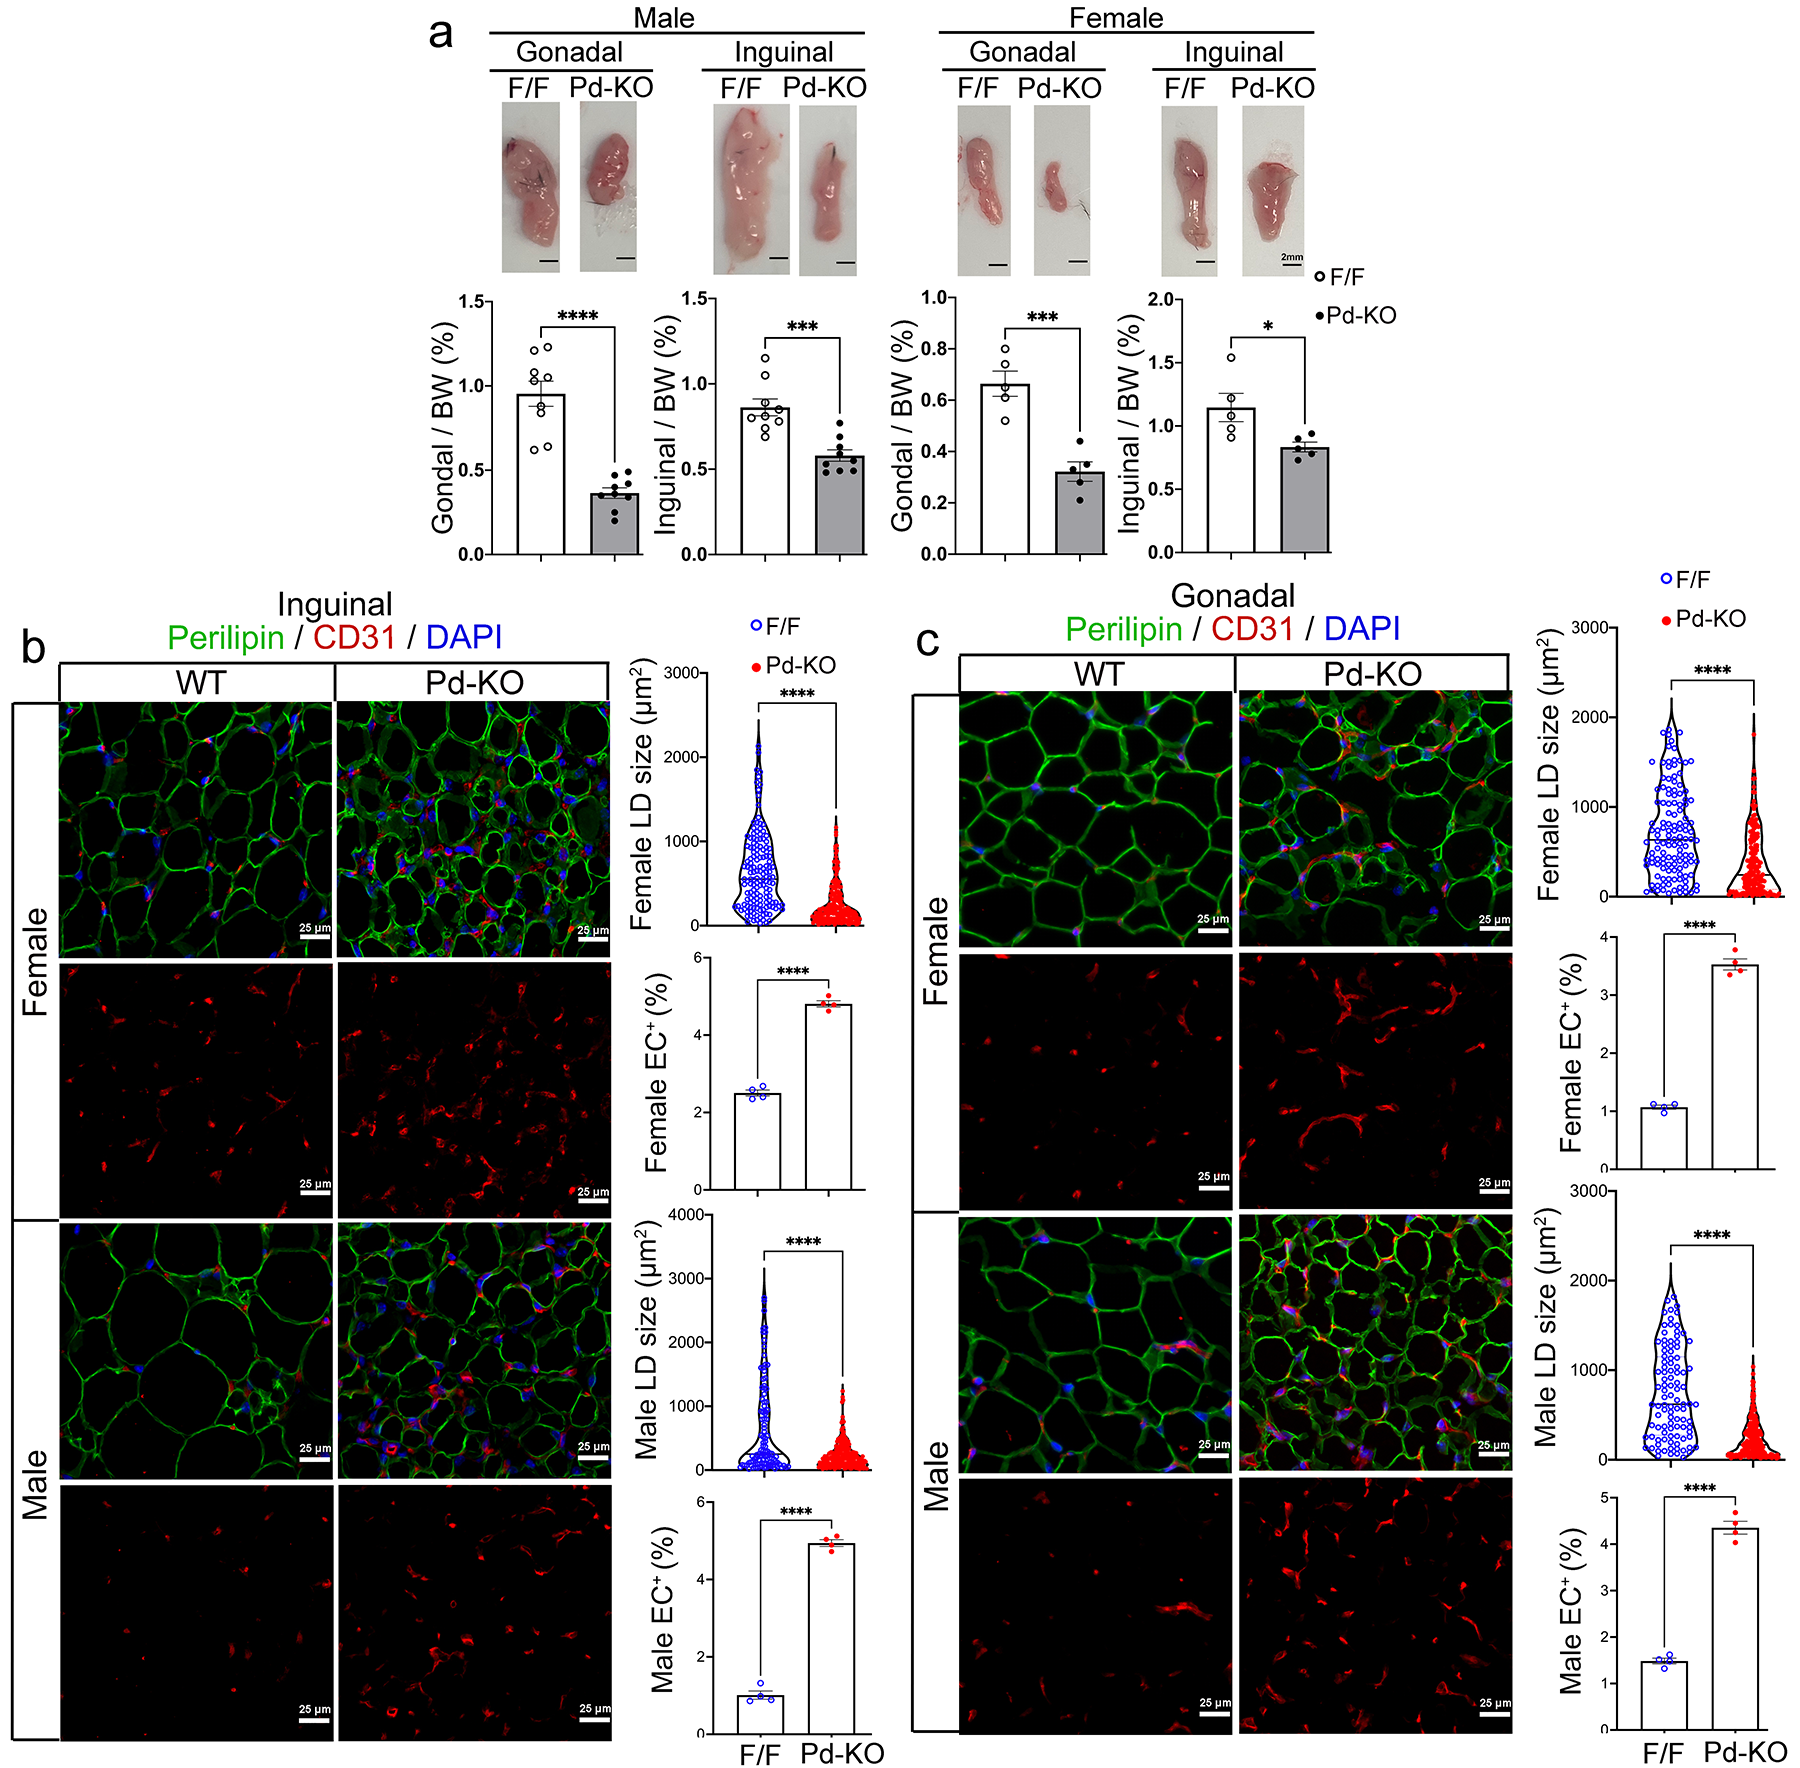

***Supplemental Figure S3***

*White adipose tissue characteristics in Mgp^fl/fl^ (F/F) and Mgp^fl/fl^,Pd^Cre^ (Pd-KO) mice at 4 weeks of age.*

**a.** (Top) Dissected inguinal and gonadal fat pads from male and female F/F and *Pd*-KO mice at 4 weeks of age. (Bottom) Weight of fat pads normalized to body weight (9 male, 5 females per group, respectively).

**b, c.** Immunofluorescence for Perilipin-1 (green, for lipid droplet (LD) size) and CD31 (red) in inguinal (b) and gonadal (c) adipose tissue from F/F and *Pd*-KO mice at 4 weeks of age. DAPI (blue) was used to visualize nuclei. Scale bars, 25 µm. The LD size and microvascular density (CD31-positive area) were quantified by ImageJ (n = 4 mice, 3-4 fields of view per replicate). The LD were smaller in the *Pd*-KO mice compared to F/F controls. The microvascular density was increased in both inguinal and gonadal adipose tissue from *Pd*-KO mice compared to F/F controls.

Data are shown as mean+SEM; One way ANOVA with Tukey’s post hoc tests; *** p<0.001, **** p<0.0001.

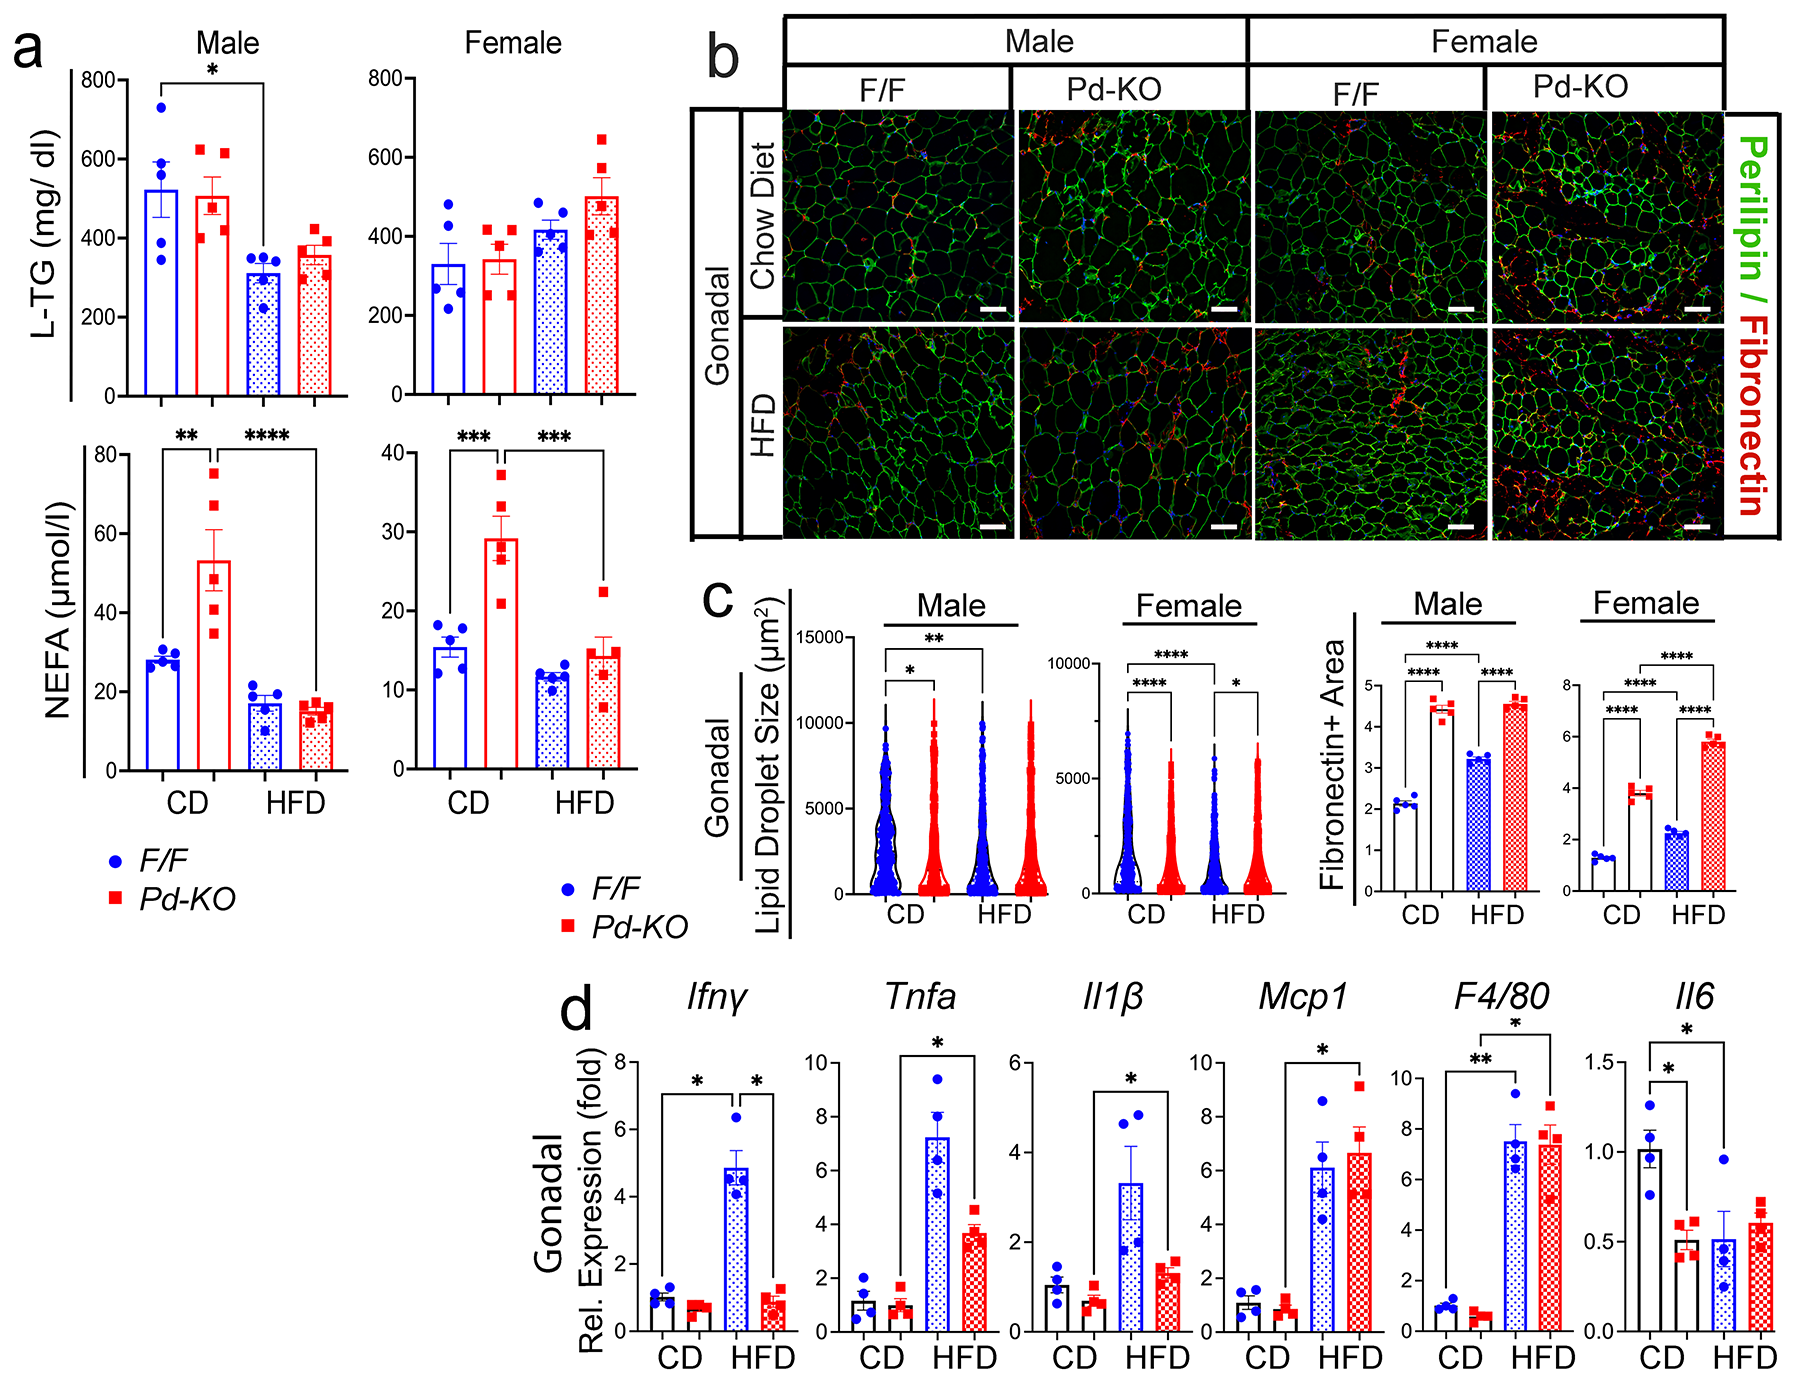

***Supplemental Figure S4***

*Gonadal WAT - Pdgfrα-Cre-guided Mgp deletion enhances adipose fibrosis after high fat feeding*

a. Triglycerides and free fatty acids in serum from F/F and *Pd*-KO mice at 28 weeks (n = 5).

b. Immunofluorescence for Perilipin-1 (green), Fibronectin (red) in gonadal adipose tissue from F/F and *Pd*-KO mice at 28 weeks. DAPI (blue) was used to visualize the nuclei. Bars, 50 µm (n = 5, representative of 3-4 fields of view per replicate).

c. Quantification of Fibronectin positive area and lipid droplet size in Panel b from F/F and *Pd*-KO mice at 28 weeks (n = 5, 3-4 fields of view per replicate).

d. Gene expression of *Ifnγ* (Interferon γ), *Tnfa* (Tumor Necrosis Factor), *Il1β* (Interleukin 1β)*,* *Mcp1* (Monocyte chemoattractant protein-1, also known as *CCL2*)*,* F4/80 (also known as *Adgre1,* a macrophage marker), and *Il6* (Interleukin 6) in gonadal adipose tissue from F/F and *Pd*-KO mice at 28 weeks as determined by qPCR (n = 4 per group).

Data are shown as mean+SEM; One way ANOVA with Tukey’s post hoc tests; ** p<0.01, *** p<0.001, **** p<0.0001.

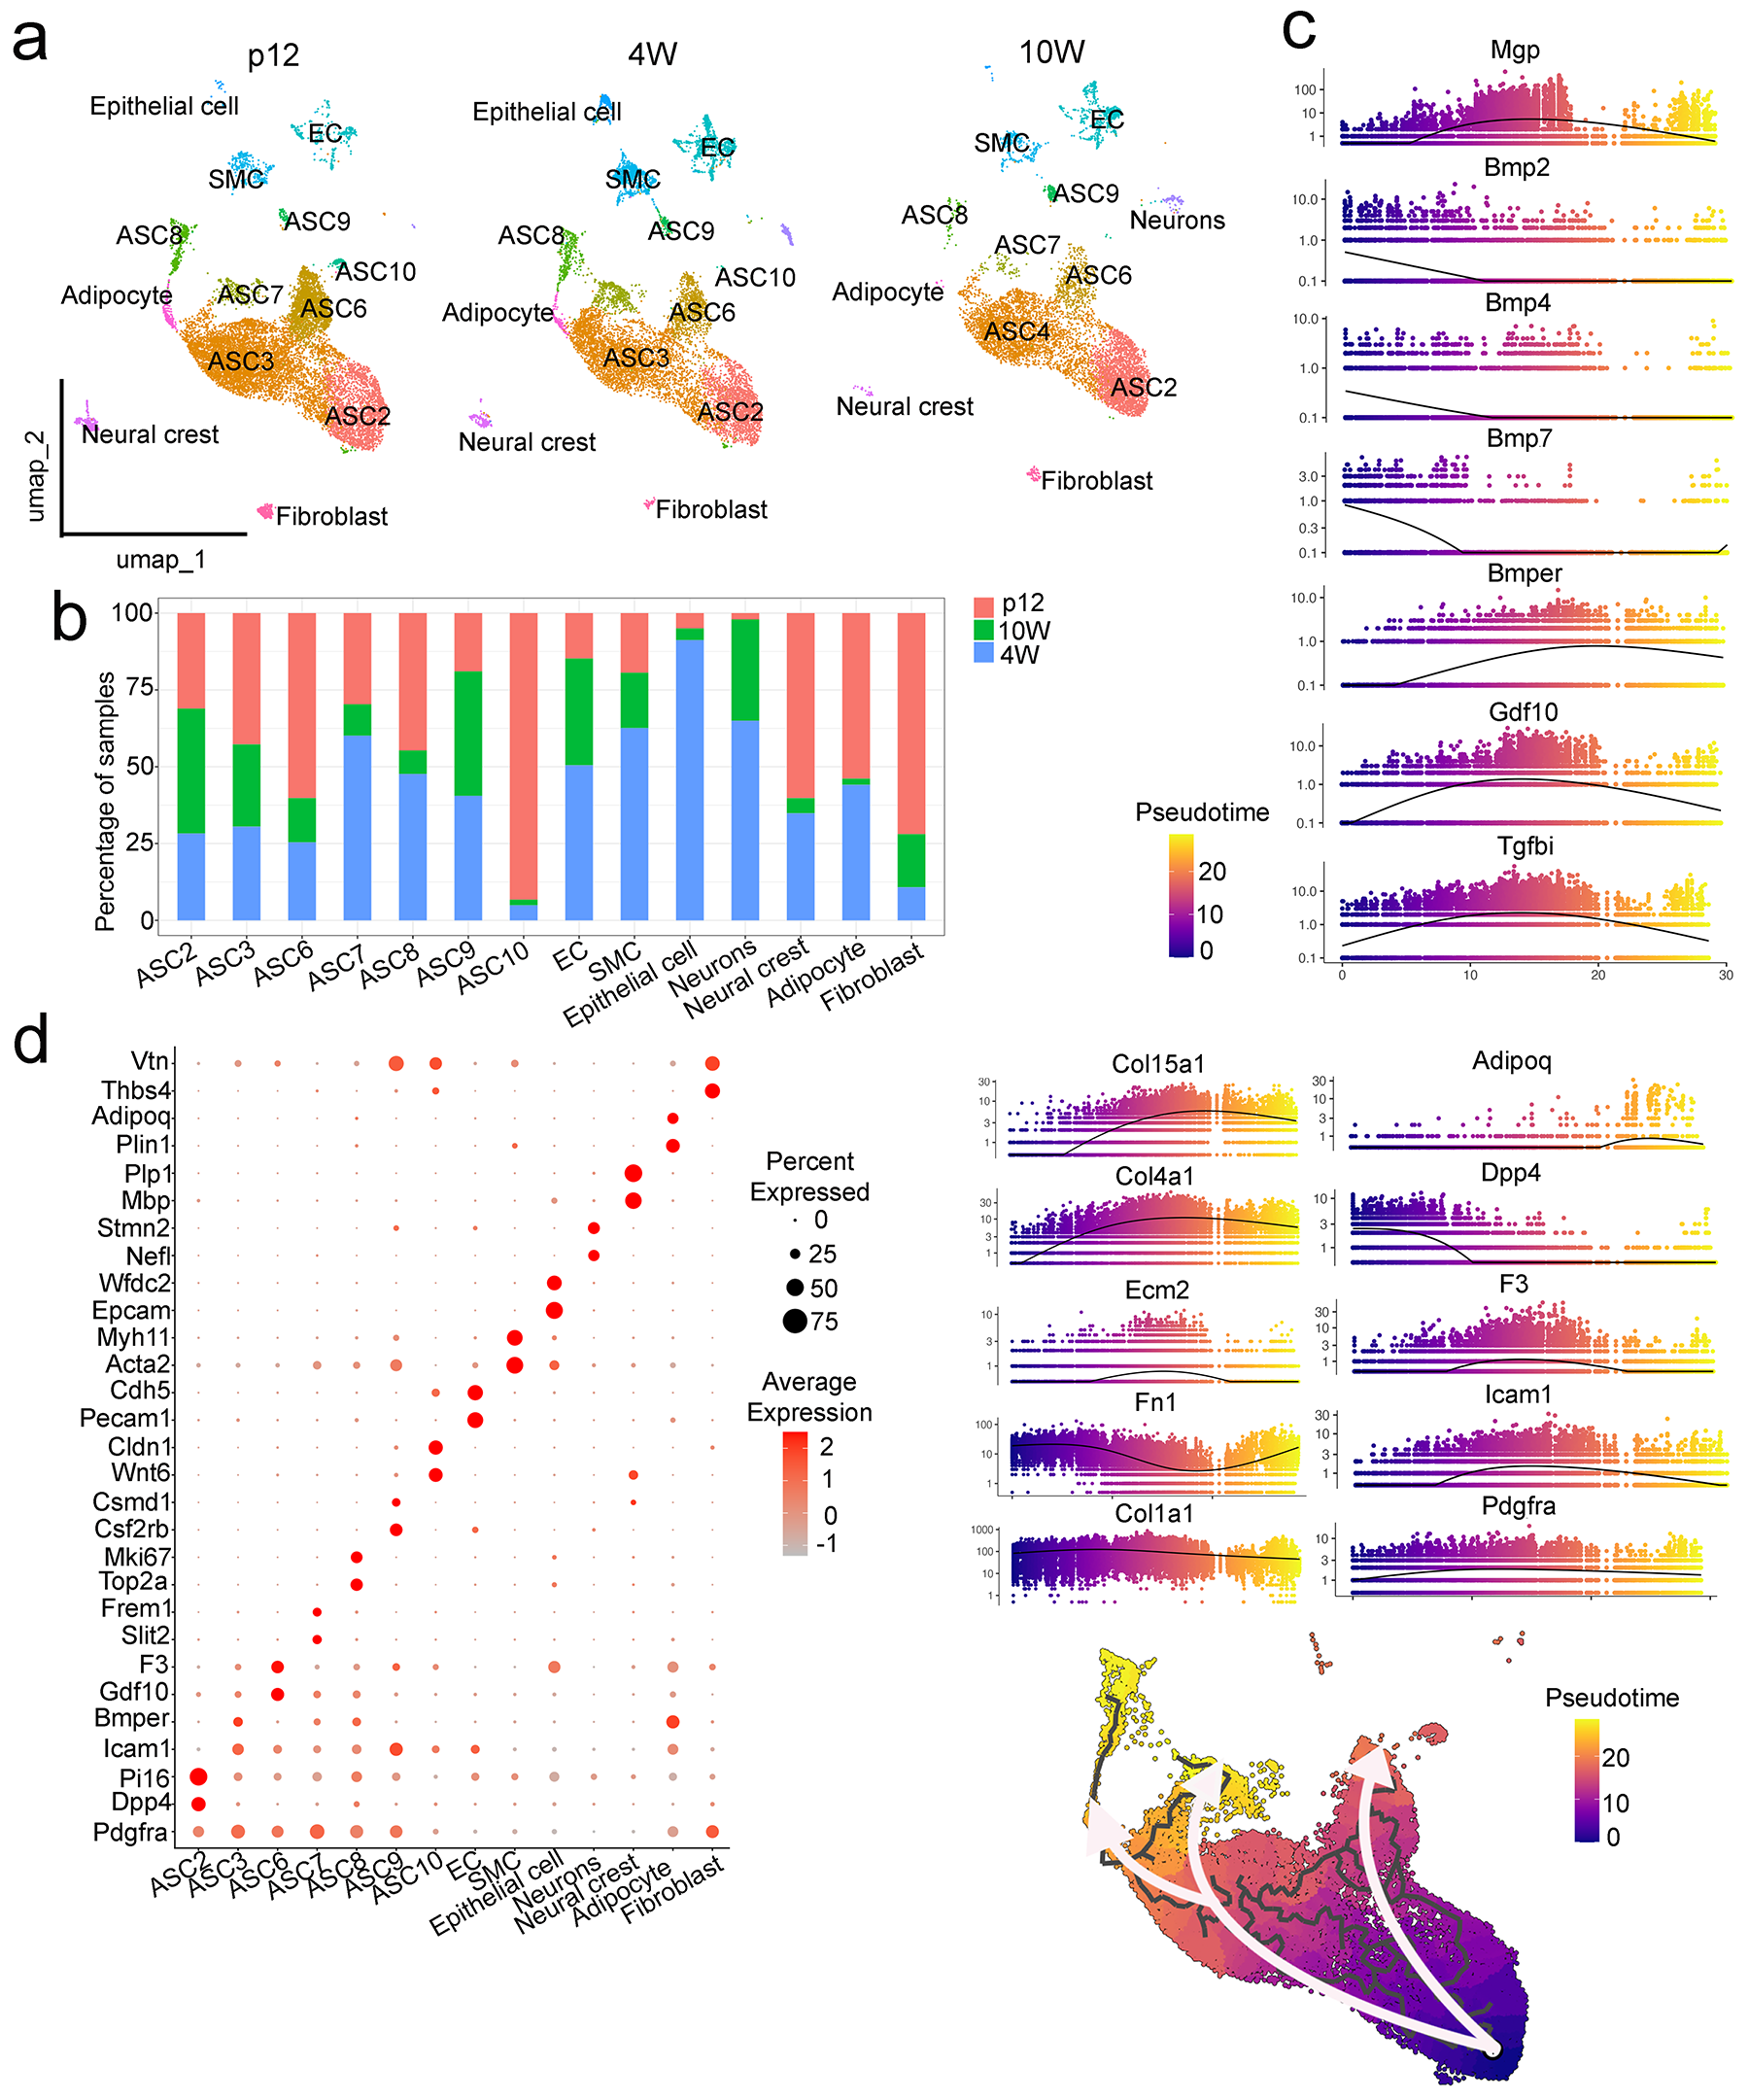

***Supplemental Figure S5***

*Analysis of scRNA-seq data from inguinal adipose tissue from differently aged mice.*

a. UMAP plot of different cell types of *Cd45*- SVF-cells from inguinal adipose tissue from wild-type (WT) mice postnatal day 12 (p12, GSM3717977), aged 4 weeks (4W, GSM8973244), and 10 weeks (10W, GSM3717978).

b. Percent cells in each cell type at different time point including postnatal day 12 (p12, red), 10 weeks (10W, green), and 4 weeks (4W, blue) by ggplot.

c. Marker genes for each cell cluster.

d. Pseudotime plots of TGFβ pathway-related genes (top), extracellular matrix (ECM) genes (mid left), adipose progenitor genes (mid right). UMAP visualization of trajectory analysis of APCs and early adipocytes by Pseudotime (bottom)

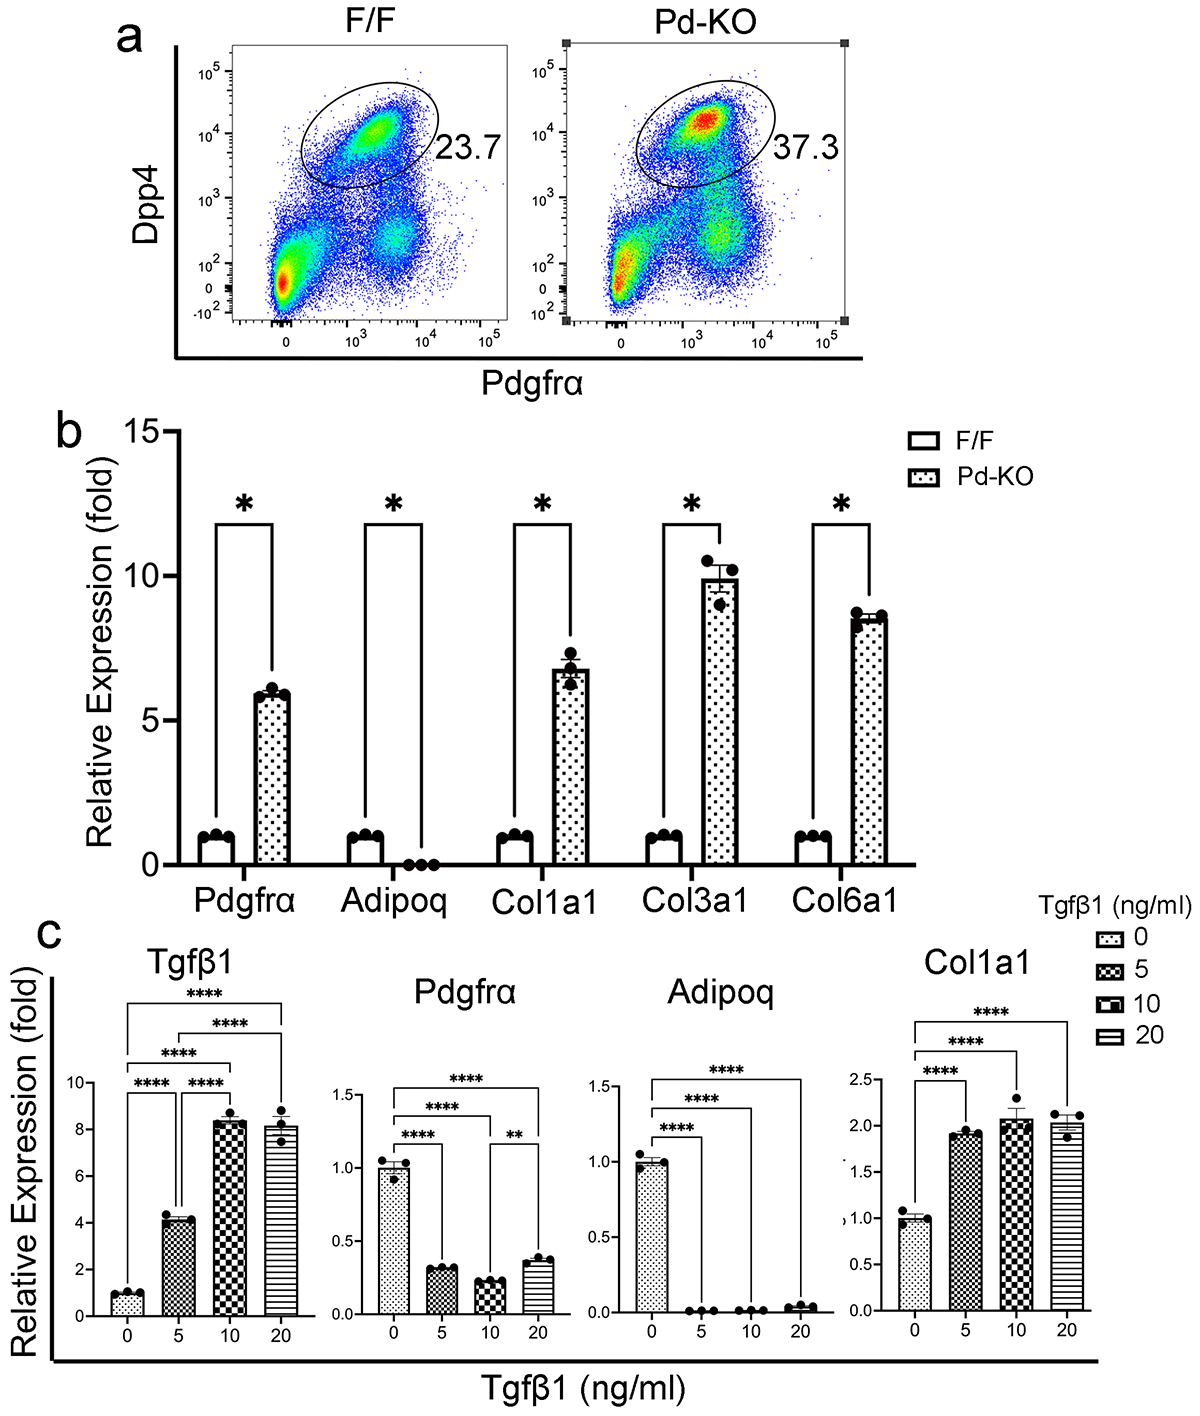

***Supplemental Figure S6***

*PDGFRα+;Dpp4+ cell characteristics in Mgp*^f/f^ (F/F) *and Mgp^fl/fl^,Pd^Cre^ (Pd-KO) mice.*

a. FACS analysis of PDGFR*α*+, DPP4+ double positive cell populations after removal of immune and endothelial cells (n = 3 mice per group), from the inguinal stromal vascular fraction of F/F and *Pd*-KO mice.

b. Expression of *Pdgfra, Adipoq*, *Col1a1, Col3a1, and Col6a1* in isolated PDGFR*α*+;DPP4+ cell populations from *Mgp*^f/f^ and *Pd*-KO mice, as determined by qPCR (n = 3).

c. PDGFRa⁺;Dpp4⁺ cells isolated from F/F mice were induced to undergo adipogenesis and treated with varying concentrations of TGFβ1 (0–20 ng/ml). Expression of *Tgfb1, Pdgfrα, Adipoq,* and *Col1a1* of PDGFRα⁺;Dpp4⁺ cells after 12 days of treatment with different concentrations of TGFβ1 (0-20 ng/ml), as determined by qPCR.

Data are shown as mean+SEM; One way ANOVA, * p<0.05, ** p<0.01, **** p<0.0001.

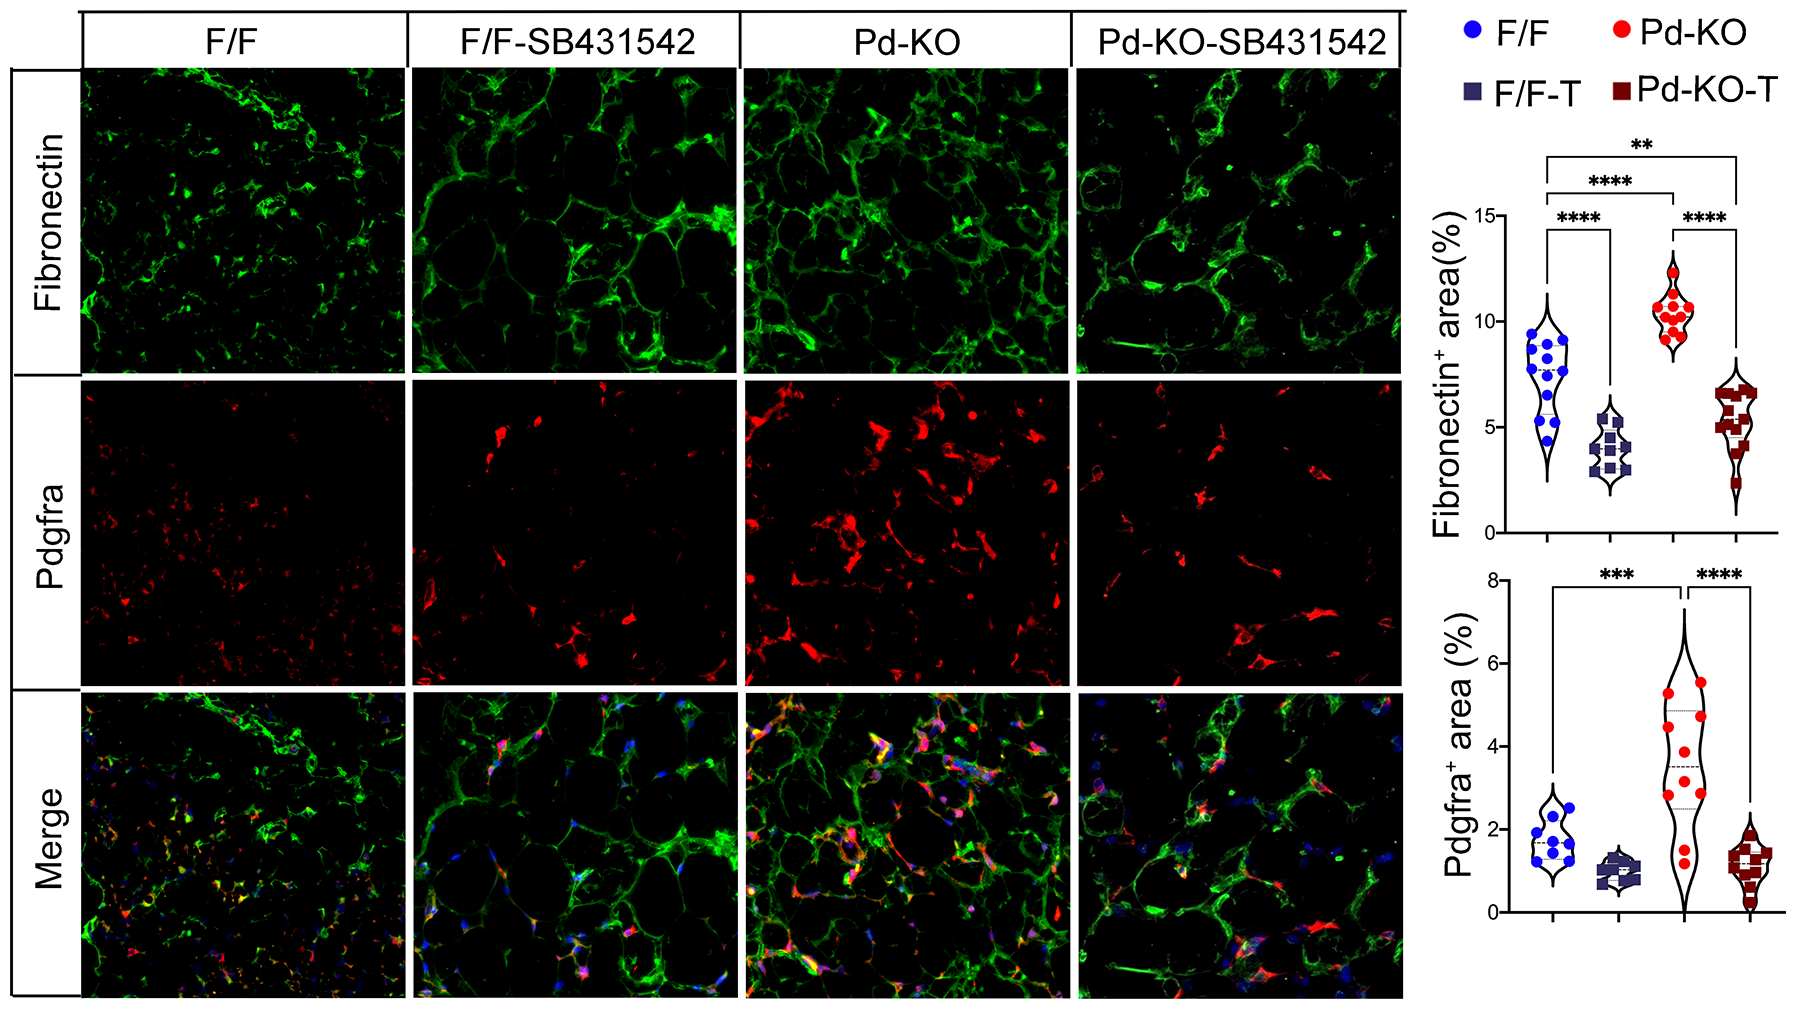

***Supplemental Figure S7***

*ALK5 inhibition limits adipose fibrosis caused by Pdgfra Cre-mediated Mgp deletion.*

(Left) Immunofluorescence for Fibronectin (green) and PDGFRα (red) in inguinal adipose tissue from *Mgp^f^*^/f^ (F/F) and *Mgp^fl/fl^,Pd^Cre^ (Pd-*KO*)* mice after treatment with SB431542 in 10% DMSO or 10% DMSO control. (Right) Quantification of immunofluorescence for Fibronectin and PDGFRα (random selection of 3 - 4 areas from each paraffin-fixed section; n = 3).

Data are shown as mean+SEM; One way ANOVA, ** p<0.01, *** p<0.001, **** p<0.0001.

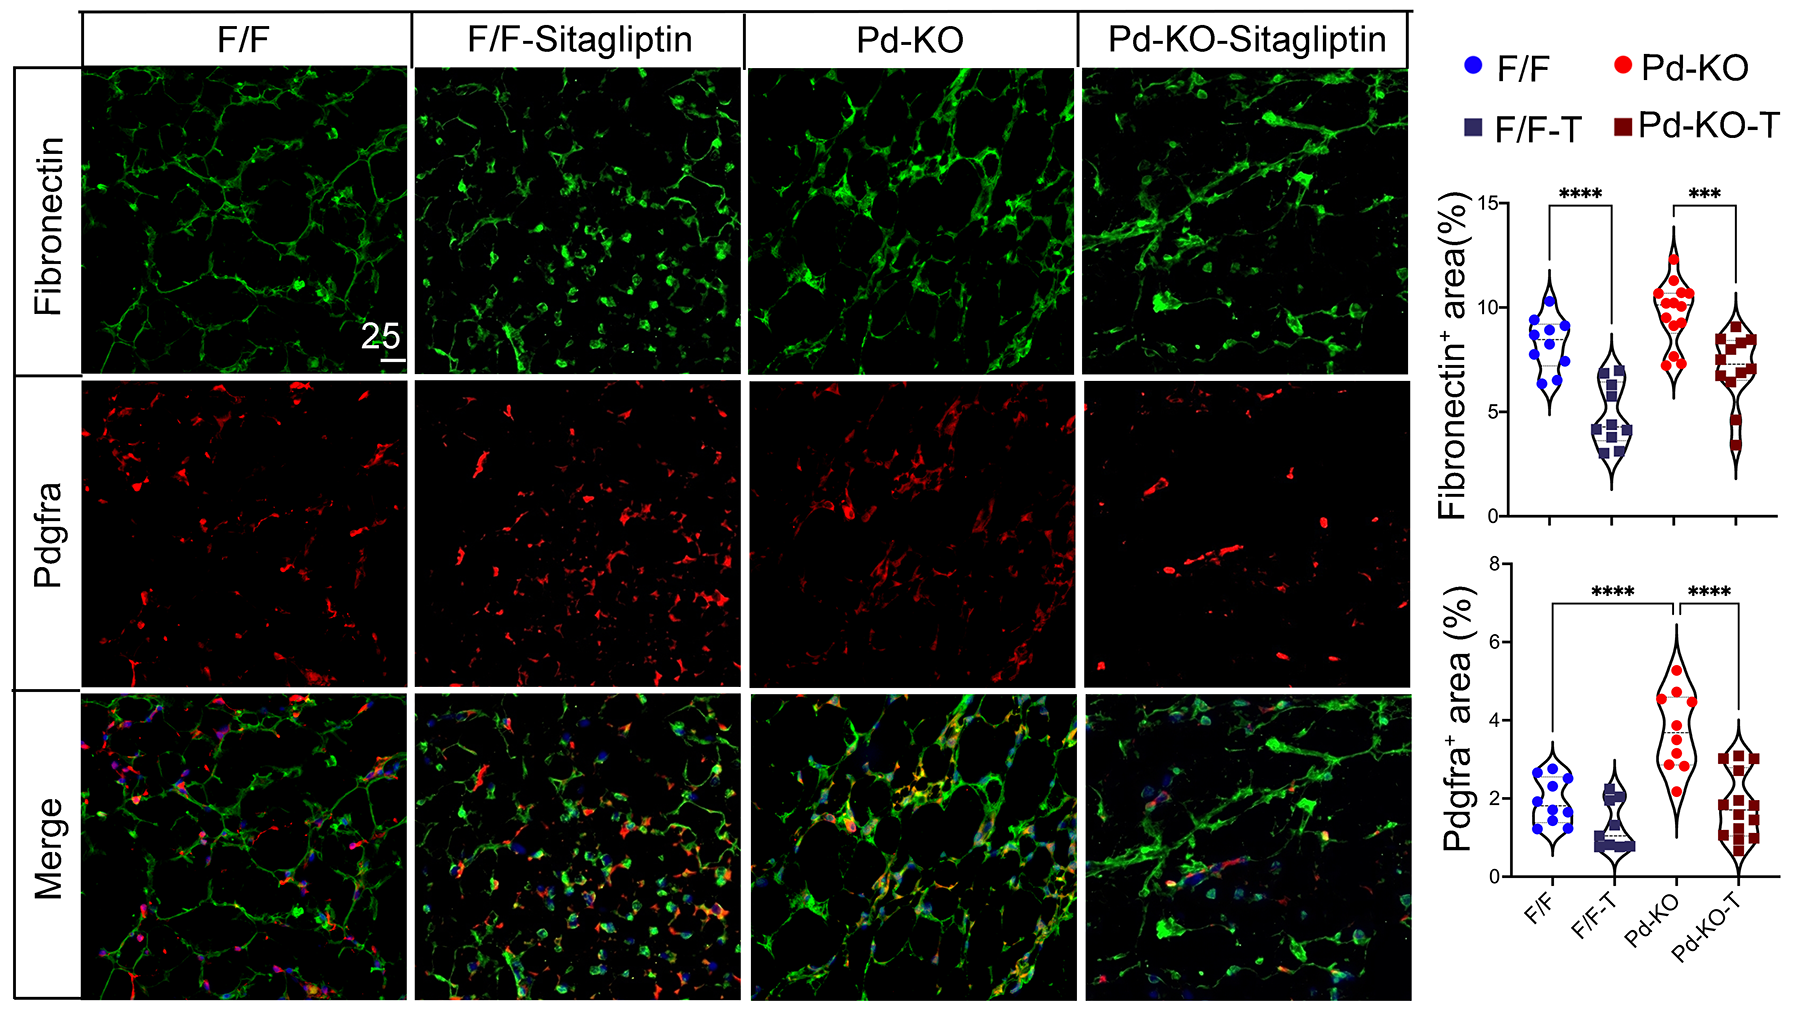

***Supplemental Figure S8***

*DPP4 inhibition limits adipose fibrosis caused by Pdgfra Cre-mediated Mgp deletion.*

(Left) Immunofluorescence for Fibronectin (green) and PDGFRα (red) in inguinal adipose tissue from *Mgp^f^*^/f^ (F/F) and *Mgp^fl/fl^,Pd^Cre^ (Pd-*KO*)* mice after treatment with sitagliptin in 5% DMSO or 5% DMSO control. (Right) Quantification of immunofluorescence for Fibronectin and PDGFRα (random selection of 3 - 4 areas from each paraffin-fixed section; n = 3).

Data are shown as mean+SEM; One way ANOVA, ** p<0.01, *** p<0.001, **** p<0.0001.

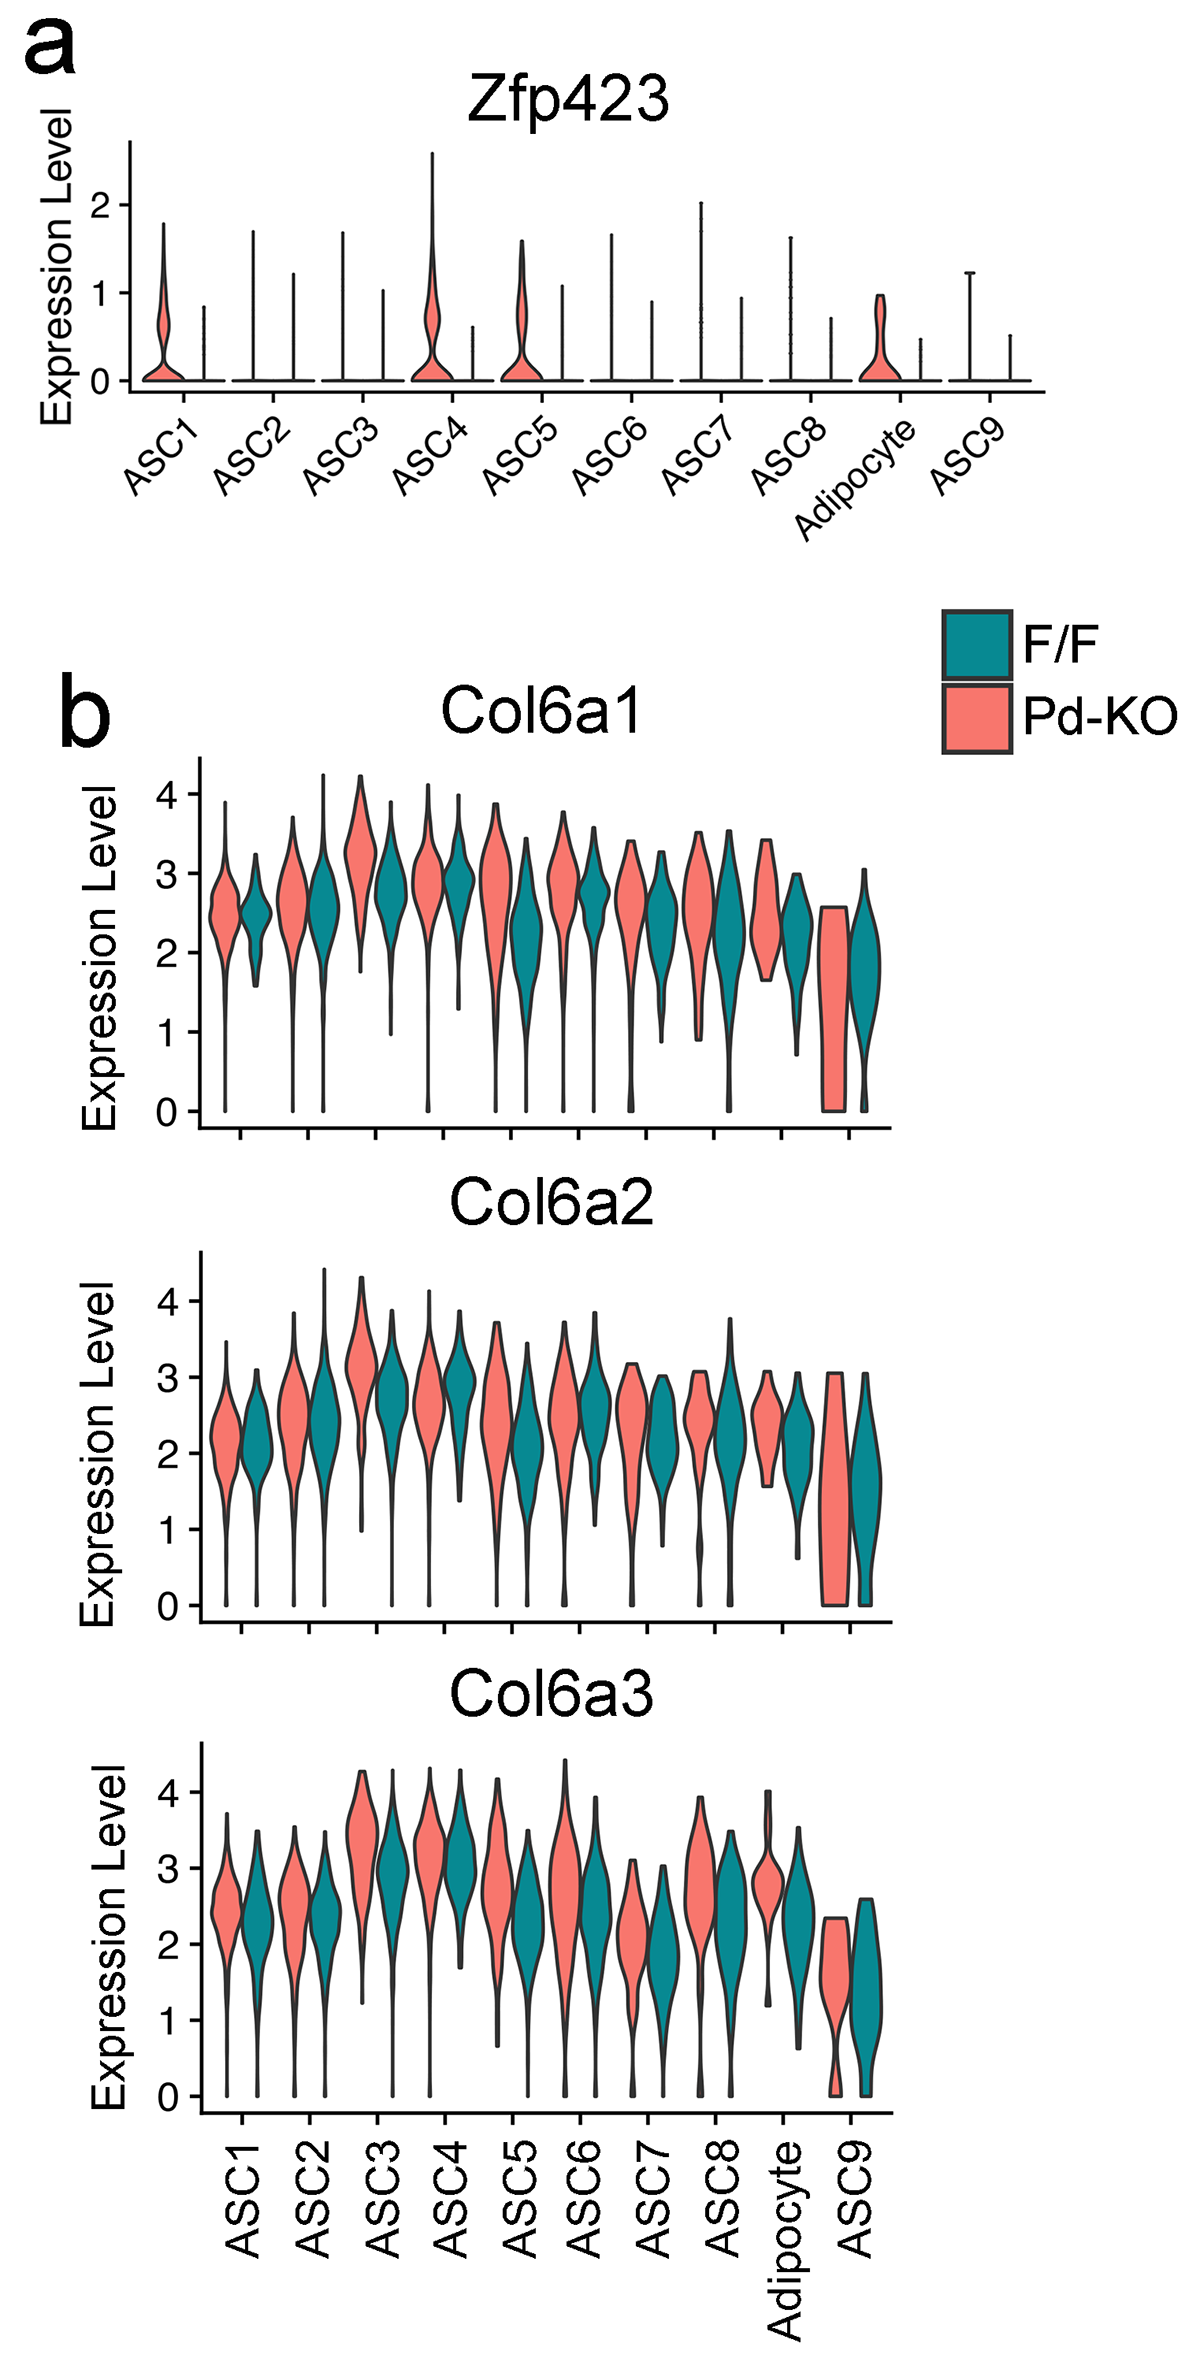

***Supplemental Figure S9***

a. Expression of *Zfp423* in scRNA-seq of *Pdgfra*-expressing ASC clusters and early adipocytes in F/F and Pd-KO white adipose tissue.

b. Expression of *Col6a1, Col6a2* and *Col6a3* in scRNA-seq of *Pdgfra*-expressing ASC clusters and early adipocytes in F/F and Pd-KO white adipose tissue.

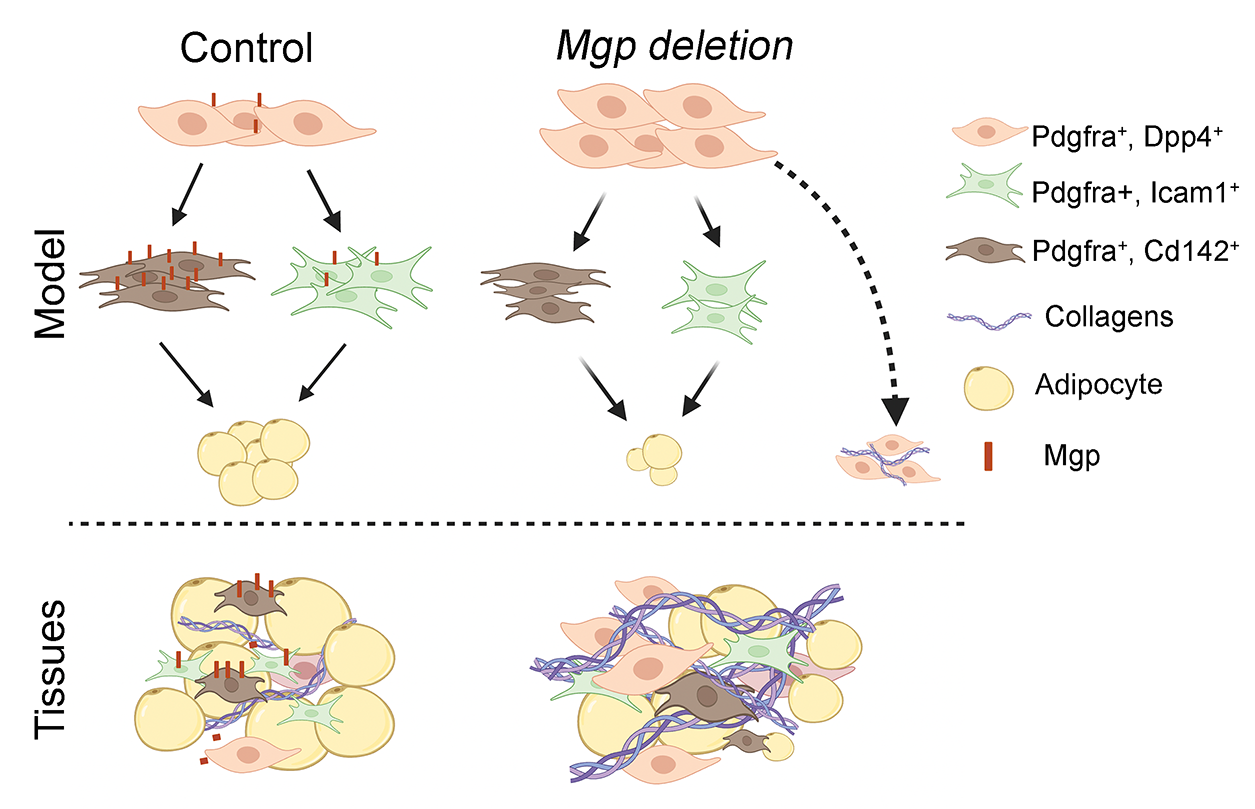

***Supplemental Figure S10***

*Working model of matrix Gla protein (MGP)-regulated cell trajectory of* adipose progenitor cells (*APCs) for developiong adipose fibrosis.*

(Left) *Pdgfra+;Dpp4+* APCs differentiate to *Pdgfra+;Icam1+* pre-adipocytes, undergo differentiate to adipocytes and form normal white adipose tissue. (Right) After *Mgp* deletion*, Pdgfra+;Dpp4+* APCs divert to a different cellular trajectory related to fibrogenesis, resulting in adipose fibrosis. Pro-fibrotic factors may trigger this pathway by modulating MGP or counterparts. (*Cartoon model by BioRender*.)

How the deposited data were processed for this re-analysis (not part of the article)

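The data are UMI counts of inguinal SVF cells depleted of CD45-positive cells, from 4-week-old mice, in 1 library each for wild-type (12 mice), *Mgp*-KO (13 mice) and *Pd*-KO mice (11 mice). The authors deposited raw UMI counts per gene and barcode for 32285 genes, unfiltered and without normalization. The paper states that 10x Genomics 3′ v3 libraries were aligned to mm10 with Cell Ranger v6.1.1, whereas the headers of the count files name Cell Ranger 4 for the wild-type library and version 7.1.0 for both knockout libraries; the paper states default parameters, which in that version leave reads of introns out, and the headers do not state how introns were handled. The files hold 184102026, 93212243 and 83942865 UMIs for the wild-type, *Mgp*-KO and *Pd*-KO libraries, of which 146465547, 89967256 and 77067395 lay in the cells that were kept.

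Cells were called with the published defaults of Cell Ranger, written again in Python. Barcodes above 0.1 times the UMI count at percentile 99 of the 3000 barcodes with most UMIs were called first (9289, 12295 and 8532 barcodes). Barcodes of at least 500 UMIs were then called when their profile differed from that of free RNA, taken from barcodes of rank 45000 to 90000, in a Monte Carlo multinomial test with 10000 simulations at a false discovery rate of 0.01 (3246, 717 and 1426 barcodes). Cells with more than 10% mitochondrial UMIs were removed. Doublets were called for an alternative only, from 2 simulated doublets per cell and an expected rate of 8%.

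Counts were scaled to 10000 per cell and log-transformed. The 2000 variable genes were chosen per library and combined, without *Mgp*, *Xist* and Y-linked genes. On 30 principal components, libraries were integrated by a Python implementation of Harmony (theta 2, lambda 1, sigma 0.1), and cells were clustered on a graph of 20 nearest neighbors by the Leiden method at a resolution of 0.5. *Pdgfra*-positive cells (normalized value above 0.1) and adipocyte-like cells were clustered again in the same way. Clusters were named by marker lists without *Mgp*, *Sox5* or *Ldb2*; the lists were fixed in advance, but the score and thresholds used to name a cluster were set after the first clustering had been seen, and 3 clusters of all cells and 1 of the subset stayed unnamed. The classes join ASC1 with ASC2, ASC3 with ASC4, and ASC5 with ASC7. A cell was called female with an *Xist* UMI and no Y-linked UMI, and male with the reverse.

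Shares have exact binomial (Clopper-Pearson) intervals, sums exact Poisson intervals and log2 ratios exact conditional binomial intervals, all at 95% and for counting error only. With 1 library per genotype, no test over replicates was made between genotypes. The percentiles of gene lists compare genes with other genes of the same libraries, not replicates. Shares of cells with a *Sox5* UMI were computed after thinning each cell to 3000 UMIs, the largest of 500, 1000, 2000 and 3000 UMIs that at least 80% of the cells of the class reached in every library. Log2 ratios with genes or lists used CPM (UMIs scaled to a common total) and genes with at least 100 UMIs over the libraries, with 0.5 counts added where genes were compared with each other. Genomic span and exonic length came from GENCODE M21 (GRCm38), which held 99.8% of the genes. The named genes are those that the paper names for its scRNA-seq and, in the *Dpp4* class, the 10 highest and 10 lowest by the smaller of the log2 ratios of both knockouts, among genes with at least 50 CPM in a library.

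Gene lists were written by hand: TGFβ components named by the paper, TGFβ, Wnt, PPAR and BMP response pathways, extracellular matrix and dissociation stress. Lists of arterial genes and of nuclear transcripts were added after the data had been seen. The median log2 ratio of a list is given with an interval over its genes and its percentile among 10000 random lists, each gene drawn from the 100 nearest in mean expression. Random lists matched on gene length as well had been planned, but were found too lenient on simulated counts, so a running median over the 200 genes nearest in span was taken off instead. In simulated counts for *Pd*-KO over wild-type in the *Dpp4* class with a length effect in 11575 or 11551 genes, unchanged lists reached percentile 95 in 72.9% of 480 cases with matching on expression alone, 13.5% with the planned matching and 4.17% with the running median.

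The steps were tested on simulated data. In each of the libraries of 32285 genes, 500 barcodes of low UMI counts were drawn from cells and 500 from free RNA: the cell call found 476, 196 and 476 of the former in the wild-type, *Mgp*-KO and *Pd*-KO libraries, and called 2, 1 and 1 of the latter. Cells of low UMI counts are thus under-called in the *Mgp*-KO library. The doublet caller found 72, 41 and 61 of 200 simulated doublets in these libraries, so the alternative without doublets removes a part of them. For *Pd*-KO over wild-type in the *Dpp4* class, 200 genes changed by 1 on the log2 scale among 11530 genes were recovered with a median of 1.00 when raised and of -0.99 when lowered.

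Alternatives covered the cell call, filters, doublets, integration, resolution, joint or paired clustering, variable genes, the definition of *Pdgfra*-positive cells, thinning, scaling and list matching. Pseudotime, CytoTRACE2 and the term enrichments of the paper were not run. The sorted-cell, qPCR, immunoblot and histology data, and the public wild-type data of other ages, were not used here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.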

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

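The tests of *Sox5* in smooth muscle-like cells, of damaged cells, of nuclear RNA and of free *Mgp* RNA were chosen only after the results they measure had been seen.

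In cell types whose gene expression the paper does not compare between genotypes, genes of long genomic span were higher in the *Pd*-KO than in the wild-type library. Across 9660 genes of endothelial-like cells, Spearman's rho between the log2 ratio and the span was 0.647, and across 9517 genes of smooth muscle-like cells it was 0.600; genes are not independent replicates. For *Mgp*-KO over wild-type cells, the values were 0.479 and 0.440. The trend was also found in epithelial-like cells, with 0.617 for *Mgp*-KO and 0.693 for *Pd*-KO, and in barcodes of 10 to 100 UMIs, with 0.283 and 0.637. *Sox5* is one of the long genes that were higher in the progenitors of the knockout libraries. Several explanations of the rise of *Sox5* and other long genes were tested against the tables.

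Damaged cells or nuclei among the called barcodes would have few UMIs and much *Malat1*. With no cell left out for its depth, the *Sox5*-positive cells of the *Dpp4* class of *Pd*-KO had a median of 10339 UMIs (95% interval 9929 to 10856) against 10053 in negative cells (9888 to 10182), and *Malat1* took 1.39% of their UMIs against 0.755%. Such cells cannot be told apart from intact ones, because the intervals of the UMIs overlap and the share of *Malat1* goes with the explanation. Cells of 1 sex were not the source, since 44.2% of the female cells of the *Dpp4* class of *Pd*-KO were *Sox5*-positive. Whether few mice were was not tested. With called doublets removed, 45.4% of the class stayed *Sox5*-positive, although the doublet caller found only 61 of 200 simulated doublets in that library. Free RNA of progenitors in the other types would not raise genes that progenitors hardly express, but rho was 0.599 across 693 genes at least 4 times higher in endothelial-like than in *Pdgfra*-positive cells. A rise of *Sox5* in the progenitors alone is not what the tables hold, since its log2 ratio in smooth muscle-like cells was 4.15. The rise in the *Dpp4* class exceeded that in smooth muscle-like cells by 0.88 for *Pd*-KO and 1.76 for *Mgp*-KO, and that part stays open. Against endothelial-like cells, the difference was 0.27 for *Pd*-KO and -0.54 for *Mgp*-KO, both with intervals that include 0.

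More RNA from introns in the knockout counts is consistent with these values. The trend runs through the whole *Pd*-KO library, with the rho of 0.647 in endothelial-like cells. In the *Dpp4* class of *Pd*-KO, the partial rho with intronic length at given exonic length was 0.544, whereas that with exonic length at given intronic length was 0.029. Across 459 genes without introns, rho was 0.026. The partial rho with exonic length was larger in other groups, at most 0.199 in epithelial-like cells, where that with intronic length was 0.540. Across genes without introns, rho lay between -0.082 in neural crest-like and 0.149 in *Pdgfra*-positive cells. A candidate cause is counting itself: the headers of the count files name a later version of Cell Ranger for both knockout libraries than for the wild-type library, and later versions count reads of introns by default while earlier ones do not. The headers do not state how introns were handled, and no reads were examined. More nuclear RNA in the droplets would raise the nuclear transcripts *Malat1*, *Neat1* and *Kcnq1ot1*. In the *Dpp4* class of *Mgp*-KO, none of these was higher, with a median log2 ratio of -0.0911 (-0.20 to -0.01), which argues against it in that library. For the *Pd*-KO library it cannot be told apart from reads of introns, because the transcripts went both ways, with a median of 0.17 (-0.39 to 0.35). Each genotype has 1 library, so a rise of long genes in all cell types after loss of *Mgp* also stays open and was not tested.

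*Mgp* was lower in endothelial-like cells of *Pd*-KO than of wild-type mice, with a log2 ratio of -4.03, although the deletion was aimed at *Pdgfra*-positive cells; the paper does not report on this. Free *Mgp* RNA of progenitors in the wild-type library would give all types the level of the barcodes with free RNA, 359 CPM, or less, and wild-type endothelial-like cells had 637. The level fell in both endothelial-like clusters, from 517 to 45.2 and from 933 to 27.8 CPM. Fewer arterial cells in the *Pd*-KO library would lower a list of 10 arterial genes, written after the fall of *Mgp* had been seen. Its median log2 ratio was -0.25 (95% interval -0.68 to 0.42), at percentile 1.05 of random lists, against 0.08 in *Mgp*-KO. Of the 10 genes, 3 were higher in *Pd*-KO. With the trend by genomic span taken off, the list stood at percentile 19.81. The list would fall by as much as *Mgp* only if its genes were as confined to arterial cells. That was not tested, so fewer arterial cells stay open as a part of the fall. Activity of the Cre in endothelial cells or their precursors, or a response of endothelial cells to the loss of *Mgp* in other cells, may underlie the fall; neither was tested. In smooth muscle-like cells, 1 of the clusters fell from 208 to 45.6 CPM, while the other stayed at 546 and 547. The value of 208 lies below the 359 CPM of free RNA in the wild-type library, which was 6.28 in *Pd*-KO. Free RNA can therefore not be ruled out as the source of the fall in that cluster.

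A list of 20 dissociation stress genes was lower in endothelial-like cells of the *Pd*-KO library, with a median log2 ratio over wild-type cells of -1.16 (95% interval over the genes -1.42 to -0.87), and none of the genes was higher. The medians were -1.45 in the *Dpp4* class and -1.25 in smooth muscle-like cells. Each lay below all of 10000 random lists matched on expression. In *Mgp*-KO over wild-type cells, they were 0.45 in the *Dpp4* class, 0.26 in endothelial-like and 0.64 in smooth muscle-like cells. The value of -1.16 in a type outside the progenitors is consistent with a difference in the handling of the whole *Pd*-KO library. A lower stress response in all cells of these mice stays open and was not tested.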

How the results depend on the processing

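Most alternatives were set before the data were examined. The one that left dissociation stress genes out of the variable genes, the one that skipped integration and left long genes out as well, and the one that took off the trend with genomic span were chosen after the data had been seen. In the values below, differences between shares are in percentage points, a knockout minus wild-type cells, and the cause of each change was not tested unless a sentence states one.

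Of the values that answer a comparison, 224 kept their direction and stayed within counting error or on their side of the threshold, 84 moved beyond counting error in the same direction, 5 list percentiles were no longer past the threshold of 95, and 6 reversed. Among single genes and smaller classes, 289 stayed within counting error, 90 moved in the same direction and 2 reversed.

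The cell call reversed the difference in APC-like cells. With every barcode of at least 500 UMIs taken as a cell, 34876 wild-type cells passed. The difference in APC-like cells was -1.15 for *Mgp*-KO and -10.3 for *Pd*-KO, a reversal of both (21.7 and 12.4 among called cells). The difference in adipocyte-like cells was -0.139 and -0.0344 (-1.17 and -1.08 among called cells). The interval of the latter, -0.171 to 0.127, includes 0, although the value counts above as moved in the same direction. The difference in the *Dpp4* class was 3.99 and 13.8 (20.2 and 29.6). The preadipocyte class differed by 0.531 for *Mgp*-KO, a reversal, and by -3.72 for *Pd*-KO (-5.03 and -9.94). The smooth muscle-like share of *Pd*-KO cells reversed, to 3.12. Of wild-type cells with an *Mgp* UMI, 47.3% had a *Pdgfra* UMI. These barcodes include many that the cell call left with the free RNA, so the wild-type shares rest on that call.

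Without Harmony integration, the difference in APC-like cells was 25.0 for *Mgp*-KO and 15.5 for *Pd*-KO, that in the preadipocyte class reversed to 22.1 and 16.5, and that in the *Dpp4* class of *Pd*-KO was 31.6. The class of ASC5 and ASC7 reversed in *Mgp*-KO, to -1.81. With long genes left out as well, the APC-like differences were 43.4 and 30.1, the adipocyte-like ones -19.8 and -19.7, and for *Pd*-KO the *Dpp4* class differed by 27.5, the preadipocyte class by -7.78 and the *Sox5*-positive share by 40.4. The adipocyte-like differences need a wild-type share far above the 1.54% of the main setting, so that name covered many more wild-type cells. These APC-like and adipocyte-like values count above as moved, but they reflect the naming of clusters and not a change in adipocytes. The cause was not tested. No adipocyte-like cluster was named over all SVF cells at a resolution of 0.3 or without integration, so these settings give no adipocyte-like value.

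Leaving *Sox5*, *Ldb2* and all genes over 100 kb out of the variable genes, with integration, gave APC-like differences of 20.5 and 8.71 and adipocyte-like ones of -0.431 and -0.406. With no gene left out, the adipocyte-like differences were -1.47 and -1.42, and the preadipocyte class differed by -8.53 in *Pd*-KO. With stress genes left out, these were -1.48, -1.44 and -8.08. At a resolution of 0.3, the APC-like differences were 22.8 and 19.6 and the preadipocyte class of *Pd*-KO differed by -5.53; at a resolution of 1.0, the adipocyte-like difference of *Pd*-KO was -1.38. The cause was not tested.

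With at least 2000 UMIs per cell, the APC-like differences were 18.3 and 10.3, and the preadipocyte class of *Pd*-KO differed by -8.53. With at least 500 genes, the APC-like difference of *Mgp*-KO was 20.5 and the adipocyte-like differences -1.57 and -1.50. With at most 5% mitochondrial UMIs, these were 20.5, -1.62 and -1.55, and with called doublets removed, the adipocyte-like differences were -1.52 and -1.48. Clustering only wild-type and *Mgp*-KO cells gave 20.6 for the APC-like and -8.32 for the preadipocyte difference, and clustering only wild-type and *Pd*-KO cells gave 11.0 for the APC-like difference and 31.3 for the *Dpp4* class. The cause was not tested.

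With at least 2 *Pdgfra* UMIs per cell, the *Dpp4* class differed by 18.1 and 27.3, the preadipocyte class by -9.67 and -14.5, and the *Sox5*-positive share of the *Dpp4* class by 39.1 and 45.2. Over all cells of APC-like clusters, the preadipocyte class differed by -8.62 and -18.3, and the *Sox5*-positive share of *Mgp*-KO by 33.4. Without thinning, the *Sox5*-positive share differed by 47.6 and 58.6, and after thinning to 500 UMIs by 9.29 and 12.5, since fewer UMIs per cell give fewer cells with a *Sox5* UMI.

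The share of *Mgp*-positive wild-type cells with a *Pdgfra* UMI was 80.4% with at least 2 and 82.4% with at least 5 *Mgp* UMIs, 79.0% with at least 2000 UMIs per cell and 78.9% with at most 5% mitochondrial UMIs. The log2 ratio of *Mgp* in *Pd*-KO over wild-type cells was -4.73 without mitochondrial, ribosomal protein, *Malat1* and hemoglobin genes, -4.78 with median-ratio scaling and -4.15 as a mean over cells. The cause was not tested.

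Random lists matched on expression and gene length placed the TGFβ components of *Mgp*-KO at percentile 89.5 and the extracellular matrix list of *Pd*-KO at 70.2. On simulated counts with a length effect (*Pd*-KO over wild-type, *Dpp4* class, 11551 and 11575 genes), this matching left 13.5% of 480 unchanged lists at or above percentile 95, so the running median by genomic span was taken off instead, which left 4.17%. This placed the TGFβ components of *Mgp*-KO at percentile 81.2, the Wnt list of *Mgp*-KO at 89.8 and the extracellular matrix list of *Pd*-KO at 0.610, a reversal. Without mitochondrial, ribosomal protein, *Malat1* and hemoglobin genes, the last stood at 91.9; the cause was not tested.

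The rise of the log2 ratio with genomic span kept its direction under each alternative. With genes of at least 500 UMIs, rho for *Mgp*-KO and *Pd*-KO was 0.609 and 0.638 in *Pdgfra*-positive cells, 0.606 and 0.708 in the *Dpp4* class, 0.547 and 0.712 in endothelial-like cells, and 0.467 and 0.648 in smooth muscle-like cells. As a mean over cells, rho for *Mgp*-KO was 0.500 in *Pdgfra*-positive cells, 0.506 in the *Dpp4* class, 0.403 in endothelial-like cells and 0.364 in smooth muscle-like cells, and for *Pd*-KO 0.613 and 0.576 in the latter types. With doublets removed, these types had 0.426 and 0.370 for *Mgp*-KO, and 0.617 and 0.567 for *Pd*-KO. The cause was not tested.

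With 1 library per genotype, the depth limits the rarer types most. Early adipocytes of the subset numbered 38 in *Mgp*-KO and 39 in *Pd*-KO, and neural crest-like cells of the subset 7 in each.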

Differences from the paper's values

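The statements of the paper that differ from the results, or from each other, are given here. For the TGFβ components in *Pd*-KO mice, the paper names F/F controls in its text and wild-type tissue in the figure legend.

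The paper states that more than 85% of the *Mgp*-expressing cells express *Pdgfra*, and the share of wild-type cells with an *Mgp* UMI that had a *Pdgfra* UMI was 76.6%. None of the alternatives set before the data were examined reached the paper's value; the closest, with at least 5 *Mgp* UMIs, gave 82.4%.

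The paper describes ASC1 as a cluster of its own that holds 42.6% of the APCs in *Pd*-KO mice and 3% in controls, by its values, and that has high *Sox5*. With Harmony integration and the settings used throughout, the most uneven cluster of the *Dpp4* class took 47.8% of its cells from the *Pd*-KO library after scaling. Among alternatives that integrated all libraries, the largest part from *Pd*-KO was 59.1%, with every barcode of at least 500 UMIs taken as a cell. With only wild-type and *Pd*-KO cells clustered, as in the paper's figure, a cluster held 42.1% of the *Pd*-KO and 18.3% of the wild-type cells. After scaling, 69.8% of that cluster came from the *Pd*-KO library. Without integration, an alternative set before the data were examined, a cluster held 41.2% of the *Pd*-KO cells and 0.0128% of the wild-type cells. *Sox5* was among the leading genes of no cluster of the class, with or without integration. Leading genes were ranked by their level over other cells of the same library. A rise of *Sox5* across a whole knockout library cannot show in that ranking, so it does not contradict the high *Sox5* of ASC1.

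The paper names the double-positive cells as the sum of ASC1, ASC2 and ASC4, with its values of 57.6% and 27.4%. Its shares of ASC1 (42.6% and 3%) and ASC2 (15% and 24.4%) alone add up to these values, so the difference lies within the paper. The *Dpp4* class, which joins ASC1 and ASC2 alone, held 58.9% of *Pd*-KO and 29.2% of wild-type cells, which is close to the values of the paper.

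The paper states that the *Dpp4*-positive cells were highly enriched in components of the TGFβ pathway. Here the *Dpp4* class was set against the other *Pdgfra*-positive cells and adipocytes of the same library. The median log2 ratio of the pathway list was -0.23 in the wild-type library, at percentile 8.28 of random lists. It was -0.12 in the *Mgp*-KO library, at percentile 70.7, and -0.18 in the *Pd*-KO library, at percentile 32.86. Against the preadipocyte class alone, it was 0.12 in the wild-type library (-0.12 to 0.29), at percentile 99.46, and 0.11 in the *Mgp*-KO library (-0.17 to 0.20), at percentile 99.42. In the *Pd*-KO library, the median was -0.005 (-0.18 to 0.28), at percentile 94.06. With the trend by genomic span taken off, a step chosen after the data had been seen, the percentile was 96.1.

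The paper reports genes of the response to BMP as enriched in ASC4. The preadipocyte class, which joins ASC3 and ASC4, was set against the other *Pdgfra*-positive cells and adipocytes of the *Pd*-KO library. The median log2 ratio of a list of such genes was -0.37, below all random lists. It was also low in the wild-type library, at -0.44, and in the *Mgp*-KO library, at -0.35. Between genotypes the list went the other way, with 0.55 for *Pd*-KO over wild-type cells of the class. That value stood at percentile 99.01, or 82.57 with the trend by genomic span taken off.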

Other observations

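The tests of the TGFβ components in smooth muscle-like cells, of the makeup of the sexes, of clusters set by long genes, of nearest neighbors and of a simulated length effect, and the removal of the trend with genomic span, were chosen only after the results they bear on had been seen.

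The Wnt list was higher in the *Dpp4* class of *Pd*-KO than of wild-type mice. A shift of the whole *Pd*-KO library is consistent with its percentile of 99.97 in smooth muscle-like cells. After the trend with genomic span was taken off, it stood at percentile 98.8 in the *Dpp4* class, 98.91 in endothelial-like cells and 81.24 in smooth muscle-like cells. Gene length as the whole cause cannot be told apart from a rise of the pathway, because the interval of the remaining median, 0.08, includes 0 (-0.07 to 0.34). The criterion set before the result was seen was the percentile alone, and by it gene length would not be the whole cause; the interval was added later, as for the TGFβ components. On simulated counts with a length effect and no change in the lists (*Pd*-KO over wild-type, *Dpp4* class), 8.33% of 60 lists as long as the Wnt list in a simulation with 11575 genes and 10% of 60 in one with 11551 genes still reached percentile 95 after this step. A rise of Wnt genes after loss of *Mgp* stays open.

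The TGFβ components were higher in *Pdgfra*-positive cells of *Pd*-KO than of wild-type mice, and their percentile of 99.22 in smooth muscle-like cells is consistent with a shift of the whole library. Without the trend with genomic span, they stood at percentile 97.89. Here too gene length cannot be told apart from a rise of the components, since the remaining median of 0.37 has an interval of -0.39 to 1.12. In the *Dpp4* class, the longer list of TGFβ pathway genes had a median log2 ratio of 0.49 for *Pd*-KO (percentile 99.94) and 0.48 for *Mgp*-KO (percentile 100), and stood at percentiles 53.61 and 96.47 without the trend.

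A list of 46 extracellular matrix genes, written for this re-analysis, was tested in the *Dpp4* class. The hypothesis was that loss of *Mgp* raises matrix genes in these progenitors. In sorted PDGFRα+; DPP4+ cells, the paper reports higher *Col1a1*, *Col3a1* and *Col6a1* by qPCR in *Pd*-KO than in F/F mice. That is another measure with other controls, and it did not include *Mgp*-KO cells. The median log2 ratio of 44 genes was 0.02 for *Pd*-KO over wild-type cells (95% interval over the genes -0.13 to 0.23), at percentile 99.57, and -0.25 for *Mgp*-KO (-0.41 to 0.02), at percentile 0.01. In smooth muscle-like cells it was -0.07 for *Pd*-KO, at percentile 47.25, and -0.19 for *Mgp*-KO (-0.37 to 0.05), below all random lists. Since the median was 0.20 over all genes of the class for *Pd*-KO, and the percentile fell to 0.61 without the trend with genomic span, the test gave no stable direction for *Pd*-KO. For *Mgp*-KO, the list was low under every alternative, at percentiles of 0 to 0.01, and without the trend its median was -0.53. The interval of -0.41 to 0.02 includes 0 but lies below the median of all genes, 0.16. Since the list was low in smooth muscle-like cells too, the fall was not confined to the progenitors, and it is the opposite of the hypothesis.

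The share of APC-like cells was larger in *Mgp*-KO than in wild-type mice. Lower recovery of all other cell types would lower their shares alike, but epithelial-like cells of the *Mgp*-KO library stood at 136% of their wild-type share, while endothelial-like cells stood at 37.0% and smooth muscle-like cells at 20.8%. Female cells made up 32.6% of the wild-type and 60.0% of the *Mgp*-KO library. The epithelial-like share was not computed within a sex, so the makeup of the sexes may have raised it. Lower recovery of the other types is therefore not ruled out. A loss of single types during isolation, and a change in the tissue, stay open and were not tested.

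The *Dpp4* class was larger in both knockout libraries. Another makeup of the sexes would not change the share within a sex, and the class held 43.3% of female *Mgp*-KO cells against 21.2% of female wild-type cells. Clusters set by long genes would lose the difference when these genes are left out of the variable genes, and the class then held 58.6% of *Pd*-KO cells. In a simulation over 7892 wild-type cells and all genes in which a random part of the cells was given the length effect of *Pd*-KO over wild-type, the class held 29.6% of these cells against 30.1% of the others after Harmony integration. Clusters of the simulation were named by the known class of most of their cells, not by markers. A change in the progenitors after loss of *Mgp*, and differences between single pools of mice, stay open and were not tested.

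Without integration, clusters of the *Dpp4* class split by library, and the largest part from 1 library after scaling was 97.2%. With *Sox5*, *Ldb2* and all genes over 100 kb left out as well, it was 97.3%, so these genes alone do not account for the split. A length effect over genes of all spans cannot be told apart from a change in the cells: in the simulation just described, a cluster without integration took 100% of its cells from 1 part, but that is a simulated setting. A shift of the whole library also stays open. By the criterion set before the result was seen, the clusters of other types count against it, since the largest part from 1 library in an endothelial-like cluster was 38.9%. Smooth muscle-like cells formed a single cluster, which cannot split, so that part of the test is void. The nearest neighbors, a measure chosen later, point the other way, since 78.2% of the neighbors of wild-type smooth muscle-like cells came from their own library, where chance gives 33.2%, against 93.9% in the *Dpp4* class. These results could not be reconciled, so the shift cannot be told apart from a change in the progenitors.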
